# Motor innervation directs the correct development of the mouse sympathetic nervous system

**DOI:** 10.1038/s41467-024-51290-0

**Published:** 2024-08-16

**Authors:** Alek G. Erickson, Alessia Motta, Maria Eleni Kastriti, Steven Edwards, Fanny Coulpier, Emy Théoulle, Aliia Murtazina, Irina Poverennaya, Daniel Wies, Jeremy Ganofsky, Giovanni Canu, Francois Lallemend, Piotr Topilko, Saida Hadjab, Kaj Fried, Christiana Ruhrberg, Quenten Schwarz, Valerie Castellani, Dario Bonanomi, Igor Adameyko

**Keywords:** Developmental neurogenesis, Neuronal development

## Abstract

The sympathetic nervous system controls bodily functions including vascular tone, cardiac rhythm, and the “fight-or-flight response”. Sympathetic chain ganglia develop in parallel with preganglionic motor nerves extending from the neural tube, raising the question of whether axon targeting contributes to sympathetic chain formation. Using nerve-selective genetic ablations and lineage tracing in mouse, we reveal that motor nerve-associated Schwann cell precursors (SCPs) contribute sympathetic neurons and satellite glia after the initial seeding of sympathetic ganglia by neural crest. Motor nerve ablation causes mispositioning of SCP-derived sympathoblasts as well as sympathetic chain hypoplasia and fragmentation. Sympathetic neurons in motor-ablated embryos project precociously and abnormally towards dorsal root ganglia, eventually resulting in fusion of sympathetic and sensory ganglia. Cell interaction analysis identifies semaphorins as potential motor nerve-derived signaling molecules regulating sympathoblast positioning and outgrowth. Overall, central innervation functions both as infrastructure and regulatory niche to ensure the integrity of peripheral ganglia morphogenesis.

## Abstract (web summary)

How tissues interact to help each other grow is a major question for biologists. Here, the authors show that motor innervation controls positioning of sympathetic progenitor cells to ensure correct shaping of ganglia in the peripheral nervous system.

## Introduction

The autonomic nervous system (ANS), a crucial component of the peripheral nervous system (PNS), orchestrates a variety of physiological functions including heart rate, gut motility, and stress responses^1^. The sympathetic branch of the ANS controls the “fight or flight” response and is typically counteracted by the parasympathetic branch that mediates the “rest and digest” response^2^. The coordinated development of these two systems is vital for mammalian survival and homeostasis, yet the mechanisms underlying their patterning remain enigmatic.

The sympathetic system consists of paired ganglia arranged along the spinal axis, adjacent to the dorsal aorta, which receive inputs from pre-ganglionic fibers extending from cholinergic visceral motor neurons within the ventral neural tube^3^. As most of the neuronal and all glial elements of the PNS, sympathetic ganglia originate from neural crest cells (NCC), a transient migratory population that leaves the dorsal neural tube around embryonic day (E)9 in mice^4,5^. Early waves move ventrally towards the dorsal aorta where they differentiate into sympathetic neurons and glia^6,7^. Ventrolateral waves give rise to sensory cells of the dorsal root ganglia (DRGs) and the boundary cap cells (BCCs) lining the dorsal and ventral roots, while late dorsolateral waves generate the pigment-producing melanocytes. Some NCCs eventually become Schwann cell precursors (SCPs), which characteristically migrate along developing nerves^8^. SCPs contribute to various structures including parasympathetic ganglia^9,10^, chromaffin cells of the adrenal medulla^11,12^, and parts of the enteric nervous system^13^, suggesting that peripheral nerves play a crucial role in ANS development.

Various aspects of PNS development depend on the correct positioning and growth of pre-existing nerve tracts^14–16^. A general wiring strategy, where an initial outgrowth of pioneer neurons establishes a template to guide subsequent axon growth, is evident in the pathfinding of some sympathetic and sensory fibers that depend on pre-extended motor axons^17^. Similarly, SCPs and multipotent glial progenitors of the boundary cap utilize the infrastructure provided by peripheral nerves to reach target organs. However, innervation is thought to be dispensable for the formation of sympathetic ganglia, as their initial assembly relies on early free-migrating NCC coalescing near the dorsal aorta^18^. Notwithstanding, it has been recently discovered that some sympathetic neurons in the paraganglia, as well as intra-adrenal sympathetic neurons, are derived from SCPs^12,19^, pointing to the possibility that the sympathetic chain might also receive a contribution from SCPs to boost later growth. However, the extent to which motor nerves and motor nerve-associated SCPs contribute to the formation of the sympathetic chain remains undetermined.

In this study, we took advantage of genetic motor nerve ablation, in vivo tracing of boundary cap and glial lineages, and single-cell transcriptomics, to investigate the role of motor nerves in sympathetic chain formation. We discovered that genetic ablation of motor nerves impairs the development of sympathetic ganglia, as motor nerve-guided SCPs are unavailable. Simultaneously, aberrant clusters of sympathetic neurons are generated from sensory nerve-associated SCPs and become ectopically neurogenic in the absence of motor fibers. Finally, motor nerves control the navigation of sympathetic fibers, preventing them from innervating inappropriate targets, such as sensory ganglia. Thus, by controlling progenitor cell placement and axonal outgrowth, motor neurons act as “insulators” that maintain the separation between distinct elements of the PNS.

## Results

### Early-recruited SCPs are primed toward sympathetic fate while arriving on motor nerves

Sympathetic chain development begins with ventrally migrating waves of SOX10^+^ NCCs that coalesce in the vicinity of the dorsal aorta from where they receive inductive signals, such as Bone Morphogenetic Protein (BMP)^7^. These precursor cells, known as “sympathoblasts”, express early autonomic markers (*Phox2b*) and later differentiate into bona fide sympathetic neurons (labeled by Tyrosine Hydroxylase, *Th*) (Fig. 1a)^2^. Soon after the initial assembly of sympathetic chain ganglia, preganglionic motor nerves start to arrive from the developing neural tube. To track the dynamics of motor axons during neural crest migration and subsequent steps of sympathetic ganglia development, we utilized *Hb9-GFP* transgenic mice in which motor neurons are labeled with green fluorescent protein (GFP) (Fig. 1b). We observed that outgrowing motor axons partly interrupted the neural crest wave, and freely migrating NCCs became associated with the nerve as SCPs. This transition is evidenced by a gradual shift in the migratory stream angle (Fig. 1c), widening gap between SCPs and free-migrating NCCs (Fig. 1d), and consolidation of the SOX10^+^ stream as the nerve grows towards the sympathetic anlagen, showing that SCPs do not leave the nerve once attached (Fig. 1e). These relationships suggest that during early axon growth, motor nerves influence migratory patterns of SCPs.

**Fig. 1:**
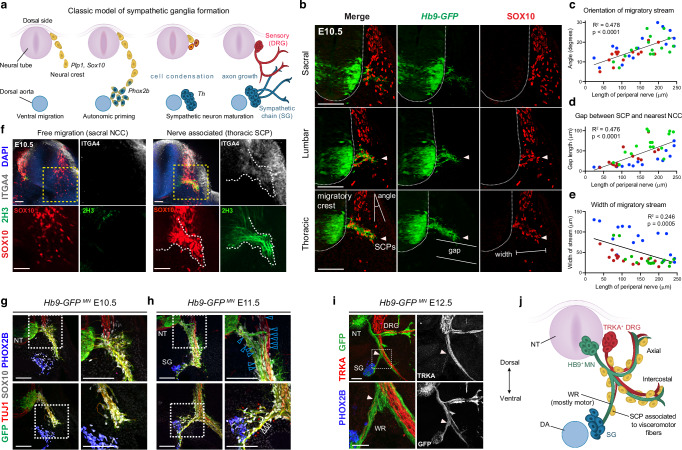
SCP recruitment on motor nerves. **a** Current model of sympathetic ganglia development from early stream of free neural crest migration. Free-NCCs (yellow) become primed toward autonomic fate (yellow-blue hybrid cells) as they approach the dorsal aorta region, where they differentiate into sympathetic neurons (blue) and coalesce to form the sympathetic ganglia chain. **b** Transverse sections of the same E10.5 *Hb9-GFP* embryo (representative of 3 embryos) from sacral to thoracic levels reveal the developmental progression of motor axons (*Hb9-GFP* labeling) exiting the ventral neural tube (outlined) and intersecting the stream of free NCCs (SOX10^+^). NCCs are recruited on motor nerves as SCPs (arrowheads) leaving a “gap” with freely migrating cells. Scatterplots of measurement of (**c**) the angle created by intersecting the line bisecting the NCC migratory stream, with the dorsoventral axis bisecting the neural tube (**d**) gap between nerve-associated SCP and the nearest free NCC, (**e**) mediolateral thickness of the NCC/SCP streams (distance between most medial and lateral SOX10^+^ cells just ventrolateral to the neural tube), perpendicular to (**c**). The red, blue, and green colors in (**c**–**e**) represent measurements from individual E10.5 embryos (n = 3). Linear regression assessed correlation coefficients and p-values. **f** E10.5 transverse optical sections (representative of 3 embryos) show ITGA4^+^/SOX10^+^ SCP associated with axons (2H3, Neurofilament) at thoracic level, and free migrating ITGA4^-^/SOX10^+^ NCCs at sacral level. Single channels are magnified from the boxed regions in the merge image. The nerve bundle is outlined. **g**, **h** Transverse sections of *Hb9-GFP* embryos. At E10.5 (**g**), SCPs (SOX10^+^, gray) migrate along GFP^+^/TUJ1^+^ motor axons that form the ventral root before sensory axons (GFP^-^/TUJ1^+^) have begun to extend from the DRG (representative of 3 embryos). At E11.5 (**h**), SCPs are associated with both motor and sensory fascicles in the main nerve bundle (blue arrowheads). Along the white ramus connecting to sympathetic ganglia (PHOX2B^+^, blue), SCPs are largely associated with motor axons (red arrows), which form the bulk of the nerve (white arrowheads). The boxed regions are magnified in the right panels. Representative of 6 embryos. **i** Transverse sections representative of n = 5 E12.5 *Hb9-GFP* embryos with TRKA staining of sensory projections (red) co-extending with motor axons (GFP^+^, green). Individual channels are shown in the right panels. The boxed area, magnified in the bottom panel, shows the white ramus (arrowhead) formed predominantly by preganglionic motor axons, with minimal contribution from viscerosensory fibers. PHOX2B (blue) marks sympathetic ganglia. **j** Schematic showing equal distribution of SCPs (yellow) on motor (green) and sensory (red) fibers in axial and intercostal nerves, while SCPs migrating toward sympathetic chain ganglia (blue) are almost exclusively recruited on motor axons of the white ramus. DA dorsal aorta, DRG dorsal root ganglia, MN motor neurons, NCCs neural crest cells, NT neural tube, SCPs Schwann cell precursors, SG sympathetic chain ganglia, WR white ramus communicans. Scale bars: **b**: 100 μm; **f**: 50 μm; **g**–**i**: 100 μm.

While SCPs were previously distinguished from NCCs and ganglia-residing satellite glia solely on the basis of their association with nerves, a SCP-specific gene signature referred to as a “hub state” marked by *Itga4* expression has been recently described^20^. Indeed, at E10.5 ITGA4 levels were greater in SOX10^+^ cells that were associated to neurofilament-positive (2H3^+^) peripheral nerves of the ventral root, compared to NCCs that were still freely migrating in the caudal region (Fig. 1f), suggesting that nerve association coincided with the adoption of the SCP hub state. The conversion of NCCs into SCPs proceeded according to the axial maturation gradient (Fig. 1b and Suppl Fig. 1a), with anterior structures developing earlier than their posterior counterparts. This was also reflected in the gradients of motor innervation and induction/compaction of the PHOX2B^+^ sympathetic anlagen (Suppl Fig. 1b). Consequently, TH^+^ sympathetic neurons appeared first in the brachial and cervical regions at E10.5, while nearly all migrating SOX10^+^ cells in the trunk were already associated with growing peripheral nerves (Suppl Fig. 1c). During the early recruitment of SCPs, between E10.5 and E11.5, the ventral root is dominated by motor axons, as most TUJ1^+^ nerve fibers were also *Hb9-GFP*^+^ (Fig. 1g, h). By E12.5, the outgrowing spinal nerves carried both motor (efferent) and sensory (afferent) fibers that could be distinguished by *Hb9-GFP* and TRKA (NTRK1) labeling, respectively (Fig. 1i). Notably, the majority of the *white ramus communicans*, connecting to sympathetic ganglia, was composed of *Hb9-GFP*^+^ preganglionic visceral motor axons branching off the common nerve bundle, while TRKA^+^ viscerosensory axons extending from the DRGs were present in small numbers (Fig. 1i). Therefore, SCPs predominantly migrate along developing motor axons to reach the sympathetic anlagen (Fig. 1j).

Next, we reconstructed the development of the white ramus in *Hb9-GFP* embryos, seeking to identify SCPs transitioning towards the autonomic neuroblast fate, as indicated by the co-occurrence of SOX10 and PHOX2B expression. From E10.5 onwards, most NCCs that had migrated to the sympathetic chain expressed the autonomic marker PHOX2B (Fig. 2a). At this stage, some SCPs expressed PHOX2B at the extending tips of visceral motor nerves near the coalescing sympathetic ganglia (Fig. 2a, arrowheads), suggesting these cells were primed for the autonomic fate. At all later stages, this autonomic primed subpopulation of SCPs was detected exclusively along the white ramus or its fine branches (Fig. 2b, c). None of the observed SCP cell populations expressed TH along the ventral root, indicating that terminal sympathetic neuron maturation occurs only within the sympathetic ganglia (Fig. 2d). Together, these data are consistent with a model in which motor nerves recruit nearby freely migrating NCCs into SCPs, and that some of these motor nerve-associated SCPs become primed to an autonomic neurogenic fate en route as they approach the sympathetic ganglia, while others remain gliogenic (Fig. 2e).

**Fig. 2:**
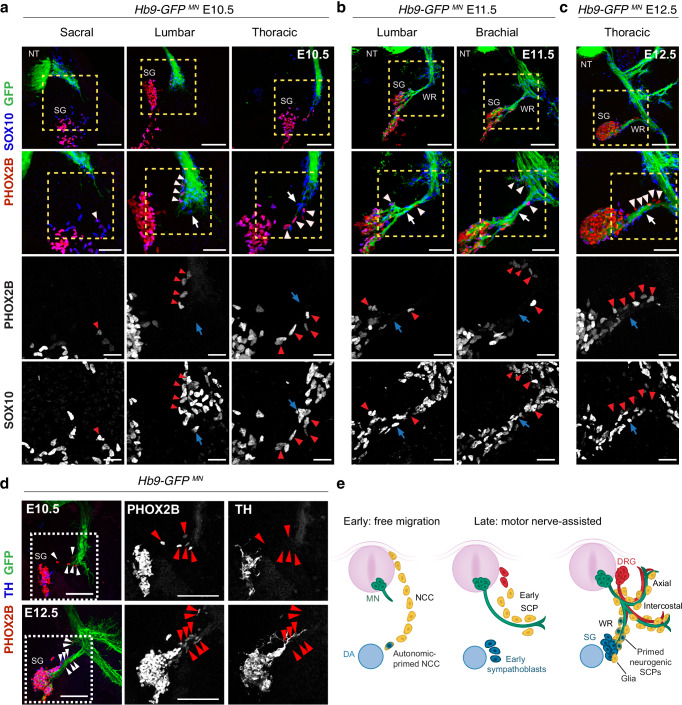
SCPs are primed toward a sympathetic fate while migrating along motor nerves. Transverse sections from E10.5 (**a**), E11.5 (**b**), and E12.5 (**c**) *Hb9-GFP* embryos immunostained for the NCC/SCP marker SOX10 (blue) and the sympathetic marker PHOX2B (red). Boxed regions are magnified in the corresponding bottom panels. Arrowheads point to committed PHOX2B^+^ SCPs associated with motor axons. Arrows point to PHOX2B^-^ SCPs that may acquire glial fate within the ganglia. Representative of at least n = 4 embryos per stage. **d** Transverse view of E10.5 (upper panel) and E12.5 (bottom panel) *Hb9-GFP* embryo trunks immunostained for the early sympathetic marker PHOX2B (red) and differentiated sympathetic neuron marker TH (blue). The boxed regions are magnified to show individual PHOX2B (middle) and TH (right) staining. Arrowheads point to PHOX2B^+^/TH^-^ SCPs associated with motor axons. The images are representative of at least 3 embryos per stage. **e** Schematic of motor nerves (green) assisting the late wave of SCP migration (yellow) towards sympathetic ganglia (blue). Motor axons represent a permissive substrate for autonomic priming (yellow-blue hybrid cells; PHOX2B^+^/TH^-^) but not for neuronal maturation (blue, TH^+^). SCPs that do not acquire PHOX2B expression might differentiate into satellite glial cells within sympathetic ganglia. DA dorsal aorta, DRG dorsal root ganglia, MN motor neurons, NCCs neural crest cells, NT neural tube, SCPs Schwann cell precursors, SG sympathetic chain ganglia, WR white ramus communicans. Scale bars: **a**–**c**: 100 μm, 50 μm, 25 μm (from top to bottom panels); **d**: 100 µm.

### SCPs give rise to sympathetic chain neurons

The induction of autonomic markers observed in visceral motor nerve-associated SCPs in the dorsal aorta region suggests that they may give rise to a portion of the sympathetic chain neurons. Since NCCs in all rostral segments of the trunk have already become nerve-associated SCPs by E10.5 (Suppl Fig. 1)^21^, we conducted SCP-specific lineage tracing with *Plp1-Cre*^*ERT2*^*; R26R-YFP*, inducing the reporter by tamoxifen injection at E10.5. In such an experimental setup, recombination occurs around E11, as SCPs presumably begin to contribute to the sympathetic fate. Embryos were collected at E13.5, and traced sympathetic neurons were quantified across the body axis (Fig. 3a). Approximately 10% of sympathetic neurons were labeled at the cervical level, while this proportion increased to around 40% in the posterior thoracolumbar region (Fig. 3b, c). The actual contribution of SCPs to sympathoblasts is likely higher since we have previously estimated the recombination efficiency of *Plp1-Cre*^*ERT2*^ in SOX10^+^ cells to be around 80%^11^. This data is consistent with a model in which a significant portion of sympathetic chain neurons are derived from nerve-associated SCPs rather than free-migrating NCCs, contrary to the traditional view of development. However, we note that this lineage tracing does not distinguish the neurogenic contribution of nerve-delivered SCPs from that of intra-ganglionic satellite glia derived from earlier-migrating NCCs.

**Fig. 3:**
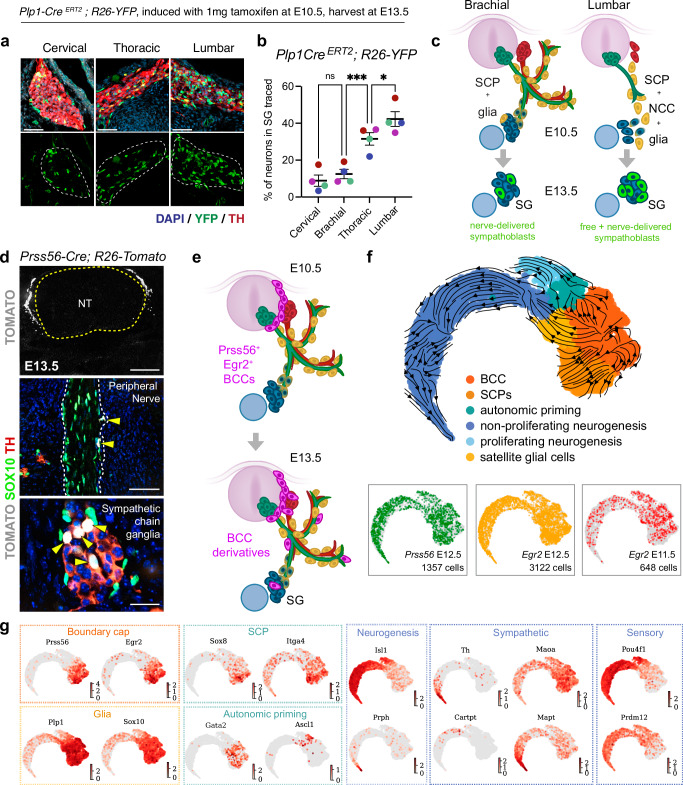
Nerve-delivered SCPs contribute to sympathetic ganglia neurogenesis. **a** *Plp1-Cre*^*ERT2*^*; R26-YFP* embryos traced by tamoxifen injection at E10.5 and harvested at E13.5. Immunostaining for TH and YFP on sagittal sections through sympathetic ganglia at different anatomical locations of the traced *Plp1-Cre*^*ERT2*^*; R26-YFP* embryos. **b** Quantifications of YFP^+^/TH^+^ cells traced at different levels of the sympathetic chain along the body axis. Colors represent individual embryos (n = 4). Mean ± SEM, one-way ANOVA and post hoc Tukey’s Multiple Comparison Test, (***) p = 0.001, (*) p = 0.0343, (ns) p = 0.6829. **c** Schematic of lineage tracing experiment. Induction of YFP expression in *Plp1*^*+*^ cells (yellow) at E10.5 results in differential contribution to sympathetic ganglia along different body segments. At brachial levels (left), in E10.5 embryos all YFP-labeled NCC derivatives are associated with nerves, revealing the extent of SCP contribution to sympathetic ganglia neurons (green cells in the ganglia at E13.5). At lumbar levels (right), YFP is induced in both nerve-associated SCPs and residual free-migrating NCCs at E10.5, resulting in mixed NCC/SCP contribution to sympathetic neurons (larger fraction of green cells in the ganglia at E13.5). **d** Transverse sections of *Prss56-Cre; R26-Tomato* E13.5 embryos immunostained for TH (red) and SOX10 (green) visualized alongside endogenous Tomato fluorescence (TOM, gray). Nuclei are in blue. (Top) TOM^+^ boundary caps adjacent to the neural tube (outlined). (Middle) BCC-derived SCPs (TOM^+^/SOX10^+^, arrowheads) in the ventral root (outlined). (Bottom) TH^+^/TOM^+^ traced cells (arrowheads) in sympathetic chain ganglia from the lower lumbar region (observed in n = 5/5 embryos). **e** Schematic showing the restricted expression of BCC markers, *Prss56* and *Egr2* in the boundary caps at E10.5 (upper panel) and tracing of BCC derivatives (purple) along nerves and sympathetic ganglia (bottom panel). **f** Combined UMAP embedding with color-coded scRNAseq clusters (top) and sample origin (bottom). Arrows show RNA velocity-determined transcriptional flows. **g** Feature plots showing expression of selected cell type marker genes. SG sympathetic ganglia, BCCs boundary cap cells, NCCs neural crest cells, NT neural tube, SCPs Schwann cell precursors. Scale bars: **a**: 50 μm; **d**: 100 μm (top), 50 μm (middle), 25 μm (bottom).

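Clusters were built per library rather than on the combined embedding, since the *Prss56-Cre* cells were not used here. At E11.5, 506 cells in 5 clusters were named glia-like, 266 cells in 4 clusters neuron-like and 61 cells in 1 cluster pericyte-like. At E12.5, 1804 cells in 6 clusters were named glia-like and 1433 cells in 6 clusters neuron-like, beside 185 mesenchymal-like, 38 pericyte-like and 36 myeloid-like cells. Among the glia-like cells of E11.5, 166 were named BCC-like, 139 SCP-like and 116 satellite glia-like. At E12.5 these names took in 157, 890 and 264 glia-like cells. The remaining 85 and 493 glia-like cells had no name at this level. The sub-classes are loosely separated, and their sizes are not compared between the stages. At E12.5, the larger SCP-like cluster (560 cells) held *Prss56* at 401 (379–424) CPM (summed UMIs scaled by the total of the cluster) and *Egr2* at 73.4 (64.1–83.7). The BCC-like cluster held them at 319 (285–357) and 37.1 (26.1–51.1), so that in CPM both BCC markers were higher in a cluster named SCP-like. By the share of cells with a UMI, without thinning, *Prss56* went the other way, with 64.3% (56.3–71.8) of the BCC-like and 47.9% (43.7–52.1) of the SCP-like cluster, while the intervals of *Egr2*, 20.4% (14.4–27.5) and 27.3% (23.7–31.2), overlap. The satellite glia-like cluster of E12.5 was led by *Hes5* and by genes of the cell cycle such as *Cenpf*, *Ube2c* and *Ccnb1*.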

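The genes behind both Cre drivers of this experiment were detected in the glia-like cells. *Prss56* (ENSMUSG00000036480; chromosome 1, from 87111033 to 87116130) was found in 9.49% (7.08–12.4) of glia-like cells at E11.5 and in 18.4% (16.6–20.3) at E12.5, with every cell at the same number of UMIs. In neuron-like cells it was found in 0 of 266 cells, which allows a share of up to 1.13%, and in 0.438% (0.161–0.952). *Egr2* (ENSMUSG00000037868; chromosome 10, from 67371305 to 67378018) was found in 5.73% (3.87–8.13) and 5.65% (4.61–6.85) of glia-like cells, against 0.376% (0.00952–2.08) and 0.584% (0.253–1.15) of neuron-like cells. Without thinning, the glia-like shares were 26.3% and 28.7% for *Prss56* and 23.7% and 14.5% for *Egr2*. *Sox10* belongs to the list that named the glia-like clusters, so its level is not a result. *Isl1* and *Prph* took no part in the clustering. *Isl1* (ENSMUSG00000042258; chromosome 13, from 116434817 to 116446235) was found in 73.7% (68.0–78.9) and 83.9% (81.8–85.8) of neuron-like cells and in 3.95% (2.43–6.04) and 5.82% (4.76–7.04) of glia-like cells. Unthinned, it was found in 93.2% and 95.1% of neuron-like cells. *Prph* (ENSMUSG00000023484; chromosome 15, from 98952872 to 98956862) was rare, with 1.13% (0.233–3.26) of neuron-like cells at E11.5 and 1.61% (1.01–2.42) at E12.5, or 1.50% and 3.49% unthinned. At E11.5 the *Prph* share of glia-like cells, 0.395% (0.0479–1.42), was not distinguishable from that of neuron-like cells. Coordinates are those of GRCm39, and these genes are annotated as protein-coding.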

To address this issue, we performed lineage tracing of boundary cap cells (BCCs), a multipotent neural crest derivative localized exclusively at CNS nerve exit/entry points^22^. BCCs are highly proliferative and differentiate into various neural crest-derived cell types, including nerve-associated SCPs^23^. BCCs markers (*Prss56* and *Egr2/Krox20*) are expressed at CNS entry/exit points but are absent along spinal nerves and in the sympathetic chain^22^. Hence, Cre alleles based on these cell-specific markers are useful to determine whether BCC-derived SCPs contribute to the sympathetic chain via the nerve. In line with this possibility, we observed *Prss56-Cre*-traced cells primarily at the expected boundary cap location at E13.5, with a few dispersing along ventral root nerves, and some within posterior sympathetic chain ganglia, where they expressed TH (Fig. 3d, e). These results suggest that BCC-derived SCPs travel along the white ramus and are recruited in the ganglia where they give rise to sympathetic neurons.

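Tomato-positive cells of *Egr2-Cre* (*Krox20-Cre*); *R26-Tomato* mouse embryos were profiled in 2 single-cell RNA sequencing libraries, 1 at E11.5 and 1 at E12.5. In these embryos, Cre made under the control of the boundary cap gene *Egr2* switches on the Tomato reporter for good, so that a cell and its progeny stay labelled. Each library held the pooled cells of 1 litter. There is thus no replicate at either stage, no test between stages is possible, and stage, litter and library cannot be separated. The *Prss56-Cre* library of the same experiment was not analysed here. The methods name the meninges, the dorsal root ganglia (DRGs) and the dorsal and ventral roots as the dissected tissue, from which Tomato-positive cells were sorted by FACS for droplet-based sequencing. The authors counted unique molecular identifiers (UMIs, which mark single captured mRNA molecules) per gene and cell with Cell Ranger on the mm39 genome. The counts were deposited without normalization and before the filters on cells.
The E11.5 library held 1431 cell barcodes with 10287595 UMIs, and the E12.5 library 3762 barcodes with 23460244 UMIs. After the filters of the methods text, 833 cells with a median of 11601 UMIs and 3550 genes were kept at E11.5. At E12.5, 3496 cells with a median of 6140 UMIs and 2492 genes were kept. Since the E11.5 cells were deeper, the shares of cells with a UMI of a gene are given after each cell was thinned to 2000 randomly drawn UMIs, with unthinned shares beside them. Thinning left out 165 of the kept cells at E12.5 and 0 at E11.5. Intervals in parentheses are 95% exact binomial (Clopper-Pearson) intervals for shares of cells and exact Poisson intervals for sums of UMIs. They cover counting error only, not the variation between litters. The Poisson intervals also leave out the variation between cells, so they are too narrow where few cells hold many UMIs of a gene.
Each library was clustered on its own with 3000 variable genes, 30 principal components and Leiden resolution 1. A preset list of 21 genes was left out, among them many, but not all, of those whose detection is reported as a result. Clusters were named from preset marker lists, with 13 genes for glia-like and 19 genes for neuron-like cells. The rule that turns the markers into a name was not preset. It is the last of 3 rules tried, each judged with the clusters in view. Under this rule, 772 cells at E11.5 (92.7% of kept cells, 90.7–94.4) and 3237 cells at E12.5 (92.6%, 91.7–93.4) lay in glia-like or neuron-like clusters and are called lineage cells. Neuron-like cells made up 34.5% (31.1–37.9) of lineage cells at E11.5 and 44.3% (42.6–46.0) at E12.5. The rule tried first moved the E11.5 share most, to 54.3%, and left 343 cells of that stage unnamed. Other settings of the clustering and filters gave E11.5 shares down to 28.0% (with 15 principal components). Some of the clusters are weak. At E11.5, 85 glia-like cells formed a shallow cluster with a median of 2840 UMIs, led by the globin gene *Hbb-y* and, within the glia-like cells, by neuronal genes such as *Nhlh2*. Another 76 cells of E11.5 were named neuron-like on 4 of the 19 markers, and 147 cells of E12.5 glia-like on 3 of the 13. The glia-like name of these 147 cells is doubtful, since *Srrm4*, *Neurod1*, *Hes6* and *Pou4f1* were among the genes that led them within the glia-like cells. Without thinning, *Pou4f1* was found in 55.1% (46.7–63.3), *Neurog1* in 44.2% (36.0–52.6) and *Sox10* in 48.3% (40.0–56.7) of them.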

As a complementary approach to identify BCC-derived nerve-associated SCPs, we undertook single-cell transcriptomics to profile *Prss56-Cre* and *Krox20-Cre*-traced cells dissected from the dorsal and ventral roots at E11.5 and E12.5 (Fig. 3f and Suppl Fig. 2). We detected *Krox20*/*Prss56*-traced BCC derivatives expressing the hub state markers *Sox8* and *Itga4* (Fig. 3g). 

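*Sox8* (ENSMUSG00000024176) lies on chromosome 17 of GRCm39 from 25784634 to 25789726, and *Itga4* (ENSMUSG00000027009), the gene of integrin alpha 4, on chromosome 2 from 79085660 to 79163467. Both are protein-coding. In thinned glia-like cells, *Sox8* was detected in 2.77% (1.52–4.60) of 506 cells at E11.5 and 3.61% (2.78–4.61) of 1717 cells at E12.5. The neuron-like cells, taken as the background, held it in 0.752% (0.0912–2.69) and 0.438% (0.161–0.952). Glia-like cells had a median of 11647 and 5836 UMIs at the 2 stages and neuron-like cells 12198 and 6471. Unthinned, the *Sox8* shares were 10.9% (8.29–13.9) and 9.31% (8.01–10.8) in glia-like cells and 2.26% (0.832–4.85) and 0.698% (0.335–1.28) in neuron-like cells. At E11.5 the intervals of the thinned shares overlap between the classes, and those of the unthinned shares do not.
*Itga4* was detected in 6.72% (4.70–9.26) and 5.18% (4.18–6.34) of thinned glia-like cells, against 0.376% (0.00952–2.08) and 1.02% (0.560–1.71) of neuron-like cells. Unthinned, it was found in 23.7% and 12.4% of glia-like and in 7.14% and 4.26% of neuron-like cells. In percentage points this was the largest move under any setting tried. When 2 UMIs were required of a positive cell, the thinned glia-like shares were 0.988% and 0.117%. Pericyte-like cells, which lie outside the lineage, held *Itga4* in 18.0% (9.36–30.0) and 29.7% (15.9–47.0) after thinning. Both genes were found together in 20 of 506 unthinned glia-like cells at E11.5, a share of 3.95% (2.43–6.04), and in 30 of 1804 at E12.5, a share of 1.66% (1.13–2.37). The product of the separate shares, 2.58% and 1.15%, is lower at both stages but lies within those intervals. This is not a test of association, and none was run. Of the cells with both genes, 13 at E11.5 and 24 at E12.5 were SCP-like. Within SCP-like cells the shares were 9.35% and 2.70%, beside products of 9.02% and 2.73%. After thinning, both genes were found in 0 of 506 glia-like cells, which allows a share of up to 0.593%, and in 2 of 1717.
By cluster name, *Itga4* reached 73.8 (61.8–87.5) CPM in SCP-like and 15.7 (10.8–22.2) in BCC-like cells at E11.5. At E12.5 it reached 41.2 (35.8–47.2) and 15.0 (8.41–24.8). The thinned *Itga4* shares of these sub-classes overlap in their intervals at E11.5, with 13.0% (7.86–19.7) and 4.82% (2.10–9.28). At E12.5 they overlap as well, with 8.25% (6.48–10.3) and 3.29% (1.08–7.51). *Sox8* was at 20.0 (14.0–27.7) CPM in SCP-like and 7.87 (4.50–12.8) in BCC-like cells at E11.5. At E12.5 the SCP-like cluster of 560 cells, which also held the most of both BCC markers in CPM, had *Sox8* at 50.9 (43.2–59.5). The other SCP-like cluster, of 330 cells, had it at 11.2 (7.04–17.0), which overlaps the BCC-like value of 7.01 (2.82–14.4).

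**Figure D1:**
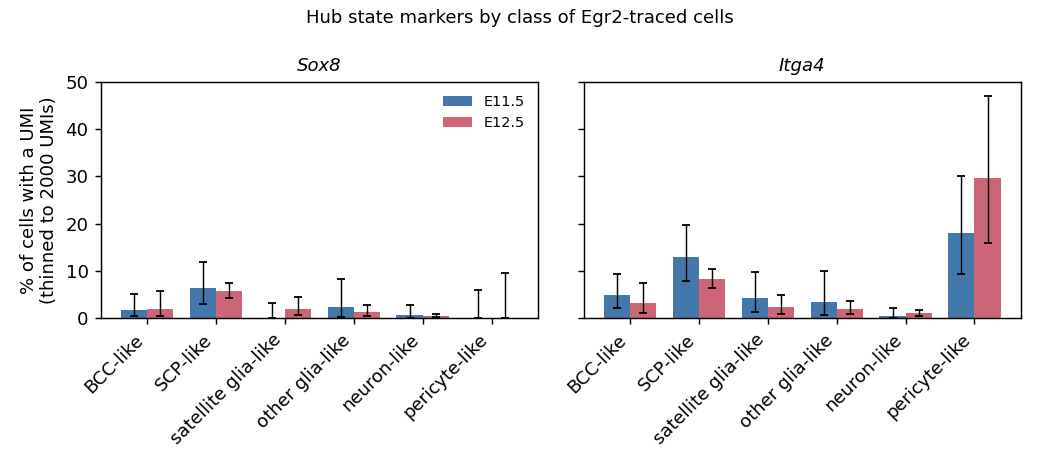
Percent of cells with a UMI of *Sox8* (left) and *Itga4* (right) after thinning to 2000 UMIs, by class and stage, with 95% exact binomial intervals as error bars. *Itga4* was found in 13.0% of SCP-like cells at E11.5, and in 18.0% and 29.7% of the pericyte-like cells outside the lineage.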

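The neuron-like cells were compared on 5 genes of a preset sensory panel (*Pou4f1*, *Prdm12*, *Tlx3*, *Neurog1* and *Neurog2*) and 6 genes of a preset autonomic panel (*Phox2a*, *Hand2*, *Gata2*, *Gata3*, *Th* and *Dbh*). None of these genes took part in the clustering. After thinning, 58.7% (52.5–64.6) of 266 neuron-like cells at E11.5 and 57.6% (55.0–60.3) of 1369 at E12.5 held UMIs of 2 or more of these sensory genes. In glia-like cells these shares were 3.16% (1.82–5.08) and 2.04% (1.42–2.82), at the median depths given above for both classes. Thinning left out 64 neuron-like and 87 glia-like cells at E12.5. Unthinned, 95.1% and 92.6% of neuron-like and 15.4% and 9.20% of glia-like cells held 2 or more sensory genes. Counting a gene only with 2 UMIs or more moved the thinned neuron-like shares most, to 21.1% and 13.7%.
*Pou4f1* (ENSMUSG00000048349; chromosome 14 of GRCm39, from 104699112 to 104705504) was detected in 68.4% (62.5–74.0) and 72.2% (69.8–74.6) of thinned neuron-like cells, against 6.52% (4.53–9.04) and 5.01% (4.03–6.15) of glia-like cells. *Tlx3* was detected in 53.4% and 62.7% of neuron-like cells and in 3.16% and 3.26% of glia-like cells. *Prdm12* was detected in 9.40% (6.18–13.6) and 12.0% (10.3–13.8) of neuron-like cells and in 6.32% (4.37–8.81) and 2.74% (2.02–3.62) of glia-like cells. These intervals overlap between the classes at E11.5. The unthinned *Prdm12* intervals of E11.5 do not, with 35.0% (29.2–41.0) of neuron-like and 15.4% (12.4–18.9) of glia-like cells. After thinning, *Neurog1* was found in 38.0% (32.1–44.1) of neuron-like cells at E11.5 and 14.6% (12.8–16.6) at E12.5, against 4.94% (3.22–7.21) and 4.08% (3.19–5.12) of glia-like cells. At E11.5 *Neurog2* was as rare in neuron-like cells, at 1.88% (0.613–4.33), as in glia-like cells, at 1.78% (0.817–3.35). At E12.5 its shares were 0.0731% (0.00185–0.406) and 0.641% (0.320–1.14).
No neuron-like cell held UMIs of 2 or more of these autonomic genes. The 0 of 266 thinned cells at E11.5 allow a share of up to 1.13%, and the 0 of 1369 at E12.5 a share of up to 0.219%. Unthinned, the count was 0 at both stages as well. At E11.5 no cell could hold 2, since *Th*, in 3 of 266 unthinned neuron-like cells, was the only panel gene found there. Among glia-like cells of E12.5, 1 of 1717 thinned and 3 of 1804 unthinned cells held 2 or more, the latter a share of 0.166% (0.0343–0.485). At E11.5 the glia-like count was 0 of 506 with and without thinning. *Hand2* (ENSMUSG00000038193; chromosome 8, from 57774011 to 57777677) had 0 UMIs in all deposited barcodes of both libraries. *Phox2a* had 2 UMIs at E11.5 and 1 at E12.5, and *Dbh* 0 and 11. RNA velocity needs separate counts of spliced and unspliced molecules, which were not used here.

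**Figure D2:**
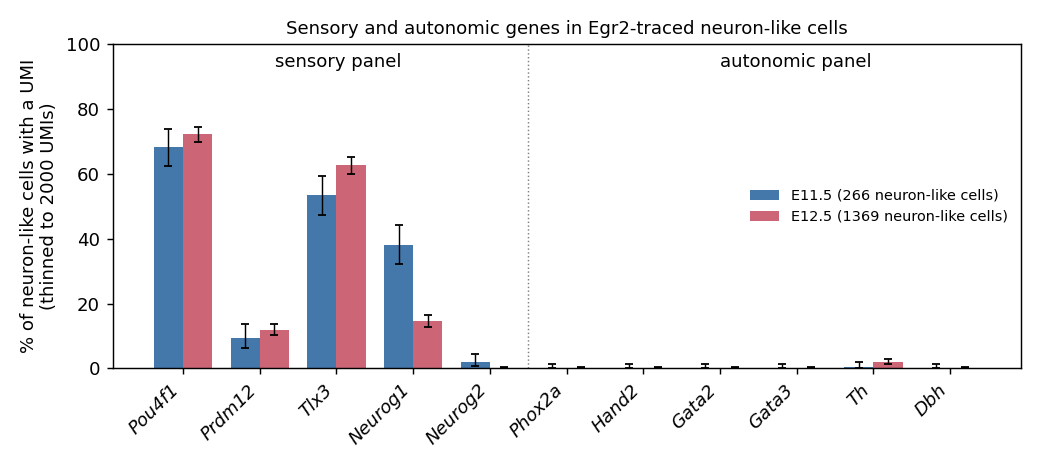
Percent of neuron-like cells with a UMI of each sensory (left) and autonomic (right) panel gene after thinning to 2000 UMIs, at E11.5 (266 cells) and E12.5 (1369 cells), with 95% exact binomial intervals as error bars. *Pou4f1* was found in 68.4% and 72.2% of the cells, while *Hand2* was found in none of them.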

RNA velocity analysis revealed multiple trajectories including BCC-to-SCP and neuronal differentiation (Fig. 3f), which is primarily dominated by sensory neurogenesis (Fig. 3g). 

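Detection of *Gata2*, *Maoa*, *Mapt*, *Cartpt* and *Th* is given in the lineage cells and in their glia-like and neuron-like parts, each serving as the background of the other. *Th* (ENSMUSG00000000214) lies on chromosome 7 of GRCm39 from 142443466 to 142484865. Unthinned, it was found in 4 of 772 lineage cells at E11.5 and 97 of 3237 at E12.5, shares of 0.518% (0.141–1.32) and 3.00% (2.44–3.64). After thinning these were 1 of 772 and 33 of 3086 cells, or 0.130% and 1.07% (0.737–1.50). At E12.5, 6.07% (4.89–7.44) of unthinned neuron-like and 0.554% (0.266–1.02) of glia-like cells held it. The *Th* cells were unevenly spread, with 47.5% (37.3–57.8) positive in a neuron-like cluster of 99 cells whose leading genes include *Prph*, *Scn9a*, *Gal* and *Runx3*. A second neuron-like cluster, of 263 cells, was positive in 12.2% (8.47–16.7).
*Cartpt* (ENSMUSG00000021647; chromosome 13, from 100034990 to 100047006) was found in 5 lineage cells at E11.5 and 14 at E12.5, shares of 0.648% (0.211–1.51) and 0.433% (0.237–0.725). At E12.5 all of these were neuron-like, and the 0 of 1804 glia-like cells allow a share of up to 0.166%. After thinning, 2 and 5 *Cartpt* cells remained. *Gata2* (ENSMUSG00000015053; chromosome 6, from 88170559 to 88184018) was found in 18 lineage cells at E11.5 and 128 at E12.5, shares of 2.33% (1.39–3.66) and 3.95% (3.31–4.68), and after thinning of 0.518% (0.141–1.32) and 1.39% (1.01–1.87). At E12.5 it was held by 6.98% (5.85–8.26) of glia-like and 0.140% (0.0169–0.503) of neuron-like cells.
*Maoa* and *Mapt* were more widespread. *Maoa* (ENSMUSG00000025037; X chromosome, from 16485893 to 16554057) was detected in 8.89% (6.56–11.7) and 11.9% (10.4–13.6) of thinned glia-like cells, against 3.38% (1.56–6.33) and 3.58% (2.66–4.71) of neuron-like cells. *Mapt* (ENSMUSG00000018411; chromosome 11, from 104122024 to 104222946) went the other way, with 1.19% (0.436–2.56) and 3.09% (2.32–4.02) of glia-like cells and 6.77% (4.06–10.5) and 10.5% (8.88–12.2) of neuron-like cells. Unthinned, *Maoa* was found in 34.6% and 22.5% of lineage cells and *Mapt* in 12.3% and 15.6%. In percentage points, leaving out the thinning moved these genes most.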

As expected from our analysis of lineage-traced cells on tissue sections, some BCC-traced cells were found to express the pro-autonomic neuronal markers *Ascl1* and *Gata2*, as well as *Maoa*, *Mapt*, *Cartpt*, and *Th* (Fig. 3g).

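The genes detected together with *Th*, *Cartpt* and *Gata2* in single lineage cells were counted without thinning, and the same genes were counted in all lineage cells. Of the 97 *Th*-positive cells at E12.5, 78 (80.4%, 71.1–87.8) also held *Pou4f1* and 89 (91.8%, 84.4–96.4) *Isl1*. Among all lineage cells these genes were found in 49.0% and 49.6%. In neuron-like cells, the class of 87 of the 97, they were found in 95.1% (93.9–96.2) and 95.1% (93.8–96.1). The *Th*-positive cells were deeper, with a median of 9761 UMIs against 6151 in all lineage cells. With lineage cells weighted to the same depths, a step added after the values were seen, the shares were 53.4% and 54.8%. *Hand2* and *Dbh* were found in 0 of the 97, which allows a share of up to 3.09%. *Dbh* was found in 9 of all 3237 lineage cells. *Sox10*, taken as a single gene only after the values were seen, was found in 11 of the *Th*-positive cells (11.3%, 5.80–19.4). It was found in 45.9% of all lineage cells and in 8.44% (7.06–10.0) of neuron-like cells. The share with *Pou4f1* moved most, to 92.9%, when 2 UMIs were required of *Th*.
Of the 14 *Cartpt*-positive cells at E12.5, 13 held *Pou4f1* and 14 *Isl1*. Of the 128 *Gata2*-positive cells, 112 held *Sox10* (87.5%, 80.5–92.7) and 10 held *Pou4f1* (7.81%, 3.81–13.9). In glia-like cells, the class of 126 of the 128, these genes were found in 75.6% (73.6–77.6) and 12.3% (10.8–13.9). *Hand2* and *Dbh* were found in 0 of the *Cartpt*-positive and 0 of the *Gata2*-positive cells, which allows shares of up to 21.4% and 2.34%. At E11.5, 3 of 4 *Th*-positive and 5 of 5 *Cartpt*-positive cells held *Pou4f1*. Of the E11.5 cells, 18 of 18 *Gata2*-positive ones held *Sox10*. At that stage too, 0 cells of the 3 groups held *Hand2* or *Dbh*. The dissected tissue, as the methods name it, includes the DRGs, and the sympathetic ganglia are not named.

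**Figure D3:**
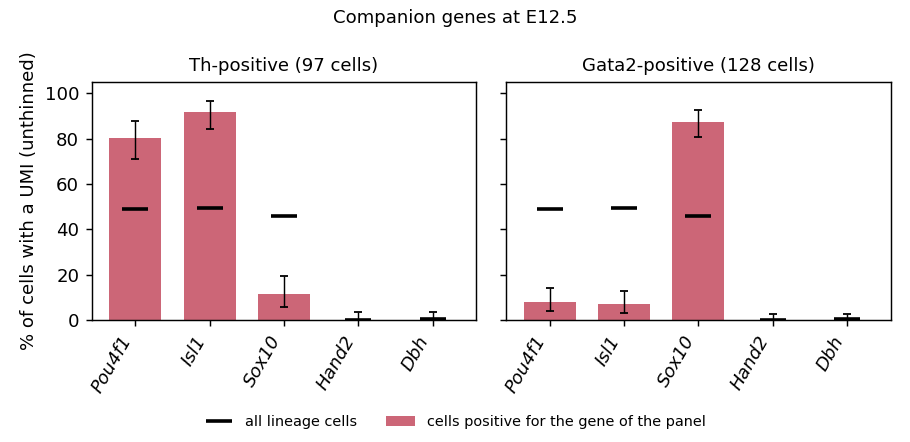
Percent of the *Th*- and *Gata2*-positive lineage cells of E12.5 that also hold a UMI of each gene on the horizontal axis, without thinning, with 95% exact binomial intervals as error bars and the share among all lineage cells beside them. *Pou4f1* was found in 80.4% of the *Th*-positive cells and *Sox10* in 87.5% of the *Gata2*-positive cells, and *Hand2* in none. In the class of most of these cells, the shares were 95.1% (*Pou4f1*, neuron-like) and 75.6% (*Sox10*, glia-like).

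The paper sets the pro-autonomic markers of traced cells beside its tissue sections, where *Prss56-Cre*-traced cells in posterior sympathetic ganglia contained TH. From these and further experiments, the paper concludes that late sympathetic neurons arise in part from nerve-associated glia, BCC derivatives among them.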

From these studies, we conclude that *Plp1*^*+*^ SCPs and satellite glia contribute to late sympathetic neurogenesis (after E10.5), and that BCCs can give rise to sympathetic chain neurons via a nerve-associated SCP state.

### Motor ablation leads to misplacement of sympathoblasts associating with sensory fibers

To directly assess the requirement of motor nerves in sympathetic ganglia development, we analyzed *Olig2-Cre; R26-DTA* (referred to as *Olig2-Cre; DTA*) embryos in which motor neurons are selectively ablated following expression of diphtheria toxin (DTA) in *Olig2*^*+*^ motor neuron progenitors. *Olig2-Cre; DTA* embryos displayed a near total loss of *HB9*^*+*^ motor neurons by E10.5 (Suppl Fig. 3a, b, c), resulting in complete depletion of motor axons in the ventral root (Fig. 4a, Suppl Fig. 3d)^24^. Therefore, the *Olig2-Cre; DTA* model effectively and selectively eliminates motor neurons and their associated axons from early embryonic stages. In these embryos, the pelvic ganglion, which forms independently from motor nerves^18^, developed normally (Suppl Fig. 3e, f), whereas chromaffin cells in the adrenal medulla, largely originating from nerve-associated SCPs^11^, were severely reduced (Suppl Fig. 3g). In addition, the genetic ablation of motor neurons affected the projection of DRG-derived sensory axons (Suppl Fig. 3h), in agreement with previous studies^17^. Lacking the motor component, peripheral nerves of the ventral root were shorter (Suppl Fig. 3i) and significantly thinner (Suppl Fig. 3j) than control embryos.

**Fig. 4:**
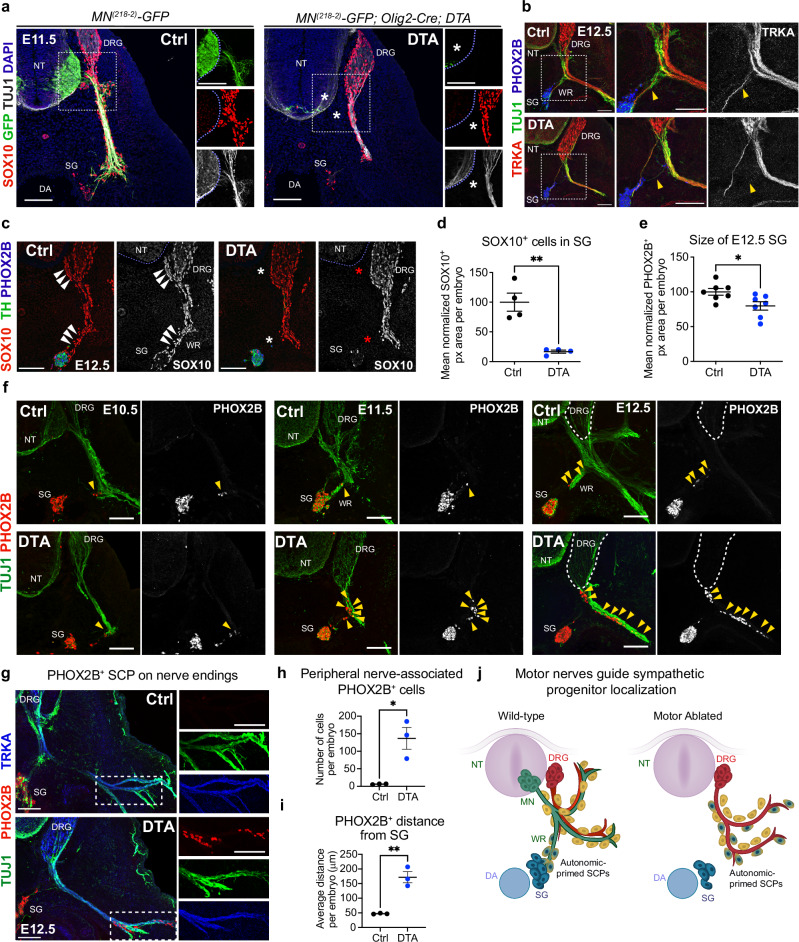
Genetic ablation of motor neurons leads to ectopic autonomic priming along sensory nerves. **a** Transverse sections showing complete loss of motor neuron cell bodies and axons (asterisks) in E11.5 *Olig2-Cre; DTA* embryos (right, n = 3) compared to control littermates (left, n = 2). Motor neurons are labeled with the cell-specific transgenic reporter *MN*^*(218-2)*^*-GFP*. In mutants, SCPs (SOX10^+^, red) migrate exclusively along sensory nerves (GFP^-^/TUJ1^+^). Individual labeling from the boxed regions are shown separately in the right panels. **b** Transverse sections at E12.5 showing mispatterning of viscerosensory projections (TRKA^+^/TUJ1^+^; arrowheads) in *Olig2-Cre; DTA* (bottom, n = 3) compared to controls (top, n = 3). PHOX2B (blue) identifies sympathetic ganglia. The boxed regions are magnified in middle and right panels. TRKA (gray) is shown separately in the right panels. **c** Transverse view of SCPs (SOX10, red) migrating on motor nerves (arrowheads) in E12.5 controls (left). SCP delivery to sympathetic ganglia (PHOX2B, TH) along the white ramus is interrupted (asterisks) in *Olig2-Cre; DTA* (right). SOX10 (gray) is shown separately in the right panels. **d** Area of glial cells (SOX10^+^ pixels) in sympathetic ganglia from E12.5 controls (black dots) and *Olig2-Cre; DTA* (blue dots). Mean (normalized to control) ± SEM, Unpaired two-sided t test (**) p = 0.0017; controls n = 4, mutants n = 4. **e** Sympathetic chain ganglia area (PHOX2B+ px) measured in transverse sections from E12.5 controls and *Olig2-Cre; DTA*. Mean (normalized to control) ± SEM, Unpaired two-sided t test (*) p = 0.0226; controls n = 7, mutants n = 7. **f** Time course of autonomic priming identified by PHOX2B^+^ cells associated with peripheral nerves (TUJ1^+^) outside sympathetic ganglia (arrowheads) in E10.5, E11.5, and E12.5 *Olig2-Cre; DTA* (bottom) and control (top) embryos. PHOX2B is shown separately in gray. Images are representative of at least 3 embryos per genotype, per stage. **g** Ectopic autonomic priming (PHOX2B^+^ cells) along sensory nerves (TRKA^+^/TUJ1^+^) away from the ganglia chain in E12.5 *Olig2-Cre; DTA* (bottom), but not in controls (top). The merged channels in the boxed regions are shown separately in the right panels. Average number of nerve-associated primed SCPs (PHOX2B^+^ cells outside the ganglia) (**h**) and distance from ganglia (**i**) in controls and *Olig2-Cre; DTA*. Mean ± SEM, Unpaired two-sided t test (*) p = 0.0136; (**) p = 0.0027; controls n = 3, mutants n = 3. **j** Schematics of autonomic priming (yellow-blue hybrid cells) on motor axons of the white ramus in the vicinity of the dorsal aorta in controls (left) compared to uncontrolled aberrant priming along sensory nerves far away from the sympathetic chain in motor nerve-ablated mutants (right). DA dorsal aorta, DRG dorsal root ganglia, MN motor neurons, NT neural tube, SCPs Schwann cell precursors, SG sympathetic chain ganglia, WR white ramus communicans. Scale bars: 100 µm.

Notably, in line with the predominance of motor fibers, the white ramus was entirely absent in *Olig2-Cre; DTA* embryos, leaving only occasional mis-patterned viscerosensory axons reaching the sympathetic ganglia (Fig. 4b). This was accompanied by a marked decrease in SOX10^+^ glial cells delivered to the ganglia at E12.5 (Fig. 4c, d, Suppl Fig. 4a), as well as a 20% reduction in PHOX2B^+^ sympathoblasts inside the ganglia at this stage (Fig. 4e). These alterations were not caused by an overall developmental delay since mutant embryos did not exhibit defects in body length at E12.5 (Suppl Fig. 4b). Moreover, early placement/induction of the sympathetic chain was unaffected in *Olig2-Cre; DTA* (Suppl Fig. 4c–f) and the size of TH^+^ sympathoblasts was normal (Suppl Fig. 4g), although the ganglia appeared aberrantly aggregated (Suppl Fig. 4a).

We hypothesized that loss of the white ramus would prevent SCPs from reaching the sympathetic anlagen. Indeed, in *Olig2-Cre; DTA* embryos between E10.5 and E12.5, PHOX2B^+^ cells accumulated along the spared sensory nerves at the prospective branching point of visceral motor axons (Fig. 4f). These ectopically primed sympathoblasts spread aberrantly along the entire sensory nerve, from the DRG to the nerve endings (Fig. 4f–h) and were detected hundreds of micrometers away from the usual location near the sympathetic chain ganglia (Fig. 4i).

Overall, these results indicate that motor nerves influence the position of sympathetic progenitor cells. In the absence of motor axons, nerve-associated SCPs engage in a PHOX2B^+^ state, and these primed cells disperse along sensory fibers to distant locations away from their normal induction site near the dorsal aorta (Fig. 4j), at the expense of satellite glia and autonomic progenitor cells in the forming ganglia. These results distinguish sympathetic neurons and glia into two separate categories: an early population derived directly from free-migrating NCC, and a late population derived from nerve-associated SCPs. Whether these cell waves become functionally identical or not remains the subject of future investigation.

### Motor axons influence the timing and position of sympathetic differentiation and axonal projection

We noticed that many misplaced PHOX2B^+^ sympathoblasts associated with sensory nerves in motor-ablated embryos differentiated into TH^+^ neurons even at abnormal positions far from the dorsal aorta (Fig. 5a, Suppl Fig. 4h). This phenotype, in which sympathetic neurons mature and project along sensory nerves, worsened from E11.5 to E13.5, leading to the formation of several independent TH^+^ neuronal clusters of misplaced sympathoblasts and the concomitant “fragmentation” of the sympathetic chain (Fig. 5a, b).

**Fig. 5:**
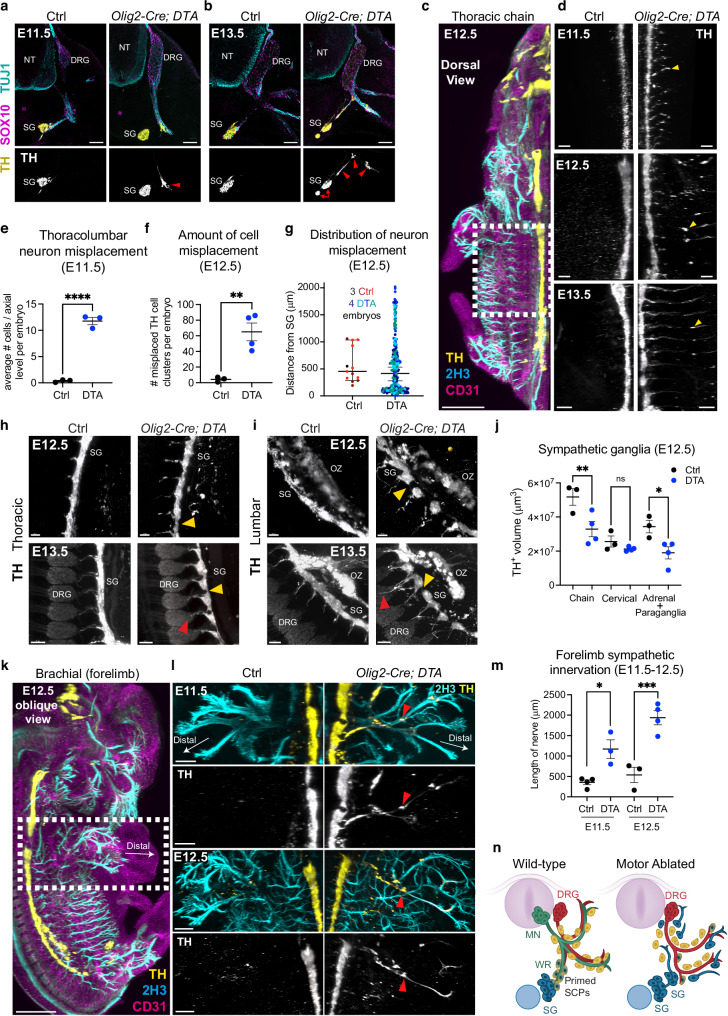
Motor innervation controls sympathetic neuron differentiation, axonal projection and chain ganglia morphology. Transverse sections at E11.5 (**a**) and E13.5 (**b**) showing misplaced sympathoblasts differentiating into sympathetic neurons (TH^+^, yellow) along sensory nerves (TUJ1^+^, cyan) and forming ectopic mini-ganglia in *Olig2-Cre; DTA* (arrowheads) but not in controls. SOX10 labels SCPs (magenta). TH staining is shown separately in the bottom panels (gray). Arrows point to fragmented sympathetic chain ganglia. Representative images of 6 embryos per genotype at E11.5 and 4 embryos per genotype at E13.5. **c** Dorsal view of a whole mount immunostaining for TH, Neurofilament (2H3), and vascular marker CD31 of E12.5 control embryo. The region encompassing the sympathetic chain visualized in (d) is outlined. **d** Dorsal view of a whole mount immunostaining for TH in control (left) and *Olig2-Cre; DTA* (right) E11.5 (top), E12.5 (middle), and E13.5 (bottom) embryos. Arrowheads point to sensory fiber-associated TH^+^ sympathetic neurons distant from the chain ganglia. Premature and aberrant extension of sympathetic fibers is visible in mutants. Representative images of at least n = 5 embryos per genotype at each stage. **e** Quantification of misplaced sensory nerve-attached sympathetic neurons per DRG between brachial and lumbar levels, averaged per embryo. Mean ± SEM, Unpaired two-sided t test (****) p < 0.0001; controls n = 3, mutants n = 3. **f** Quantification of misplaced TH^+^ cells outside the chain ganglia at E12.5, per embryo. Mean ± SEM, Unpaired two-sided t test (**) p = 0.0066; controls n = 3, mutants n = 4. **g** Distribution of the distances between misplaced TH^+^ cells and the borders of the chain ganglia. Each color of dot represents a different embryo (n = 3 controls, n = 4 mutants). Sagittal view of thoracic (**h**) and lumbar (**i**) regions from whole mount TH immunostaining of E12.5 (top) and E13.5 (bottom) *Olig2-Cre; DTA* embryos (right) and control littermates (left). Yellow arrowheads point to fragmented sympathetic chain in mutants; red arrowheads indicate abnormal sympathetic axon growth. Representative images of at least n = 5 embryos per genotype at each stage. **j** Volume measurements of sympathetic chain ganglia, cervical ganglia, and adrenal/paraganglia. Datapoints represent the average volume of ganglia from individual embryos (n = 3 control, n = 4 mutant). Mean ± SEM, one-way ANOVA using Šidák correction for multiple comparisons (**) p = 0.0032; (*) p = 0.0251; ns: p = 0.9815. **k** Oblique view of whole mount immunostaining for TH, Neurofilament (2H3), and vascular marker CD31 of E12.5 control embryo. The outlined forelimb region is shown in (**l**). **l** Forelimbs of E11.5 (top) and E12.5 (bottom) controls (left) and *Olig2-Cre; DTA* (right) littermates. Red arrowheads point to ectopic TH^+^ neurons extending axons aberrantly into the limb. **m** Length of TH^+^ sympathetic axons innervating the forelimb in control littermates vs *Olig2-Cre; DTA* embryos (at E11, controls n = 4, mutants n = 3; at E12.5, controls n = 3, mutants n = 4). Mean ± SEM, one-way ANOVA using Šidák correction for multiple comparisons (***) p = 0.0003; (*) p = 0.0118. **n** Schematic showing both ectopic and normally positioned sympathetic neurons (blue) projecting prematurely and along inappropriate paths in association with sensory fibers in motor-ablated mutants. The sympathetic chain is fragmented. DRG dorsal root ganglia, MN motor neurons, NT neural tube, OZ organ of Zuckerkandl, SCPs Schwann cell precursors, SG sympathetic chain ganglia. Scale bars: **a**, **b**: 100 µm, **c**: 500 µm; **d**: 200 µm (top and middle), 300 µm (bottom); **h**, **i**: 100 µm (top), 200 µm (bottom); **k**: 500 µm; **l**: 200 µm (top), 300 µm (bottom).

Whole mount immunofluorescent staining revealed a constellation of ectopic TH^+^ cell clusters around the sympathetic chain throughout the thoracolumbar region (Fig. 5c, d), that were numerous in motor-ablated embryos but virtually absent in controls (Fig. 5e, f). These cells were found at a considerable distance from the sympathetic chain, extending as far as the limbs (Fig. 5g). The same phenotype was observed in a second independent mouse model of motor nerve ablation, *Hb9-Cre; Isl2-DTA* in which the DTA is expressed in postmitotic motor neurons based on overlapping expression of *Hb9* and *Isl2* (Suppl Fig. 5). Possibly as a consequence of sympathetic neuron misplacement, *Olig2-Cre; DTA* embryos presented severe disruption of the thoracic (Fig. 5h) and lumbar (Fig. 5i) sympathetic chain. In motor nerve-ablated embryos, the normally continuous, smoothly curved sympathetic chain became fragmented, with individual ganglia exhibiting a rounded, amorphous morphology (Fig. 5h, i, yellow arrowheads, and additional examples in Suppl Fig. 6), and was significantly smaller than in Cre-negative controls (Fig. 5j).

Aberrant sympathetic axon growth was also observed in nerve-ablated embryos, both from ectopic sympathetic neurons, as well as those properly positioned in the sympathetic chain (Fig. 5d, h, i). The misplaced sympathoblasts in nerve-ablated embryos extended axonal projections by E11.5, when sympathetic outgrowth had not yet commenced in controls (Fig. 5a, d). At later stages (E12.5-E13.5) in mutant embryos, sympathetic axons grew longer and visibly altered, spreading throughout the thoracolumbar region (Fig. 5d), ultimately invading the DRGs (Fig. 5h, i, red arrowheads). Sympathoblasts misplaced near the forelimbs (Fig. 5k–m) and hindlimbs (Suppl Fig 7) extended very long projections that abnormally innervated these regions in the mutant embryos.

The observation that removal of motor nerves enables the neurogenic potential within nerve-associated SCPs far away from traditional sites (sympathetic chain and dorsal aorta) (Fig. 5n) implies that motor nerves might inhibit this differentiation process during normal development. In addition, motor nerves appear to prevent premature and inappropriate innervation patterns, hinting they might serve as outgrowth and navigational controllers for sympathetic neuron projection.

### Early interactions with motor nerves direct morphogenesis of cervical ganglia

Although the fragmentation phenotype was mostly evident in the thoracic and lumbar parts of the trunk, the morphology of the superior cervical ganglion (SCG) was also affected in *Olig2-Cre; DTA* embryos. In mutants, the SCG was normal until E12.5 (Suppl Fig 8a) but became gradually more deformed starting from E13.5 (Suppl Fig 8b). Since these defects developed at later stages than those observed in the sympathetic chain, we used *Chat-Cre* allele to drive *R26-DTA* in postmitotic motor neurons starting at E11.5 (as opposed to *Olig2-Cre* that is expressed in progenitors). Unexpectedly, *Chat-Cre; R26-DTA* embryos exhibited a less severe SCG phenotype compared to *Olig2-Cre; DTA* embryos, showing only a moderate elongation of the ganglia in a few mutants (Suppl Fig 5b). Therefore, the different severity of the phenotypes observed following DTA-mediated cell ablation might depend on the timing of Cre-dependent recombination.

By E14.5 sympathoblasts in the cervical ganglia of *Olig2-Cre; DTA* embryos displayed a twofold reduction in volume and a corresponding enlargement of the medial cervical ganglion (MCG, Suppl Fig 8c–e). Importantly, these defects were exclusively dependent on the ablation of motor nerves, as they were not observed in *Neurog1* knockout embryos in which cranial sensory innervation is disrupted (Suppl Fig 8c, f). Altogether, these results suggest that early recruitment of motor nerve-associated SCPs into cervical ganglia, prior to the complete phenotypic maturation of sympathetic neurons, is critical for later development and morphogenesis of the SCG. These changes occurred without apparent differences in the levels of cell proliferation and apoptosis in the SCG of mutant embryos at E12.5-E13.5 compared to controls (Suppl Fig 8g), suggesting a collective cell migration event might occur along motor nerves during formation of the SCG.

### Motor nerves prevent intermixing of sensory and autonomic ganglia

We next examined the organization of peripheral ganglia at intermediate and late developmental stages in motor nerve ablated embryos*. Olig2-Cre; DTA* mice are not viable at birth, but survive in the womb, allowing investigation of embryos until birth. At E15.5, the ectopic clusters of sympathetic neurons often appeared larger than the regular sympathetic ganglia (Fig. 6a) and were frequently abutting the DRGs, resulting in a significantly shorter distance between sympathetic and sensory ganglia (Fig. 6b). Even more drastic alterations were observed at E18.5, wherein the DRGs and sympathetic chain ganglia were interspersed, with sensory neuroblasts intermingling within the sympathetic ganglia (Fig. 6c, insets). These defects were observed in most of the peripheral ganglia in mutant embryos, but never in controls (Fig. 6d). Conversely, sympathetic neurons and their axons aberrantly invaded the DRGs thereby disrupting their structure (Fig. 6c, f). Consequently, sensory ganglia were generally smaller (Fig. 6e) and exhibited an abnormal morphology (Fig. 6f).

**Fig. 6:**
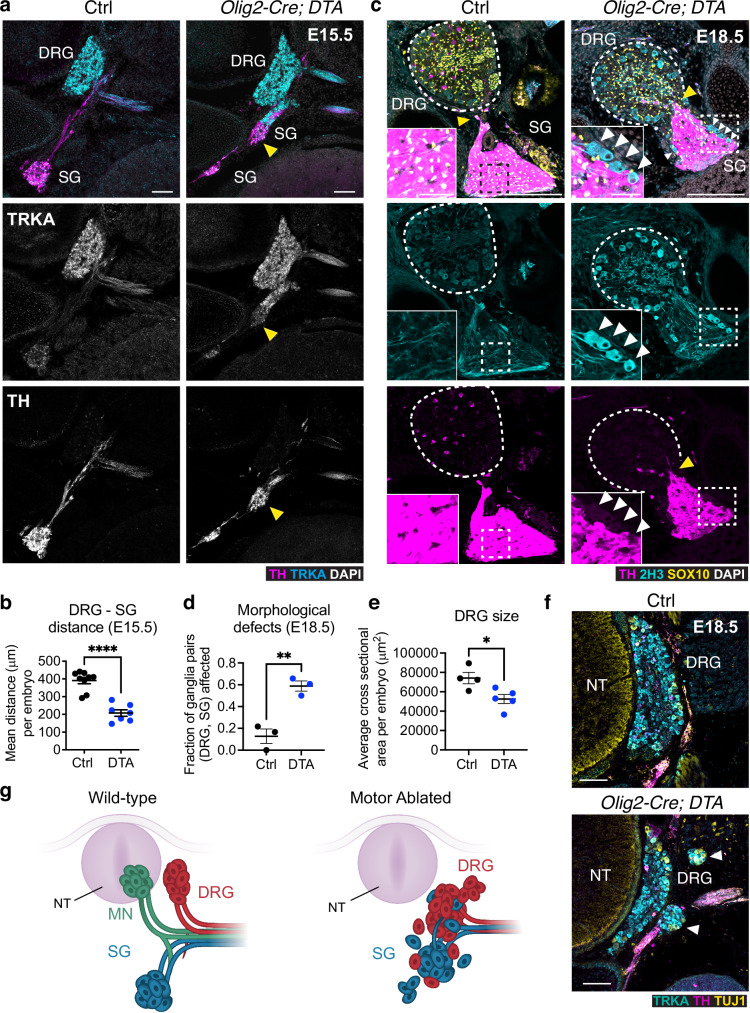
Motor nerves serve as insulators to prevent abnormal intermixing of sympathetic and sensory ganglia. **a** Transverse embryo sections at E15.5 showing fusion of sympathetic (TH^+^, magenta) and dorsal root ganglia (TRKA^+^, cyan) in *Olig2-Cre; DTA* (right), but not in control littermates (left). TRKA and TH are shown separately in middle and bottom panels, respectively. **b** Distance between sympathetic and dorsal root ganglia in *Olig2-Cre; DTA* and controls. Mean ± SEM, Unpaired two-sided t test (****) p < 0.0001; controls n = 9, mutants n = 7. **c** Immunostaining for TH (magenta), SOX10 (yellow), and 2H3 (cyan) in sagittal sections of *Olig2-Cre; DTA* embryos and control littermates. The dorsal root ganglion is outlined with a dotted line. Boxed regions are magnified in the insets showing interspersed sensory neurons in sympathetic ganglia (white arrowheads). Yellow arrowheads point to fusion of DRG and sympathetic ganglia in mutants. **d** Fraction of ganglia pairs showing aberrant organization such as misplaced sympathoblasts around the sensory ganglia, or misplaced sensory neurons in the sympathetic ganglia. Mean ± SEM, Unpaired two-sided t test (**) p = 0.0046; controls n = 3, mutants n = 3. **e** Average cross-sectional area of DRGs per embryo. Mean ± SEM, Unpaired two-sided t test (*) p = 0.0196; controls n = 4, mutants n = 5. **f** Transverse view of fragmented DRG (TRKA^+^, cyan) (arrowheads) in E18.5 *Olig2-Cre; DTA* (bottom) but not controls (top). TH (magenta) and TUJ1 (yellow) mark sympathetic projections. Representative images of n = 4 controls and n = 5 mutants. **g** Schematic showing intermixing of sympathetic (blue) and sensory (red) ganglia in the absence of motor nerves (green). NT neural tube, SG sympathetic ganglia, DRG dorsal root ganglia, MN motor neurons. Scale bars: **a**: 100 µm; **c**: 200 µm (insets 50 µm); **f**: 100 µm.

These findings suggest that motor nerves, potentially through the regulation of progenitor cell placement and axon navigation (or via other mechanisms), function as “insulators”, safeguarding the integrity of boundaries between different types of peripheral ganglia (Fig. 6g).

### Signaling interactions between motor neurons and sympathetic progenitor cells

To investigate how motor neurons participate in signaling interactions with neural crest-derived cells like SCPs and sympathetic neurons, we analyzed single-cell transcriptomic datasets of motor neurons^24^ as well as the neural crest lineage, including hub-state SCPs, boundary cap cells, satellite glia, and sympathetic neurons at E12.5 (Suppl Fig 9a)^20^. The CellChat algorithm^25^ was used to predict ligand-receptor interactions between motor neurons and neural crest-derived cell types harvested at E12.5. The highest predicted scores for signaling outgoing from motor neurons, while incoming to peripheral neuroglial cell types, were assigned to class-3 Semaphorin (SEMA3), Pleiotrophin (PTN), Neuregulin (NRG), Macrophage migration inhibitory factor (MIF), Energy Homeostasis Associated (ENHO), and Growth Arrest Specific (GAS) pathways (Suppl Fig 9b, c). Most motor neuron subtypes, including preganglionic motor neurons (PGCa and PGCb), were predicted to signal via these selected pathways to boundary cap cells, hub-state SCPs, satellite glia and sympathetic neurons (Suppl Fig 9b–d). Gene expression analysis of receptor/ligand pairs for two of the highest-scoring pathways, SEMA3 and NRG, identified multiple specific ligands in motor neurons, and high levels of cognate receptors in neural crest derivatives (Suppl Fig 9e, f). Focusing on SEMA3 pathway, the top-ranking ligands expressed in PGC motor neurons were Sema3C, followed by Sema3A (Suppl Fig 9e, g). Therefore, we hypothesized that deregulation in SEMA3 signaling might be partly responsible for the phenotypes observed in motor nerve-ablated embryos.

To address this possibility, we examined sympathetic chain development in SEMA3-deficient embryos. The top predicted signal, SEMA3C, is highly expressed by motor neurons (Suppl Fig 10a) and has been shown to control neurovascular interactions through Neuropilin-1 (Nrp-1)/Neuropilin-2 (Nrp-2)/Plexin-D1 receptor complexes in endothelial cells^26–28^. However, the analysis of *Sema3C* knockout embryos at E12.5 and E13.5 did not reveal abnormalities in sympathetic ganglia (Suppl Fig 10b, c). The other candidate class-3 semaphorins, Sema3A and Sema3F, were expressed in motor neurons (Suppl Fig 11a, b)^28^ and have been shown to provide chemo-repulsive cues for migrating NCCs and sympathetic fibers expressing cognate Neuropilin and Plexin receptors^29–33^. Sympathetic ganglia abnormalities resembling the phenotypes induced by motor nerve ablation were observed in both *Sema3a/3* *f* double knockout embryos (Suppl Fig 11) and *Wnt1-Cre;Nrp1*^*flox/flox*^ embryos in which *Nrp*1 was deleted from the neural crest^31^ (Suppl Fig 12). In both mutant models, the sympathetic chain appeared moderately fragmented (Suppl Fig 11c, d, Suppl Fig 12a–f, arrows) and small clusters of misplaced sympathetic neurons were observed at ectopic locations at multiple axial levels mostly dispersing in the forelimbs where they extended aberrant projections (Suppl Fig 11c–f and Suppl Fig 12c–f, arrowheads). In addition, mutants displayed severe disruption of the cervical sympathetic ganglia (Suppl Fig 11d, and Suppl Fig 12f). Fragmentation of the sympathetic chain and ectopic clusters were also visible in *Nrp2*^*-/-*^*; Nrp1*^*Sema/Sema*^ mutants in which all class-3 semaphorin signaling is abolished^34^ (Suppl Fig 11g). However, the abnormally robust outgrowth of sympathetic fibers in the hindlimb and thoracic regions observed in motor nerve-ablated embryos was not recapitulated in *Nrp1* and *Sema3a/3* *f* signaling mutants. These results suggest that motor nerve derived SEMA3A/3 F may be partly responsible for the placement of SCPs and structural integrity of sympathetic ganglia, but that motor nerves also use other mechanisms to regulate sympathoblast maturation and axonal outgrowth. These aspects of the motor nerve-driven phenotype, independent of semaphorin signaling, warrant future investigation.

## Discussion

Besides transmitting information through synaptic contacts, peripheral axons influence the innervated tissues in a variety of ways, by secreting morphogenic navigating signals^35^, organizing nerve tracts through axon-axon interactions^36,37^, guiding and remodeling blood vessels^28,38,39^ and delivering progenitors of multiple cell types (such as melanocytes, chromaffin cells, autonomic neurons) to their final destination during embryonic development^9,11^. Because the PNS is multifunctional, the formation of innervation patterns has far-reaching consequences for organismal physiology^40^. The co-dependency of different nerve types reflects a parsimonious solution for neural wiring and represents an appealing developmental mechanism for generating evolutionary novelty^41^. Here, we addressed whether assembly of the sympathetic autonomic system depends on early-projecting and pioneering visceral motor neurons of the spinal cord^42^.

First, we report that the developing sympathetic chain requires motor innervation to provide a cell source to supplement its growth. The motor nerves are covered by multipotent and neurogenic SCPs, which are neural crest derivatives similarly to sympathetic neurons^43^. In the classical paradigm, migratory neural crest cells arrive at the dorsal aorta and coalesce into primary sympathetic ganglia^7^. We show that as motor axons emerge from the neural tube, they encounter part of the freely migrating neural crest, which becomes associated with growing motor nerves, turning into transcriptionally-defined SCPs—residing along the entire length of the peripheral nerve^43^—and BCCs—residing at CNS nerve exit points^22^. Consequently, the timing of motor axon outgrowth at each rostrocaudal segment coincides with a switch from free- to axon-associated dispersion of neural crest derivatives, consistent with our earlier studies^21^. Early-extending motor axons appear to function as an adhesive barrier that intersects the ventral migratory path of neural crest cells converting them into BCCs and SCPs (Fig. 1b–f). These highly plastic cell types later contribute to the sympathoblasts and satellite glia of the sympathetic chain, following the initial seeding of the ganglia by early migrating NCCs.

Unexpectedly, we found that SCPs are primed towards the autonomic fate while still moving along the extending visceral motor nerves to reach the sympathetic anlagen. To validate this, we lineage-traced nerve exit point-associated BCCs and their SCP derivatives, revealing their contribution to sympathetic chain neuroblasts and satellite glia. These results were supported by pseudotime trajectory analysis of single-cell transcriptomics data of traced progeny of BCCs. Furthermore, we observed a 20% loss of sympathoblasts in the developing sympathetic chain upon genetic ablation of motor neurons. The contribution of motor nerve-associated BCCs and SCPs to the sympathetic chain is reminiscent of the SCP-dependent origin of parasympathetic neurons, melanocytes, and chromaffin cells of the adrenal medulla^8,9,11^. Also, it supports the evolutionary concept proposing nerve-assisted tissue invasion as the archetypical mode of neural crest dispersal in prehistoric vertebrates^44^.

The genetic ablation experiment pointed to additional roles for motor nerves besides supplying SCPs to the developing sympathetic chain. For instance, the induction of sympathetic ganglia stationed along sensory fibers in the limb far from the dorsal aorta cannot be attributed solely to the misplacement or limited availability of SCPs for two reasons. First, the number of observed ectopic primed cells outnumbers the corresponding reduction inside the ganglia. Second, the ectopic priming resulting from motor neuron ablation occurs in regions where motor nerves are normally covered with migrating SCP, implying that potential inductive signals present at those location, for instance in the forelimbs, are kept dormant in the presence of motor nerves. Thus, sensory nerve-associated SCPs retain the autonomic neuron differentiation potential, and in the absence of repressing signals from motor axons, they differentiate into sympathetic neurons in response to pro-neurogenic factors secreted by the local environment^7,45^. In motor-ablated embryos, the misplaced sympathoblasts, as well as those appropriately located in the ganglia, matured and projected at an accelerated pace compared to controls, suggesting that motor nerves not only serve as a scaffold to guide sympathoblasts but also regulate their neuronal maturation. It would follow that a fine balance exists between gliogenic and neurogenic potential in individual SCPs, with local signaling cues regulating the probability of nerve-associated neurogenesis^10,46^. Knowing how motor nerves regulate cell migration and neuroglial cell fate might have implications for neuroblastoma pathogenesis. Specifically, future studies of nerve-derived cues affecting sympathetic priming, especially functional differences between the sensory versus motor niches, might improve our understanding of cell origins of tumors initiated in non-canonical locations^47^.

Previous studies highlighted how early-established motor nerve tracts influence the subsequent trajectories of other nerve fiber types^17,37^. This was elegantly demonstrated by Wang et al. showing how different types of nerve ablations affect co-dependent patterns of motor, sensory and sympathetic innervation in skin and limbs^17^. According to Wang et al., motor axons are essential for the subcutaneous navigation of sensory axons, and in turn, sympathetic efferent fibers require those correctly positioned sensory afferents to innervate the dermis. Furthermore, genetic removal of sensory afferent fibers during development showed that sympathetic fibers successfully follow motor nerve trajectories before entering the skin, but subsequently fail to innervate the skin entirely. This dependence of sensory axon on motor axons is anatomy-dependent, because in the absence of motoneurons, the majority of trunk sensory axons successfully navigate along normal peripheral pathways in the ventral root, showing major projection abnormalities only at further extremities such as the limbs and skin. Indeed, our motor ablated embryos show a mainly normal distribution of sensory fibers in the vicinity of the sympathetic chain and DRGs, with only minor or rare deviations (such as slightly shifted branching point of the white ramus). Together with the paucity of viscerosensory axons in the white ramus, these observations suggest that the premature sympathetic nerve outgrowth and abnormal navigation along the ventral root can be most appropriately attributed to the absence of motor fibers.

Given this logic, our findings imply a specific role of motor nerves in inhibiting precocious SG axon outgrowth and sympathetic innervation of DRGs. Indeed, in this experimental setting, both properly positioned and ectopic sympathetic neurons mis-projected into DRGs, away from their canonical path. Ultimately, at later developmental stages, sympathetic and sensory ganglia started to intermingle, causing inappropriate mixing of different neuronal types. This aberrant configuration resembles or may even model human cases of sympathetic pain syndrome, where chronic pain arises from abnormal synaptic connections between sympathetic neurons and pain somatosensory neurons located in DRGs^48–50^. It would be interesting to test whether perturbation of specific motor-derived signals, or transient redirection of SCPs, is sufficient to recreate such syndromes in a mouse model. Altogether, our results point to a restraining effect of preganglionic motor fibers on the projection of sympathetic nerves.

Unmasking the molecular mechanisms underlying the regulatory action of motor nerves on sympathoblast priming, maturation, and outgrowth remains an important biological question for future studies. Notably, the phenotype observed in the absence of motor axons is reminiscent of the defects that arise in the sympathetic chain when Semaphorin-3/Neuropilin signaling is impaired in mutant embryos. Sema3/NRP pathway is required for sympathetic nervous system development^29^ and for placing of chromaffin cell precursors in the adrenal medulla following visceral motor nerves^31^. Motor neurons express multiple semaphorins^51^ and use them to regulate guidance receptors in an autocrine fashion^52^, and as paracrine signals to control the interactions between developing motor axons and the cells in the innervated tissues, including vascular endothelial cells^27,28^. Our results support the possibility that *Sema3A* and *Sema3F* ligands released by extending preganglionic motor nerves orchestrate the local induction and spatial organization of sympathoblasts, because the clusters of ectopic nerve-associated sympathoblasts observed in *Sema3a/3* *f* and *Nrp1* knockout embryos strongly resemble those in motor nerve-ablated embryos. Other aspects of the motor nerve ablation phenotype in the sympathetic chain were not recapitulated in Sema pathway mutants, suggesting that motor nerves may utilize multiple mechanisms to influence the developing sympathetic system. In addition to this logic, because the activation of *Sema3a/3f—Nrp1* signaling has been implicated in peripheral nerve targeting to muscles and adrenal primordia^31,53,54^, a contribution of motor axonal misrouting to SCP disorganization and ectopic mini-ganglia formation cannot be excluded.

The exact identification of motor-derived signals that influence sympathetic development is complicated by the fact that this effect could be in part mediated by co-extending sensory axons^17,36,37^. Also, in our experiments we cannot exclude the influence of semaphorins and other signals derived from local mesodermal populations, including the developing somites^55^. It is possible that a combination of extrinsic cues from different cell sources directs the induction and maturation of sympathetic neurons, as well as controls the navigation of sympathetic nerves. Altogether, these features complicate the unambiguous dissection of the underlying molecular signals, making it a compelling subject for future studies aimed at clarifying how motor fibers influence the surrounding cellular microenvironment.

In conclusion, the role of motor nerves in directing sympathetic chain development is pivotal and multifarious at the same time. Our results demonstrate that motor nerves function as a regulatory brake on the maturation and outgrowth of sympathetic neurons, “insulate” distinct PNS elements to safeguard their integrity, and provide an essential niche and migratory substrate for a portion of motor nerve-associated progenitors, thereby contributing to the development of the sympathetic nervous system.

## Methods

### Mouse lines

All animal work was permitted by the Ethical Committee on Animal Experiments (Stockholm North committee) and Animal Research Committee of IRCCS San Raffaele Hospital, and conducted in compliance with The Swedish Animal Agency’s Provisions and Guidelines for Animal Experimentation recommendations under I.A.’s ethical protocol #15907-19; 18314-21 and The Italian Ministry of Health under D.B.’s protocols #1131/2016-PR and 668/2022-PR. Mice were kept in standard conditions: 24 °C; 12h-12h light dark cycle; 40–60% humidity; food and water ad libitum. *R26-Tomato* mice were ordered from The Jackson Laboratory (stock number 007914). *Plp1-Cre*^*ERT2*^ mice were received from U. Suter laboratory (ETH Zurich, Switzerland) (http://www.informatics.jax.org/allele/MGI:2663093). *R26-YFP* mice were received from The Jackson Laboratory (stock number 006148, full strain name B6.129×1-Gt(ROSA)26Sortm1(EYFP)Cos/J). *Hb9-Cre* (also known as *Mnx1-Cre*) mice were received from The Jackson Laboratory, stock number 006600 (full strain name B6.129S1-Mnx1tm4(cre)Tmj/J). *Isl2-DTA* mice were received from The Jackson Laboratory, stock number 007942 (full strain name B6.Cg-Isl2tm1Arbr/J). *R26-DTA* alleles were received from The Jackson Laboratory, stock numbers 006331 (full strain name Gt(ROSA)26Sortm1(DTA)Jpmb/J) and 010527 (full strain name B6;129-Gt(ROSA)26Sortm1(DTA)Mrc/J)^56^. *Chat-Cre* mice were received from K. Meletis lab (Karolinska Institutet) also available from the Jackson Laboratory, stock number 006410 (full strain name B6;129S6-Chattm2(cre)Lowl/J). *Olig2-Cre* mouse line (C57BL6/n background) was donated by T. Jessel laboratory (Columbia University, New York, US)^57^. *Hb9-GFP* and *MN*^*(218-2)*^*-GFP* mouse lines (C57BL6/n background) were donated by S. Pfaff laboratory (Salk Institute, San Diego, US)^58,59^. Mouse mutants deficient in semaphorin and neuropilin signaling (*Wnt1-Cre Nrp1*^*flox/flox*^*, Sema3a/3f-DKO, Nrp1*^*SEMA*^ *Nrp2 KO)* as well as strains used for boundary cap cell tracing (*Egr2-Cre*, *Prss56-Cre*) have been described previously^22,29–31,34^. *Sema3C KO* mouse line (CD1 background) was donated by J. Raper (University of Pennsylvania, Philadelphia, US) and (S. Chauvet Aix-Marseille Université, Marseille, France)^60^. For all experiments, the day the plug was detected was considered E0.5. For *Plp1-Cre; R26-YFP* lineage tracing experiments, tamoxifen (Sigma, T5648) was dissolved in corn oil (Sigma, 8267) and delivered via intra peritoneal (i.p.) injection to pregnant females (0.05 mg/g body weight). For embryo collection, euthanasia was performed via isofluorane overdose followed by cervical dislocation. Sex information was not collected for the experimental analysis of embryonic tissue because sexual dimorphisms are not prominent at the stages investigated.

### Motor neuron ablation and lineage tracing experiments

For targeted ablation of the pre-ganglionic neurons, *Isl2-DTA* or *R26-DTA* mice were bred to *Hb9-Cre*, mice, *Chat-Cre* mice, or *Olig2-Cre* mice to generate experimental *Hb9-Cre/+;Isl2-DTA/+* and control *Isl2-DTA*/+ embryos, *Chat-Cre*/+;*R26-DTA*/+ and control *R26-DTA*/+ embryos, or *Olig2-Cre*/+; *R26R-DTA*/+ and control *R26R-DTA*/+ embryos. All tracing experiments using *Plp1-CreERT2; R26R-YFP* were performed using heterozygotes for both the Cre and the reporter *R26R-YFP* or *R26-Tomato*. Sample size was determined by availability of mutant embryos from each litter. Images shown in the figures represent comparisons between at least three mutant and three control embryos, for each developmental stage from E10.5-E18.5.

### Immunohistochemistry

Embryos were harvested and fixed 4–6 h or overnight using 4% paraformaldehyde dissolved in a PBS buffer (pH 7.4) at 4 °C. Samples were washed in PBS at 4 °C for 1 h and cryopreserved by submerging at 4 °C for 6–24 h in 30% sucrose, diluted in PBS. The samples were then embedded using OCT media, frozen on dry ice, and stored at −20 °C. Tissue blocks were sectioned on an NX70 cryostat at a section thickness of 14–40 μm. Slides were stored at −20 °C after drying at RT for 1 h. For antigen retrieval, slides were immersed in 1x Target Retrieval Solution (Dako, S1699) for 1 h, pre-heated to 90 °C. Sections were washed three times in PBS containing 0.1% Tween‐20 (PBST), incubated at 4 °C overnight with primary antibodies diluted in PBST in a humidified chamber. Finally, sections were washed in PBST and incubated with secondary antibodies and Hoechst stain diluted in PBST at RT for 2 h, washed again three times in PBST, and mounted using Mowiol mounting medium (Dako, #S3023). Rabbit polyclonal anti-TH (1:800, Pel-Freez Biologicals, #P40101-150, RRID:AB_2617184), sheep polyclonal anti-TH (1:2000, Novus Biologicals, #NB300-110), chicken polyclonal anti-TH (1:500, Abcam, #ab76442, RRID:AB_1524535), rabbit polyclonal anti-Hb9 (1:8000, gift from Samuel Pfaff’s laboratory^61^), mouse monoclonal anti-bIII tubulin/TUJ1 (1:500, Promega, #G712A), mouse monoclonal anti-bIII tubulin/TUJ1 (1:1000, Abcam #ab7751, clone TU-20, RRID:AB_306045), rabbit polyclonal anti-bIII tubulin/TUJ1 (1:1000, Synaptic Systems, cat#302302, RRID:AB_10637424), chicken polyclonal anti-GFP (1:500, Aves Labs Inc., #GFP-1020, RRID:AB_10000240), chicken polyclonal anti-GFP (1:1000, Abcam, ab13970, polyclonal, RRID:AB_300798), rabbit polyclonal anti-GFP (1:5000, Thermo/LifeTech, #A6455, lot#2126798, RRID:AB_221570), goat polyclonal anti-PHOX2B (R&D, 1:1000, #AF4940), mouse monoclonal anti-Neurofilament/NF200 (1:200, Developmental Hybridoma Studies Bank, clone 2H3), goat polyclonal anti-SOX10 (1:500, Santa-Cruz, #sc-17342), rabbit monoclonal anti-SOX10 (1:2000, Abcam, # ab155279, clone EPR4007, RRID:AB_2650603), goat anti-human SOX10 (1:800, R&D Systems, #AF2864, RRID:AB_442208), rabbit polyclonal anti-PRPH (1:500, Chemicon, #AB1530, RRID:AB_90725), rabbit monoclonal anti-KI67 (1:500, Thermo Scientific, #RM-9106, clone SP6, RRID:AB_2341197), rat monoclonal anti-PECAM (1:300, BD Pharmingen, #553370, RRID:AB_394816), goat polyclonal anti-PECAM (1:300, R&D systems #AF3628, RRID:AB_2161028), rabbit monoclonal anti-ITGA4/CD49d (1:500, Invitrogen, #MA5-27947, clone RM268, RRID:AB_2744984), rabbit monoclonal anti-Cleaved Caspase 3/Asp175 (1:500, Cell signaling #96645, clone 5A1E), rabbit polyclonal anti-TrkA (1:500, # 06-574 Sigma-Aldrich, RRID:AB_310180). DAPI (Thermo Fisher Scientific, 1:10,000, #D1306) was used concomitantly with secondary antibodies diluted in PBST buffer. For detection of the primary antibodies, secondary antibodies raised in donkey and conjugated with Alexa-405, −488, −555, and −647 fluorophores were used (1:1000, Molecular Probes, Thermo Fisher Scientific).

### In situ hybridization

For HCR in Fig. S10, probe for Sema3C was ordered directly from Molecular Instruments, and the procedure was performed according to the protocol described online (https://files.molecularinstruments.com/MI-Protocol-RNAFISH-FrozenTissue-Rev3.pdf) using tissue cryosections from the trunks of day 11.5 mouse embryo. Briefly, slides were pre-treated via a fixation in paraformaldehyde at 4 °C, dehydration with an ethanol gradient, and a 10 µg/µL proteinase K digestion for 10 min before transcript detection. Then, slides were hybridized to 0.4 pmol probes diluted in 100 µL probe hybridization buffer (Molecular Instruments) at 37 °C overnight. After unbound probe was washed away with probe wash buffer (Molecular Instruments) the bound probes were amplified using snap-cooled H1 and H2 hairpins overnight in a dark humidified chamber. After washing excess amplification solution away using SSCT, slides were mounted and imaged on a Zeiss LSM980-Airyscan confocal microscope. For traditional in situ hybridization, embryos were fixed overnight in cold 4% paraformaldehyde/PBS, washed in PBS, dehydrated in methanol, and stored at −20 °C. Then, in situ hybridization was performed using digoxigenin-labeled riboprobes transcribed from plasmids containing *Sema3a* and *Sema3f* cDNAs.

### Whole mount immunostaining of mouse embryos

Fixed embryos were dehydrated with a methanol gradient, bleached overnight at 4 °C using Dent’s Bleach (20% dimethyl sulfoxide in methanol, mixed 2:1 with 30% hydrogen peroxide), incubated overnight in Dent’s fix (20% dimethyl sulfoxide in methanol) at 4 °C and stored at −20 °C. Antibody dilution was done in a blocking buffer containing 5% normal donkey serum and 20% dimethyl sulfoxide. Embryos were incubated with primary antibody solution for 6–7 days, and incubated with secondary antibody solution for 2–3 days. After incubation of embryos with secondary antibodies and washing steps, the embryos were optically cleared using two different methods according to their size. Embryos at or younger than E11.5 were cleared in BABB solution (1 part benzyl alcohol / 2 parts benzyl benzoate) for 1 h with rotation before imaging on a confocal LSM800 microscope^8^. Embryos at or older than E12.5 were imaged using the CUBIC method (3–7 days in CUBIC1 at 37 degrees, 2–3 days in CUBIC2 solution at room temperature) before imaging on a Zeiss Z1 light sheet microscope^62^. 3D reconstructions of the sympathetic ganglia were performed using IMARIS software (version 9.5, Bitplane) based on segmentations of the TH/PHOX2B staining. In some cases, autofluorescence was used to aid the identification of the vasculature, the outline of the embryo, and the neural tube.

### Microscopy

Images were acquired using LSM800 Zeiss confocal microscope, Olympus FLUOVIEW FV3000RS Confocal, or Zeiss Z1 light sheet microscope. Confocal microscope was equipped with 10x/0.45, 20x/0.8, 40x/1.2 and 63x objectives. Laser lines used for excitation included 405 nm, 488 nm, 561 nm, and 640 nm. All images using the light sheet were taken with 5X/0.16 air objective, using 405 nm, 488 nm, 561 nm, and 638 nm for excitation. Light sheet images were acquired in the .czi format in Zen (Black edition, version 3) and processed by stitching with Arivis Vision 4D (Zeiss, version 4.0), down-sampling (1:2 in the XY plane) in FIJI (ImageJ, version 2.14.0), conversion to .ims files using Imaris File Converter (Bitplane, version 9.5), and downstream analysis with Imaris (Bitplane, version 9.5). Confocal images were acquired in .czi format and analyzed in FIJI.

### Image analysis of *Plp1-Cre*^*ERT2*^ embryos

Quantification of lineage tracing experiments was performed using FIJI (ImageJ, version 2.14.0). Multicolor, multi-tile, Z-stack images in CZI format with channels for DAPI, TH, and YFP were converted into 8-bit, and all Z-slices were combined using a maximum intensity projection. Binarization of images was based on manual thresholding per image, after it was determined that a fixed threshold per embryo gave similarly trending results across the anteroposterior axis. Image calculation in FIJI was used to find single, double, and triple positive regions. The ratio between the amount of triple positive YFP^+^ TH^+^ DAPI^+^ objects and the amount of double positive TH^+^ DAPI^+^ objects was used to determine the percent of traced neurons in the sympathetic ganglia. Over 1000 cells were counted per axial region per embryo, and the graphical results are from the averages of four analyzed embryos from two different litters.

### Image analysis of sympathetic ganglia size

Volumetric quantification of pelvic ganglia was performed using Imaris (version 9.5, Bitplane) with the surface generation tool and a fixed intensity threshold for all samples. Volumetric quantification of sympathetic chain volumes was performed using Imaris (version 9.5, Bitplane) using the surface generating tool. 5 to 7.5 micrometer smoothing was used for all light sheet images, 1.25 micrometer smoothing was used for confocal images. Manual segmentation was used to separate cervical ganglia, sympathetic chain, adrenals, and ectopic micro-ganglia before surface generation. Signal intensity thresholds, which were automatically recommended by the Imaris software for each whole unsegmented image, were used for automatic surface generation. Volumes of right and left sympathetic chain ganglia were averaged.

### Boundary cap lineage tracing single-cell sequencing study

*Krox20-Cre; R26-Tomato* and *Prss56-Cre; R26-Tomato* mouse strains were used for lineage tracing boundary cap cells. For single-cell analysis at E11.5- E12.5, embryos were dissected to separate the meninges with all DRGs and ventral and dorsal roots. Specifically, E11.5 and 12.5 *Egr2Cre/+; R26-Tomato and Prss56cre/+; R26-Tomato* embryos were identified on the basis of Tomato expression under fluorescent stereomicroscope (Leica, Nussloch, Germany). Meninges and DRGs with dorsal and ventral roots were dissected and then digested with collagenase/dispase type I (Merck/Roche) for 15 min at 37 °C. Digestion was stopped by addition of 0.1 ml of fetal calf serum. Samples were slowly mechanically dissociated, and the cell suspension was filtered. Dissociated cells were then resuspended in PBS, 1% BSA, and subjected to FACS. Tomato-positive cells were isolated, while dead cells and doublets were excluded by gating on a forward-scatter and side-scatter area versus width. Log RFP fluorescence was acquired through a 530/30 nm bandpass. Internal Tomato-negative cells served as negative controls for FACS gating. Tomato-positive cells were sorted directly into PBS, 0.04% BSA for scRNA-seq experiments. Around 5,000 cells were loaded into one channel of the Chromium system using the V2 single-cell reagent kit (10X Genomics). Following capture and lysis, cDNAs were synthesized, then amplified by PCR for 12 cycles as per the manufacturer’s protocol (10X Genomics). The amplified cDNAs were used to generate Illumina sequencing libraries that were each sequenced on one flow cell NextSeq500 Illumina.

### Single cell transcriptomics pre-processing and analysis

10x Genomics Cell Ranger v7.0.0^63^ was used to process raw sequencing data. This pipeline converted Illumina base call files into Fastq format, aligned sequencing reads to a mm39 transcriptome using the STAR aligner^64^, and quantified the expression of transcripts in each cell using Chromium barcodes. The Cell Ranger outputs were given to the velocyto.py pipeline (version 0.17.17)^65^ to generate spliced/unspliced expression matrices further used for RNA velocity estimation. Scanpy package pipeline (version 1.9.3)^66^ was used for the downstream analysis. 

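Applied to the *Egr2*-traced libraries, the filter on mitochondrial transcripts removed 179 barcodes at E11.5 and 66 at E12.5. A further 412 barcodes at E11.5 had fewer than 2000 UMIs, and 133 at E12.5 fewer than 1000. Doublet scores were computed with Scrublet per library on the cells that passed both filters. A score of 0.2 or more removed 7 cells at E11.5 (0.833%) and 67 at E12.5 (1.88%). The caller's own thresholds lay at 0.222 and 0.269. As a separate check on doublets in a pooled litter, cells with UMIs of both *Xist* (X chromosome, made in female cells) and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were counted. At E11.5, 21 kept cells (2.52%, 1.57–3.83) held a UMI of both, and 1 (0.120%, 0.00304–0.667) held 2 or more UMIs of both. At E12.5 the check is void, since *Xist* had 0 UMIs in the kept cells.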

To retain only high-quality cells, we filtered out the cells with high mitochondrial content (more than 10%); the cells with less than 2000 UMIs (1000 UMIs for Egr2_E12 dataset); and cells defined as putative doublets (with a doublet score equal to or greater than 0.2, calculated by Scrublet version 0.2.3)^67^. The filtered datasets first were analyzed separately to extract the cells belonging to BCC lineage and then integrated with Harmony (3000 highly variable genes, 30 principal components (PC), max number of iterations = 20)^68^. The new PCs adjusted by Harmony were used to compute a nearest neighbor graph with further clustering and embedding by the Leiden algorithm^69^ and UMAP (Uniform Manifold Approximation and Projection), respectively. Cell types were identified based on the Leiden clusters and marker gene expression. For RNA velocity estimation, we used the *Scvelo* package (version 0.3.1)^70^ with a dynamical model to learn the transcriptional dynamics of splicing kinetics.

### Cell-cell interaction analysis

Single cell transcriptomics datasets used for the study were downloaded from (https://github.com/LouisFaure/glialfates_paper) and ArrayExpress accession: E-MTAB-10571. Standard pre-processing workflows such as QC, cell selection, data normalization, identification of highly variable features, scaling, dimensional reduction, clustering, and integration of the datasets was performed in R (version 4.3.2) using Seurat (version 5.0.3) according to the instructions provided (https://satijalab.org). Cell interaction analysis was performed using the R package CellChat (v 1.6.1). A subset of CellChatDB (“Secreted signaling”) was used to seek cell-cell interactions between cell clusters in the merged motor-crest Seurat object (https://github.com/sqjin/CellChat). For specific code pipelines used for the analysis of single-cell data, please visit the GitHub link: https://github.com/ipoverennaya/motor_nerve_paper^71^.

### Statistics and reproducibility

Statistical analysis was performed with GraphPad Prism (version 9.5.1) software. Description of statistical tests used can be found in each figure legend. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. Analysis of covariation was performed in the case of determining the correlation between peripheral nerve length and features of neural crest migration using linear regression.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data File

## Data Availability

Source data are provided with this paper as a Source Data File. Information provided in the text, figures and supplementary information contained in the present manuscript is sufficient to assess whether the claims of this study are supported by the evidence. Neural crest single-cell transcriptomics datasets used for the cell interaction study are available from GEO via accession GSE201257 and are viewable from https://adameykolab.hifo.meduniwien.ac.at/cellxgene_public/. Motor neuron datasets can be found using the ArrayExpress accession: E-MTAB-10571. Dataset for the lineage tracing study has been submitted to GEO under accession code GSE261748. Raw microscopy files generated for this research project are available to interested parties upon request. Source data are provided with this paper.

# Supplementary material for: Motor innervation directs the correct development of the mouse sympathetic nervous system
**Source:** Nat Commun. 2024 Aug 16;15:7065. doi: 10.1038/s41467-024-51290-0
**Supplement:** Supplementary file 1 — Supplementary Information

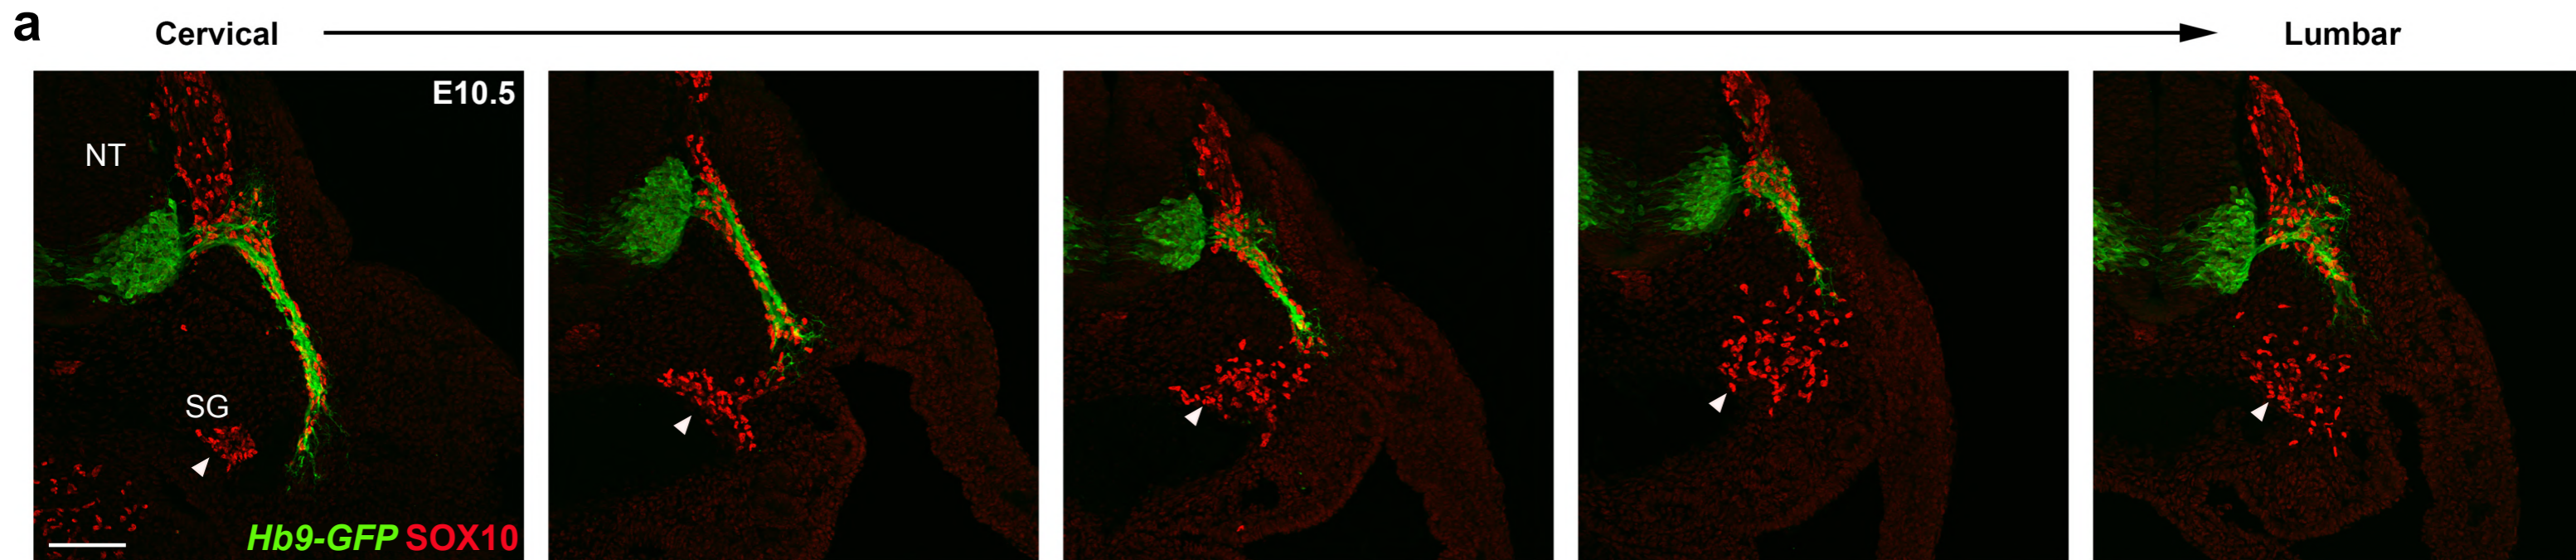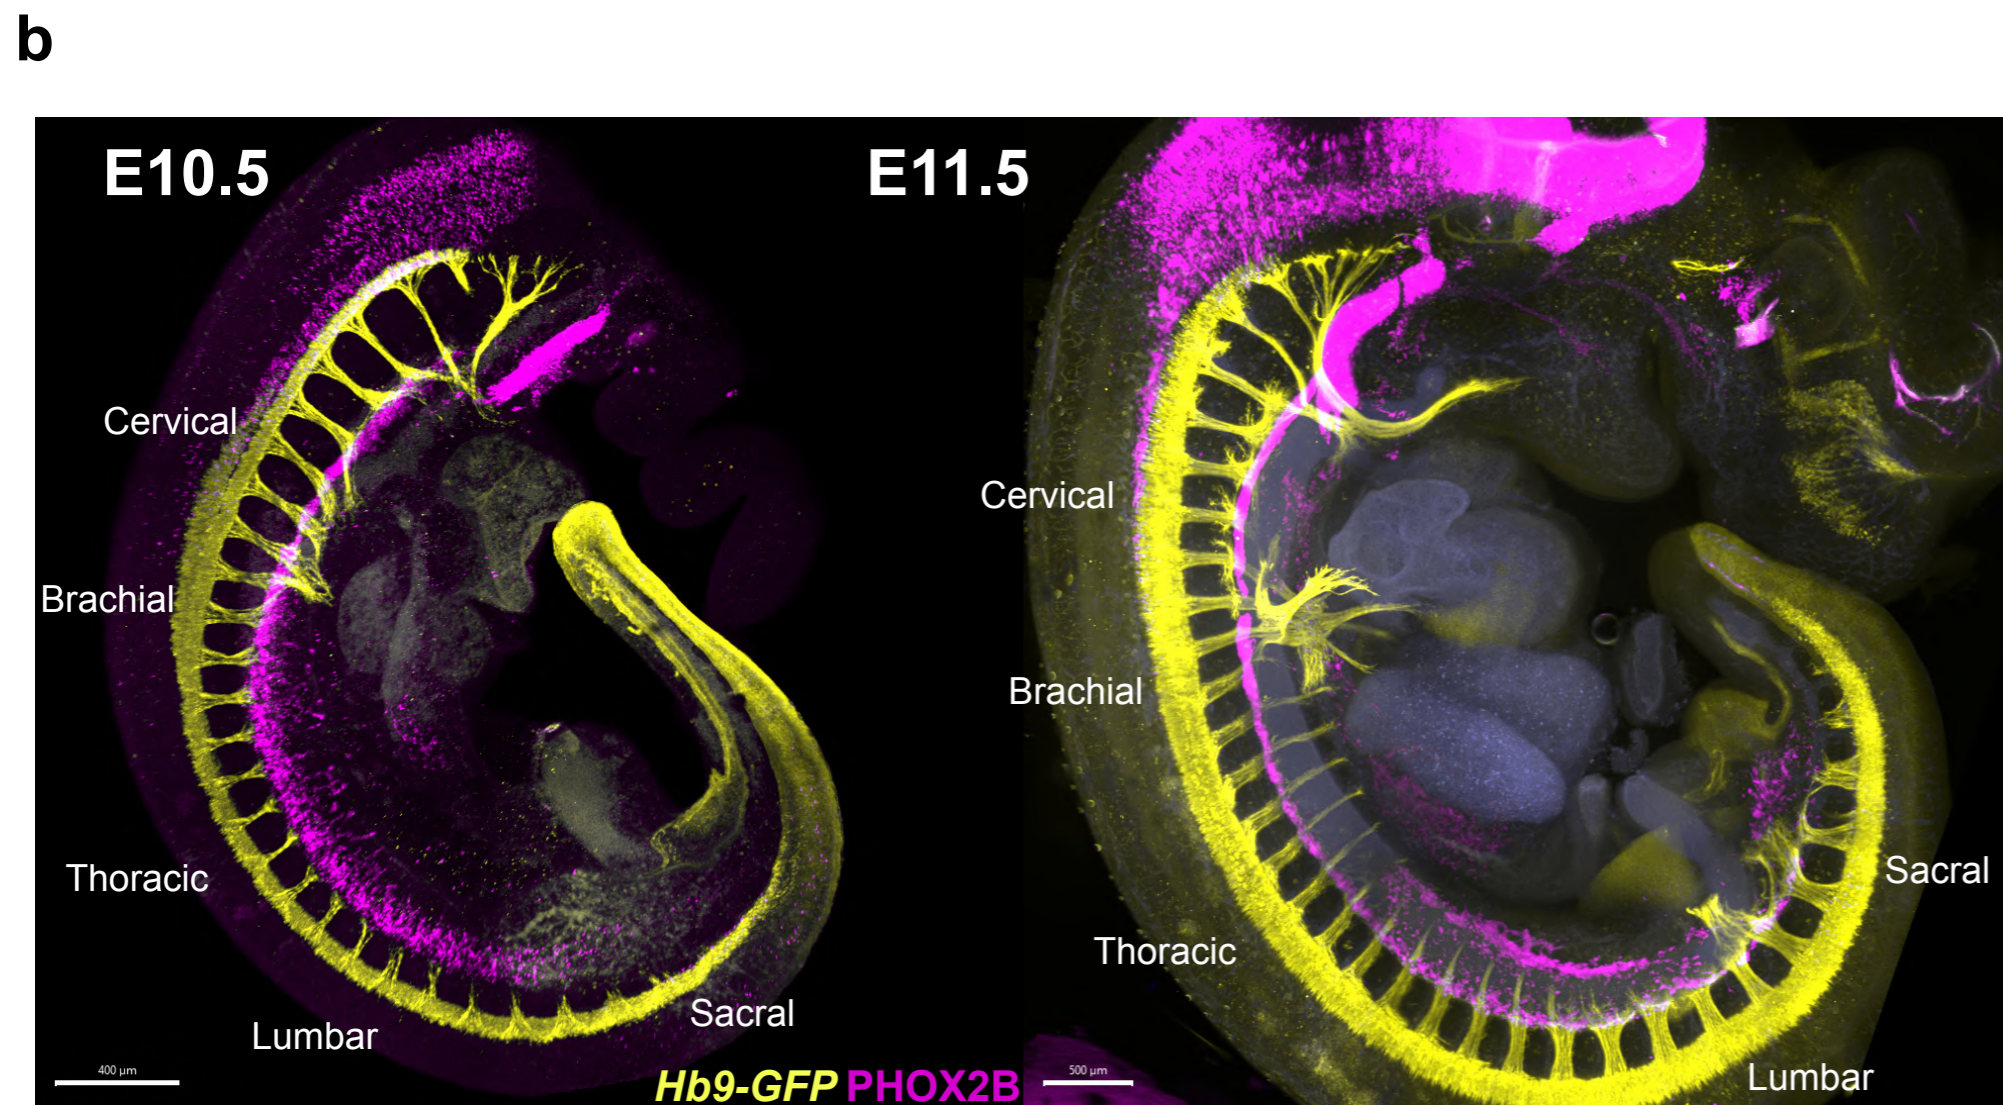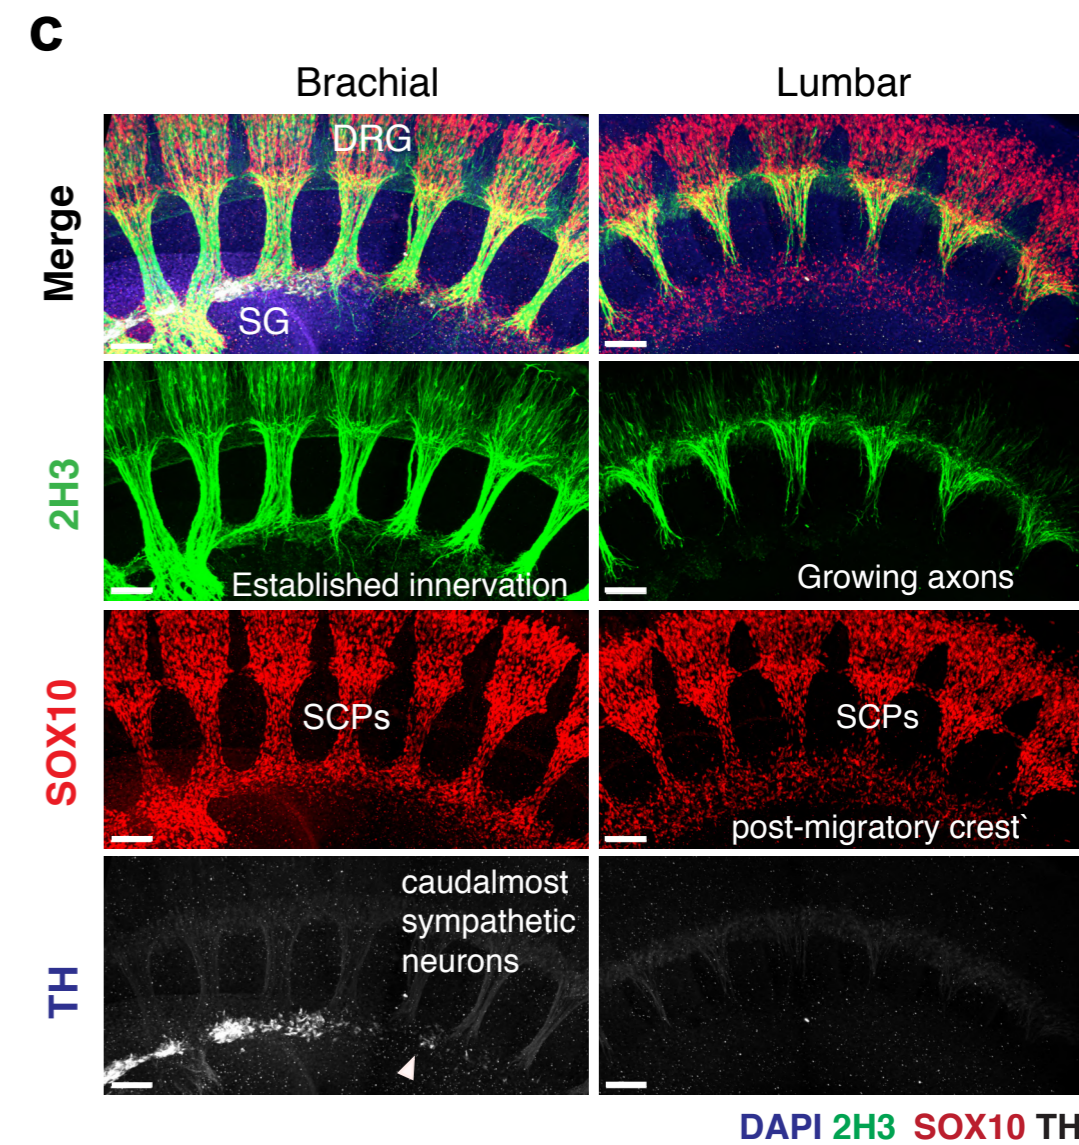

**Figure S1: Antero-posterior gradient of motor axon outgrowth and NCC/SCP migration. (a)** Series of transverse sections from a single E10.5 *Hb9-GFP* embryo ordered from cervical to lumbar segments to recreate a developmental time series. SOX10<sup>+</sup> cells (red) progressively associate with motor nerves (GFP, green) as they extend toward the sympathetic ganglia (arrowheads). **(b)** Sagittal view of E10.5 (left) and E11.5 (right) *Hb9-GFP* embryo in wholemount, stained for PHOX2B (magenta) and GFP (yellow). Relevant axial levels are labeled to the left of each embryo. **(c)** Sagittal view of E10.5 embryo wholemount stained for peripheral innervation (2H3), SOX10, and the sympathetic anlagen (TH). At brachial levels (left) peripheral innervation is already well established and the sympathetic anlagen is in contact with sensorimotor fibers, whereas more caudally (right; lumbar), sensorimotor axons have not yet reached the sympathetic anlagen. Note that no TH<sup>+</sup> cells are visible in the presumptive autonomic domain in the lumbar region while sympathetic maturation has already begun at brachial level. All images in (a-c) are representative of 3 embryos. Scale bars: a: 100  $\mu$ m; b: 400  $\mu$ m (left), 500  $\mu$ m (right); c: 80  $\mu$ m. DRG: dorsal root ganglia; SG: sympathetic ganglia; NCCs: neural crest cells; NT: neural tube; SCPs: Schwann cell precursors.

**a** QC of individual datasets

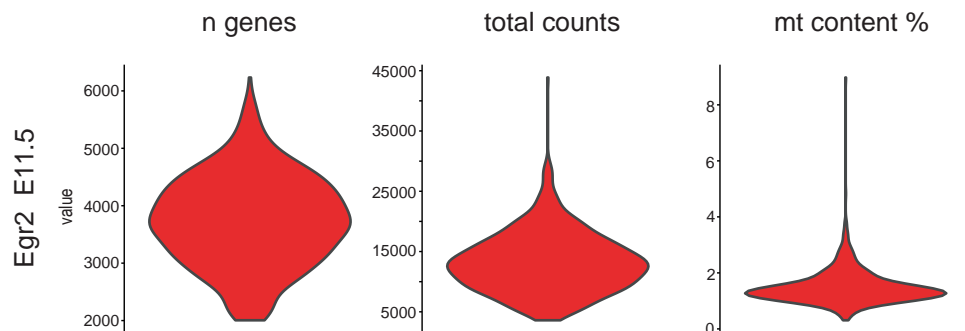

**b**

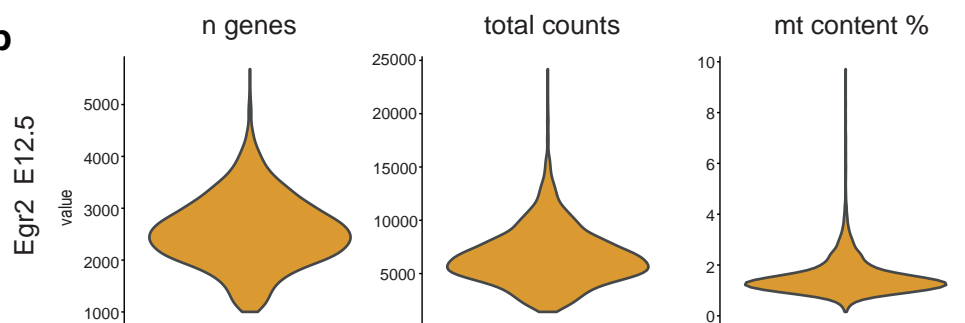

**c**

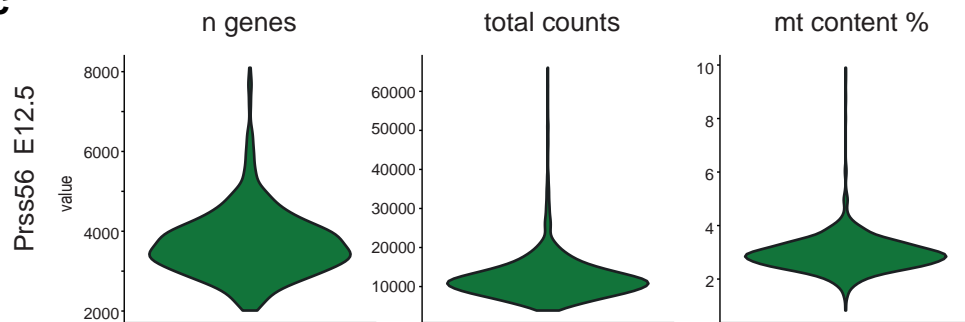

**d** QC of integrated dataset

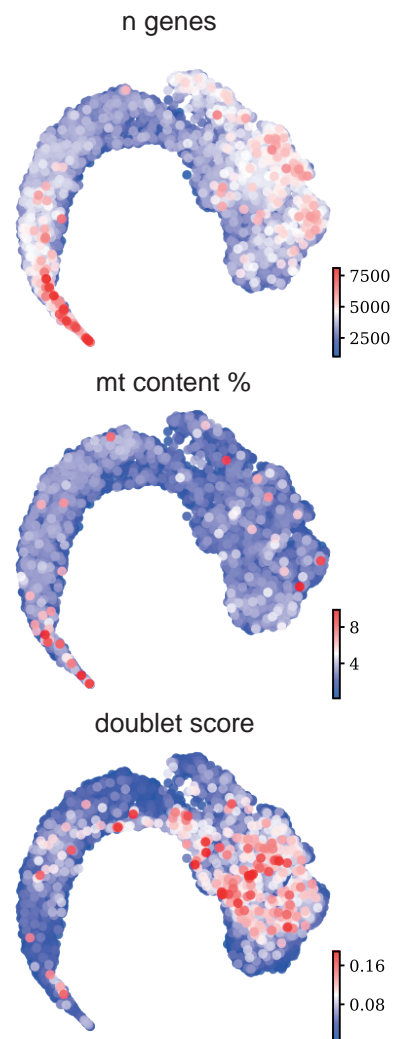

**Figure S2: Quality control for the boundary cap tracing scRNAseq experiment.** Violin plots showing the number of genes detected per cell (left), the total mRNA counts detected per cell (middle), and percentage of mitochondrial transcripts detected per cell (right) for each dataset. **(a-b)** Quality control for *Egr2-Cre; R26-Tomato* harvested at E11.5 (a) and E12.5 (b). **(c)** Quality control for *Prss56-Cre; R26-Tomato* harvested at E12.5. **(d)** QC metrics number of genes detected, mitochondrial content, and doublet probability (from top to bottom) in integrated dataset. Per condition, traced cells from one litter of embryos were pooled to yield each of the three datasets.

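Over the kept *Egr2*-traced cells, the median mitochondrial share was 1.32% at E11.5 and 1.36% at E12.5. The widest point of the distribution of genes per cell, from a kernel density, lay at 3753 genes at E11.5 and 2436 at E12.5. For UMIs per cell it lay at 12495 and 5671. At E11.5 the kept cells ranged from 1053 to 6233 genes and from 2001 to 43874 UMIs. At E12.5 they ranged from 654 to 7119 genes and from 1002 to 46437 UMIs. The deposited barcodes reached down to 500 UMIs in both libraries. These ranges are over all kept cells, those outside the lineage included.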

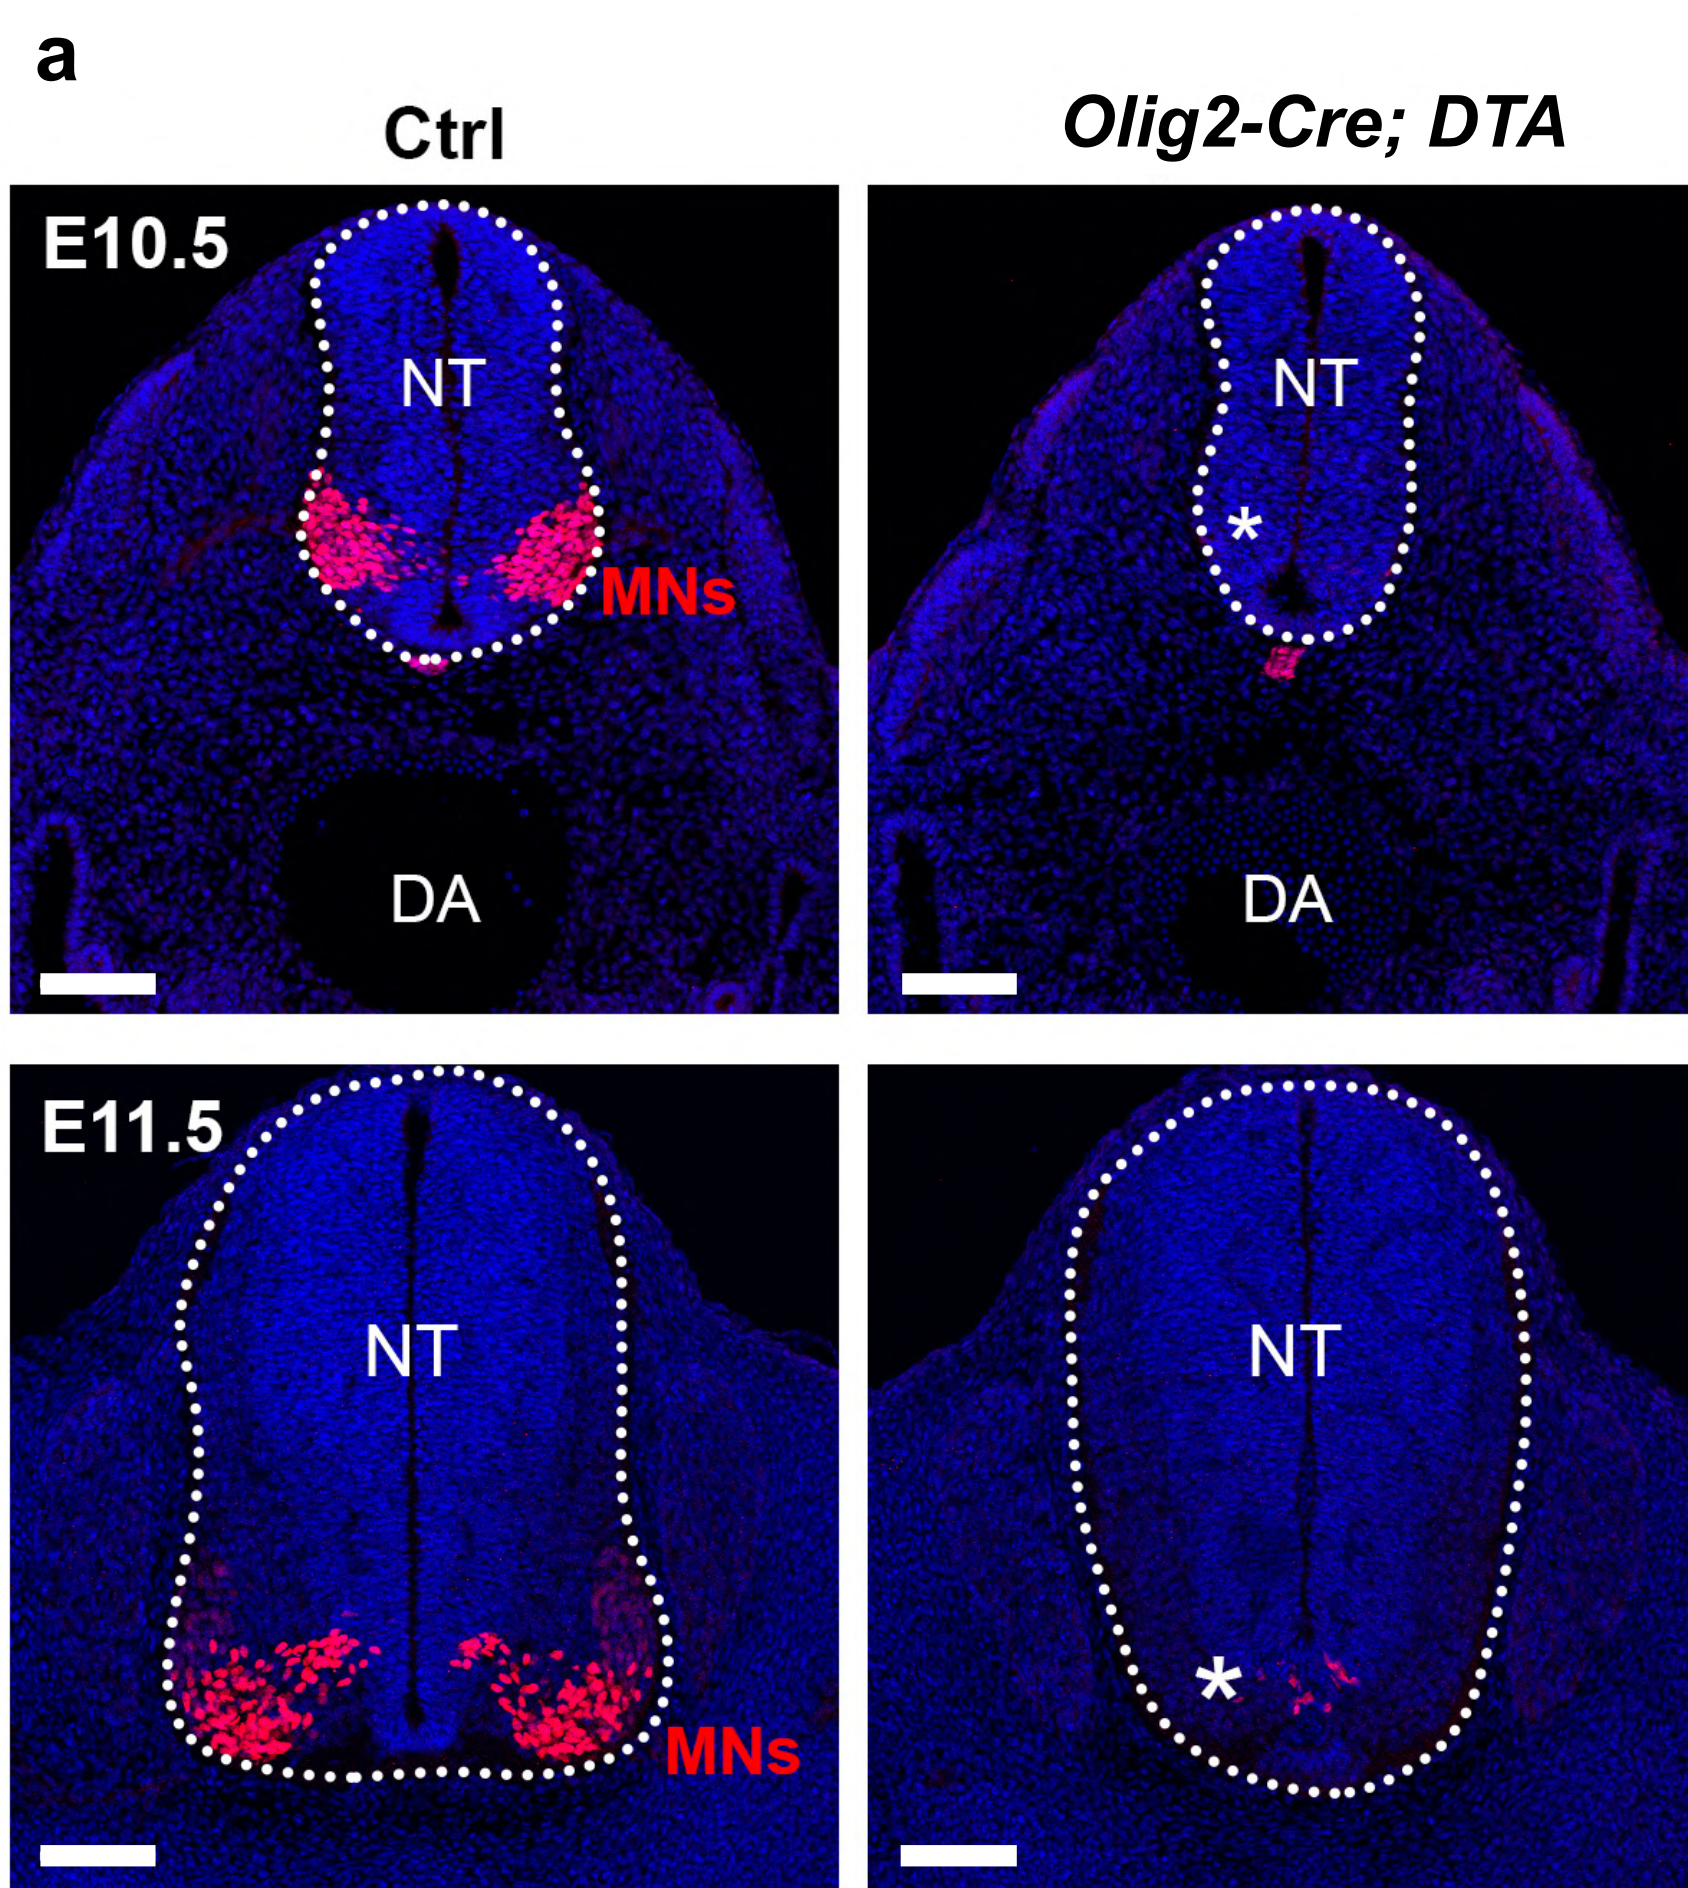

HB9 DAPI

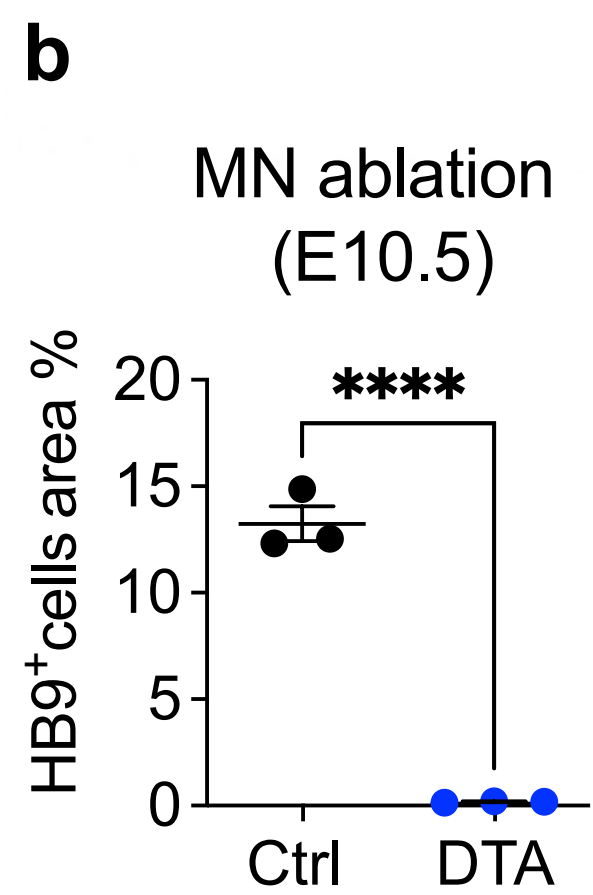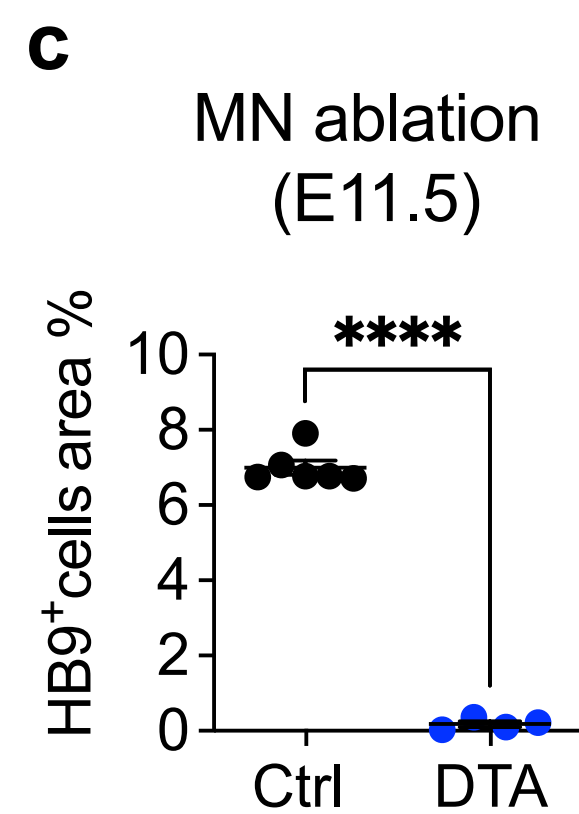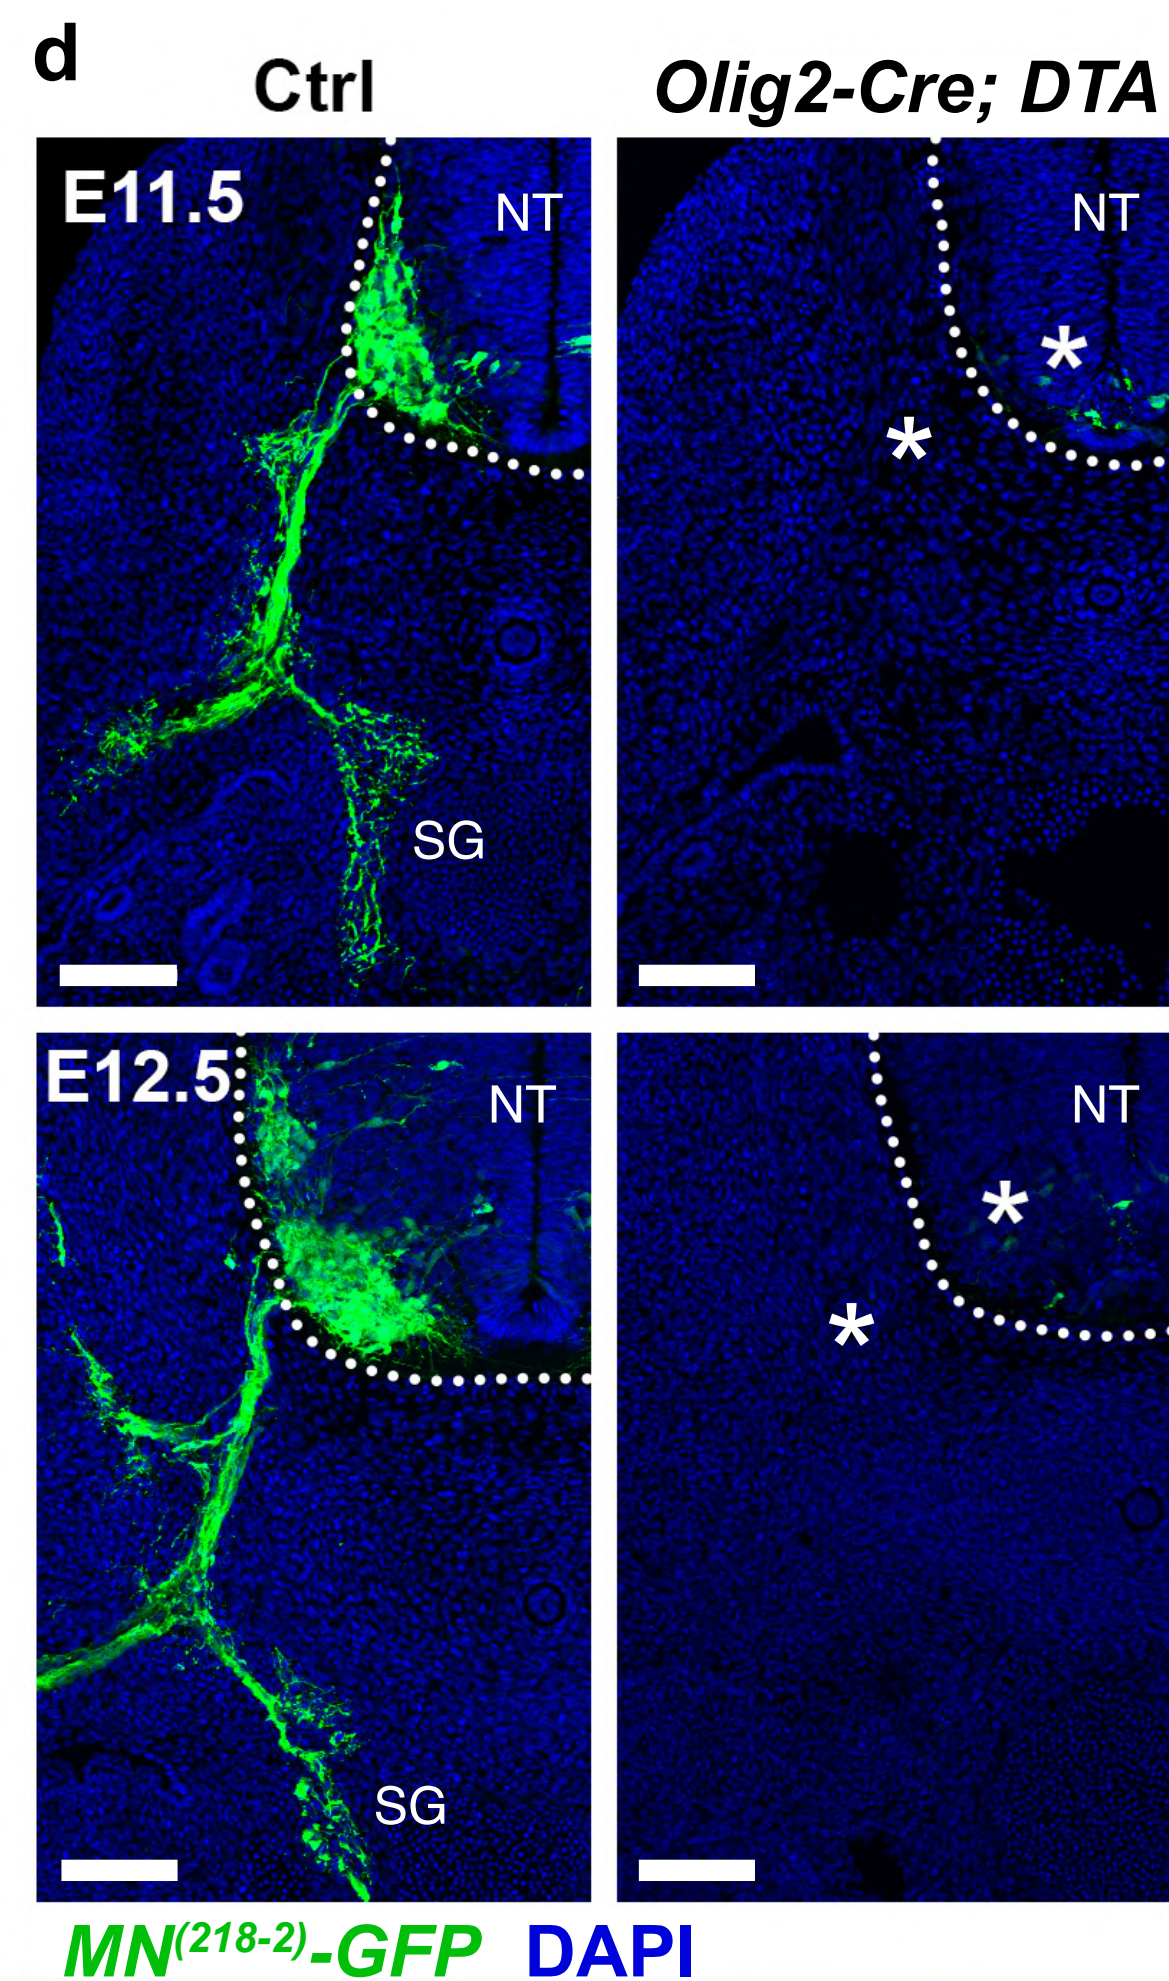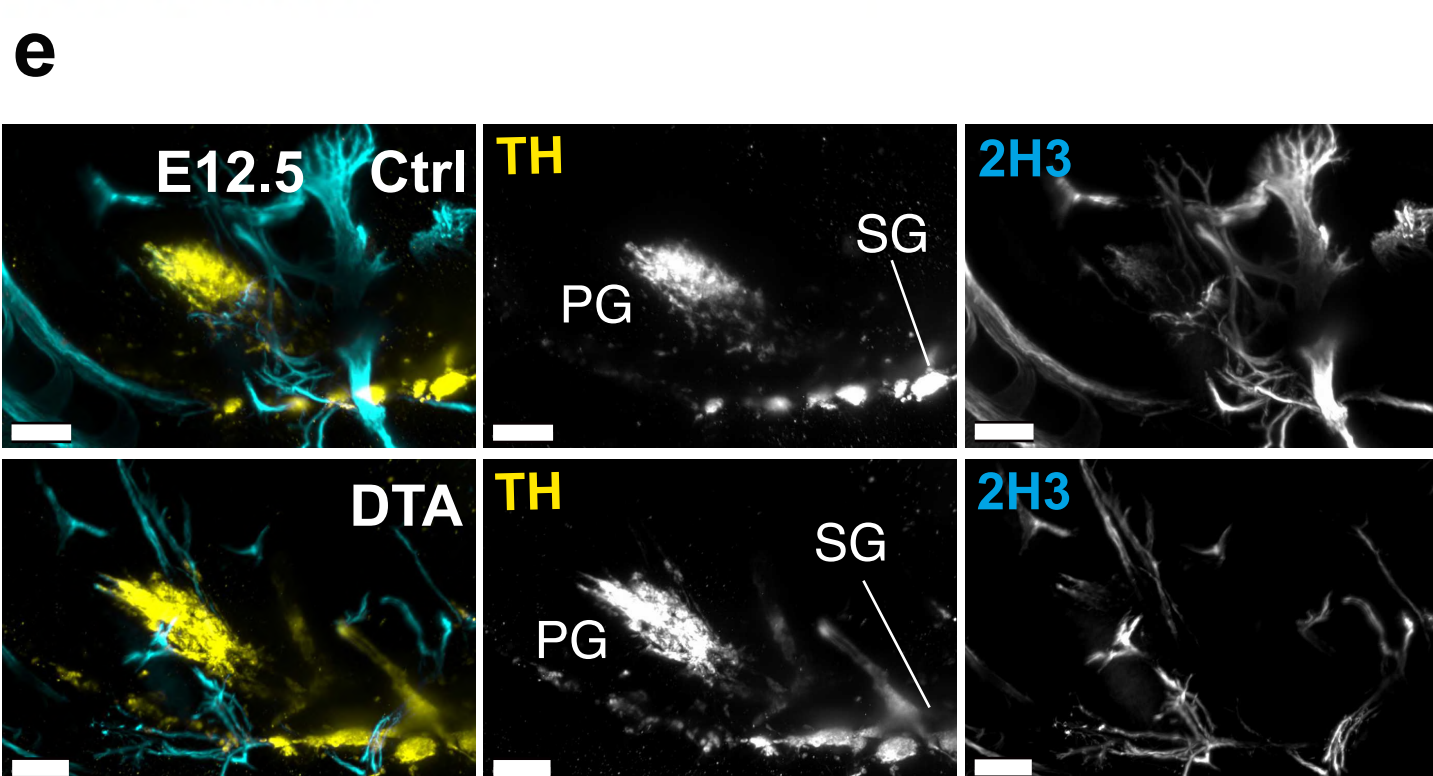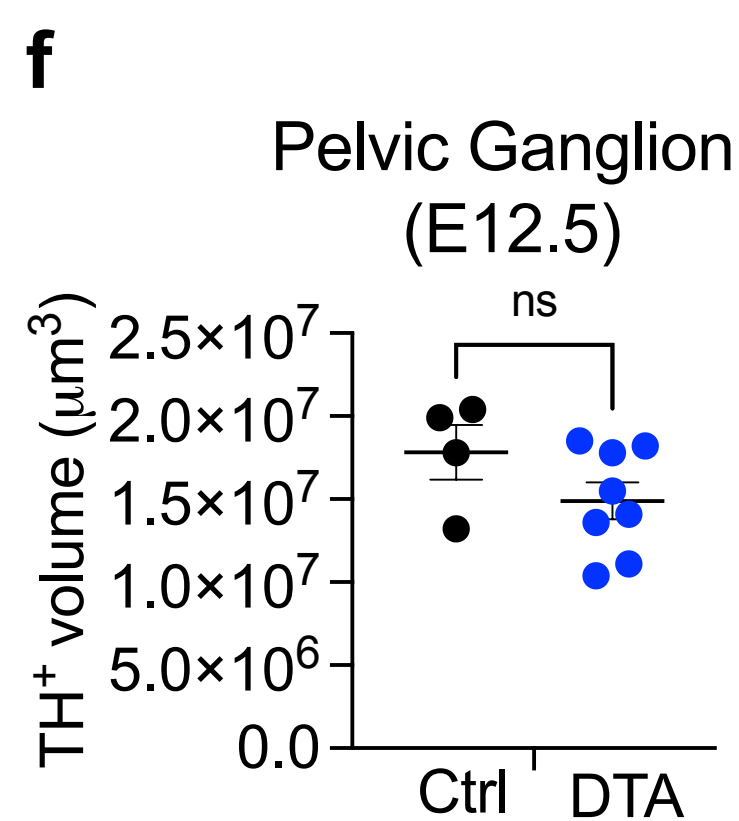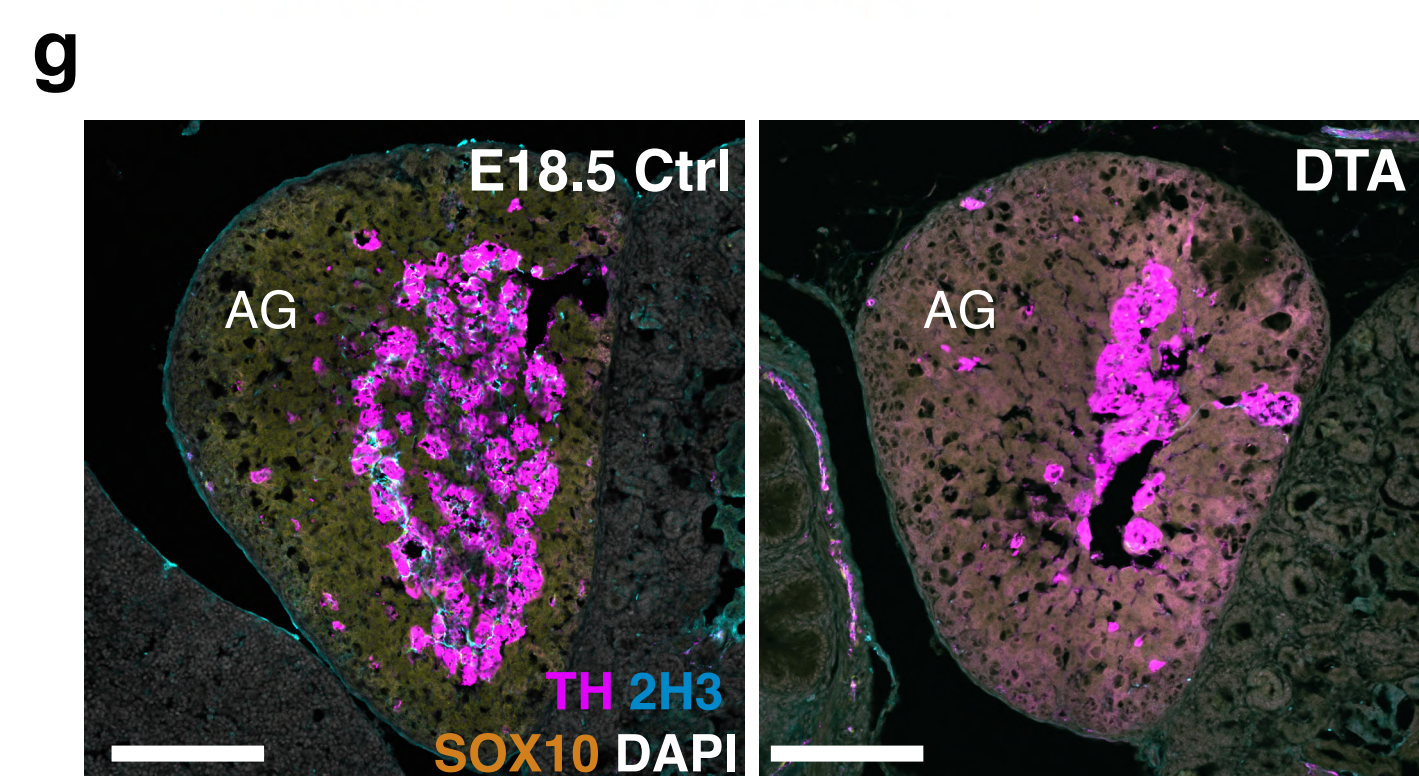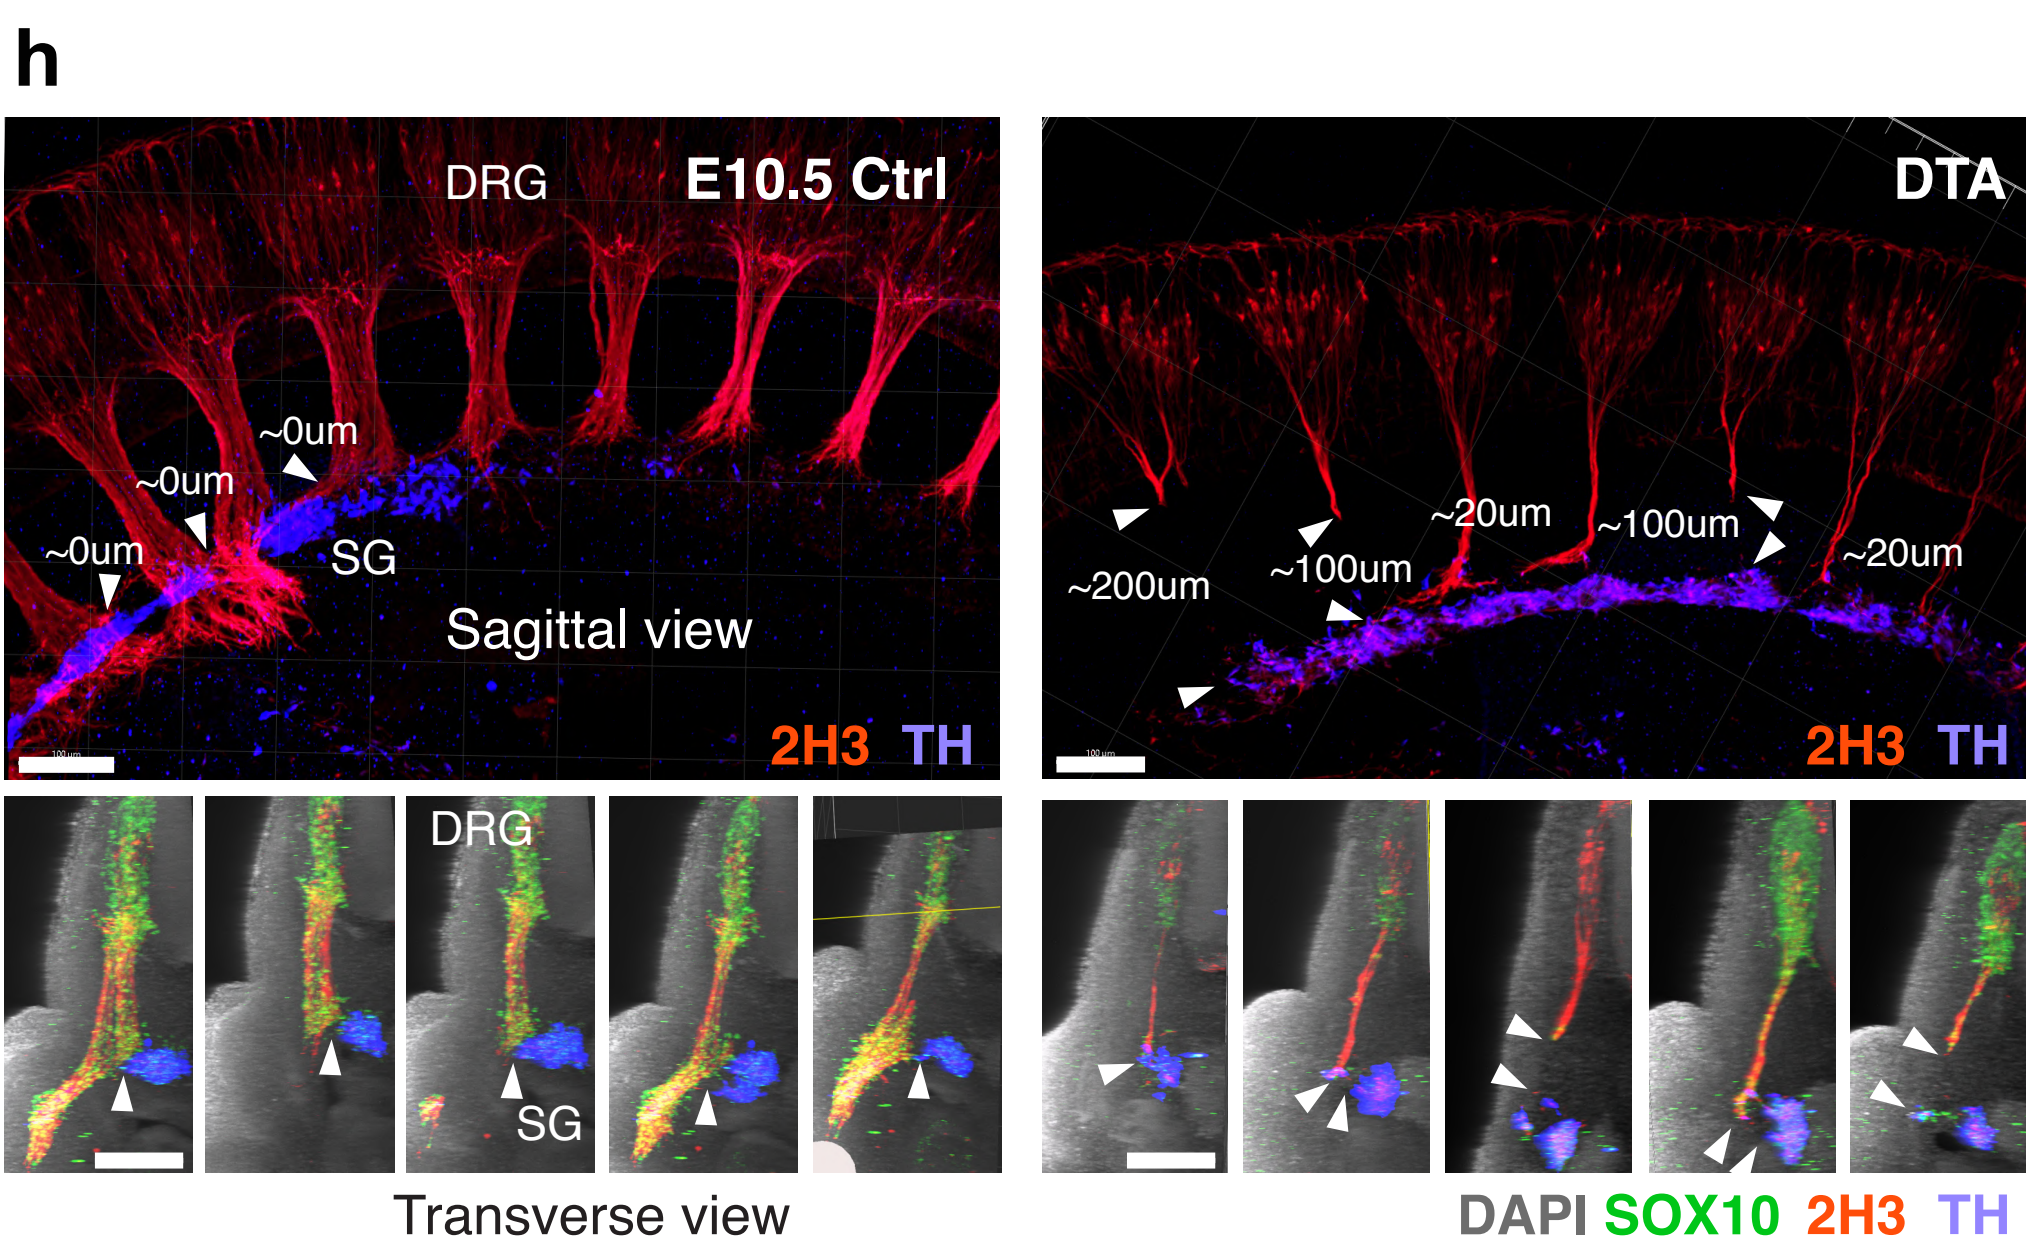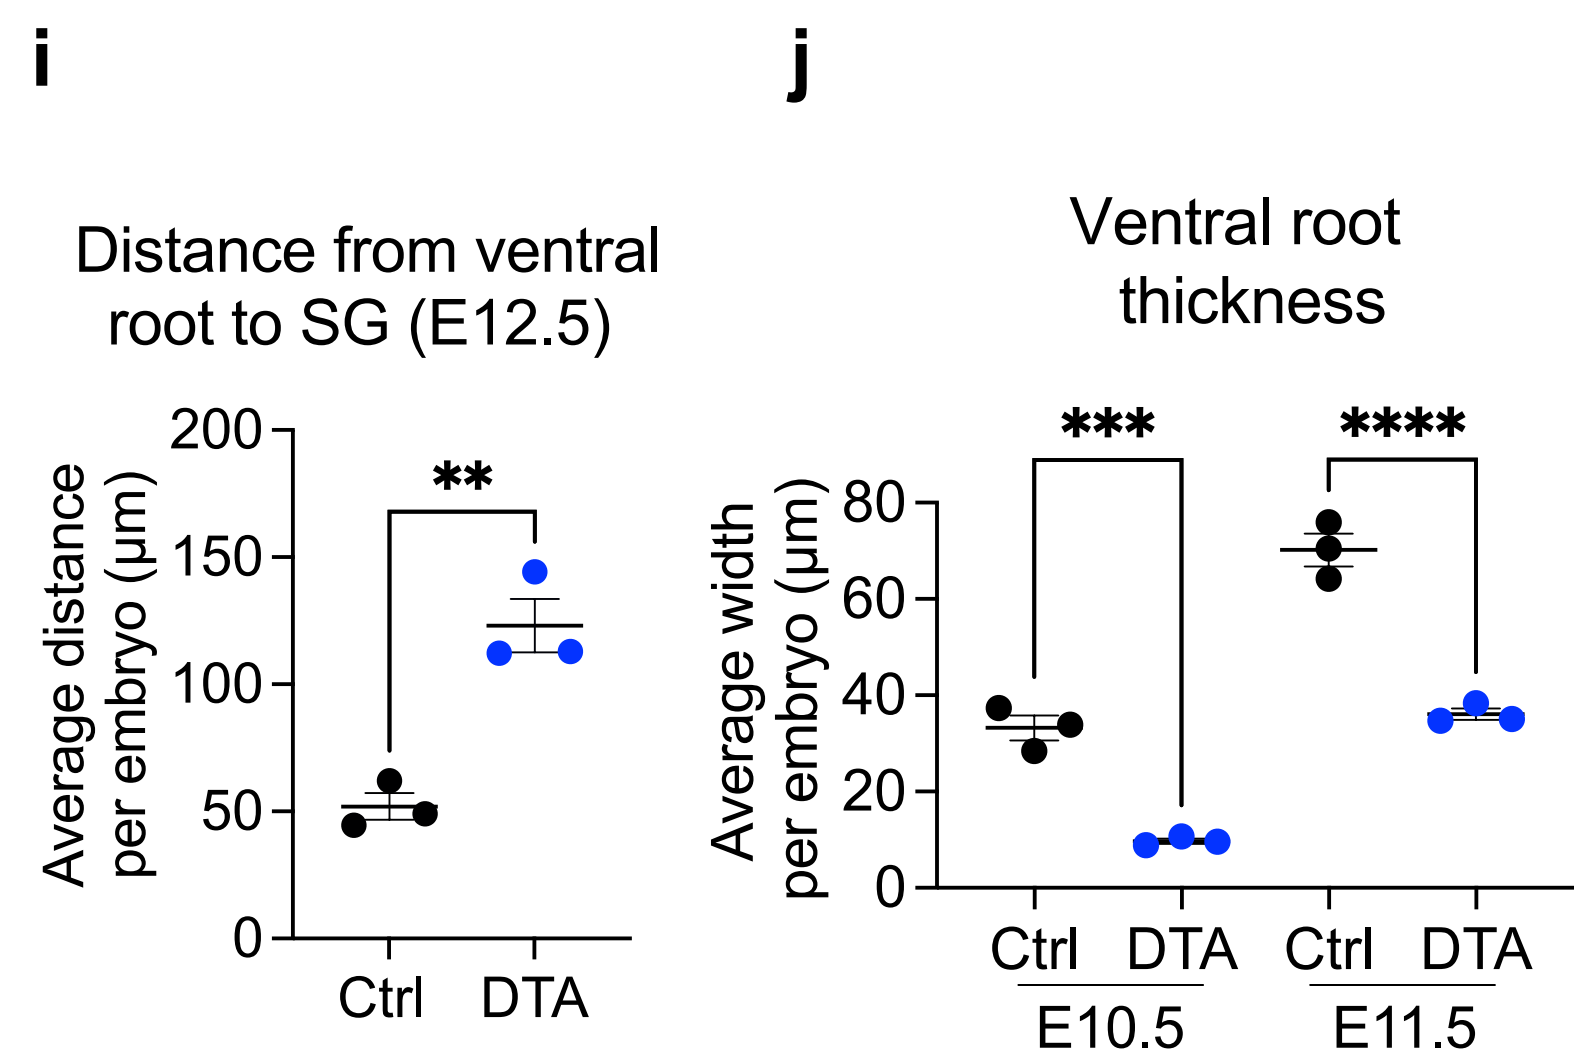

**Figure S3: Efficiency of Diphtheria Toxin A-mediated motor neuron ablation.** (a) Transverse sections of the neural tube from E10.5 (top) and E11.5 (bottom) embryos showing complete loss of motor neurons (asterisks) in *Olig2-Cre; DTA* (right). The motor columns are identified by HB9 staining (red) in control littermates (left). (b, c) Percentage of HB9<sup>+</sup> area within the neural tube of *Olig2-Cre; DTA* and controls at E10.5 (b) and E11.5 (c). Mean  $\pm$  SEM, Unpaired t test (\*\*\*\*)  $p < 0.0001$ ; E10.5: controls  $n=3$ , mutants  $n=3$ ; E11.5: controls  $n=6$ , mutants  $n=4$ . (d) Transverse view of E11.5 (top) and E12.5 (bottom) embryo trunk showing complete loss (asterisks) of motor projections in *Olig2-Cre; DTA* (right). Motor nerves are visualized with *MN<sup>(218-2)</sup>-GFP* reporter in controls (left). Representative of  $n=2$  control and  $n=3$  mutant E11.5 embryos, and  $n=2$  control and  $n=4$  mutant E12.5 embryos. (e) Pelvic ganglia (identified by TH staining, yellow) in E12.5 controls (top) and *Olig2-Cre; DTA* (bottom). 2H3 staining (cyan) labels peripheral nerves. (f) Quantification of pelvic ganglion volumes in control and *Olig2-Cre; DTA* embryos. Mean  $\pm$  SEM, Unpaired t test ns:  $p=0.1656$ ; controls  $n=4$ , mutants  $n=8$ . (g) Adrenal gland sections from E18.5 *Olig2-Cre; DTA* embryos (right) and control littermates (left) immunostained for TH to identify chromaffin cells ( $n=3$  embryos per genotype). 2H3 staining identifies adrenal medulla innervation, while SOX10 marks satellite glia. (h) (Top) Sagittal views of E10.5 *Olig2-Cre; DTA* embryo (right) or control littermate (left) stained for 2H3 and TH. (Bottom) Transversal views of the sympathetic chain and corresponding peripheral innervation at different rostrocaudal levels with 2H3, SOX10, TH and DAPI staining. Arrowheads mark the distance between nerve tip and sympathetic anlagen. (i) Average distances between TH<sup>+</sup> sympathetic ganglia and 2H3<sup>+</sup>/TH<sup>-</sup> nerves in E12.5 *Olig2-Cre; DTA* and controls. Mean  $\pm$  SEM, Unpaired two-sided t test (\*\*)  $p=0.0038$ ; controls  $n=3$ , mutants  $n=3$ . (j) Average diameter of peripheral nerves in motor-ablated and control trunks, measured in whole mount at E10.5 and E11.5. Mean  $\pm$  SEM, ordinary one-way ANOVA with Tukey's multiple comparisons test (\*\*\*)  $p=0.0003$  (\*\*\*\*)  $p < 0.0001$ ; controls  $n=3$ , mutants  $n=3$ . DRG: dorsal root ganglia; NT: neural tube; SG: sympathetic chain ganglia; PG: pelvic ganglion; AG; adrenal gland. Scale bars: a, d: 100  $\mu\text{m}$ ; e: 200  $\mu\text{m}$ ; g: 200  $\mu\text{m}$ ; h: 100  $\mu\text{m}$ .

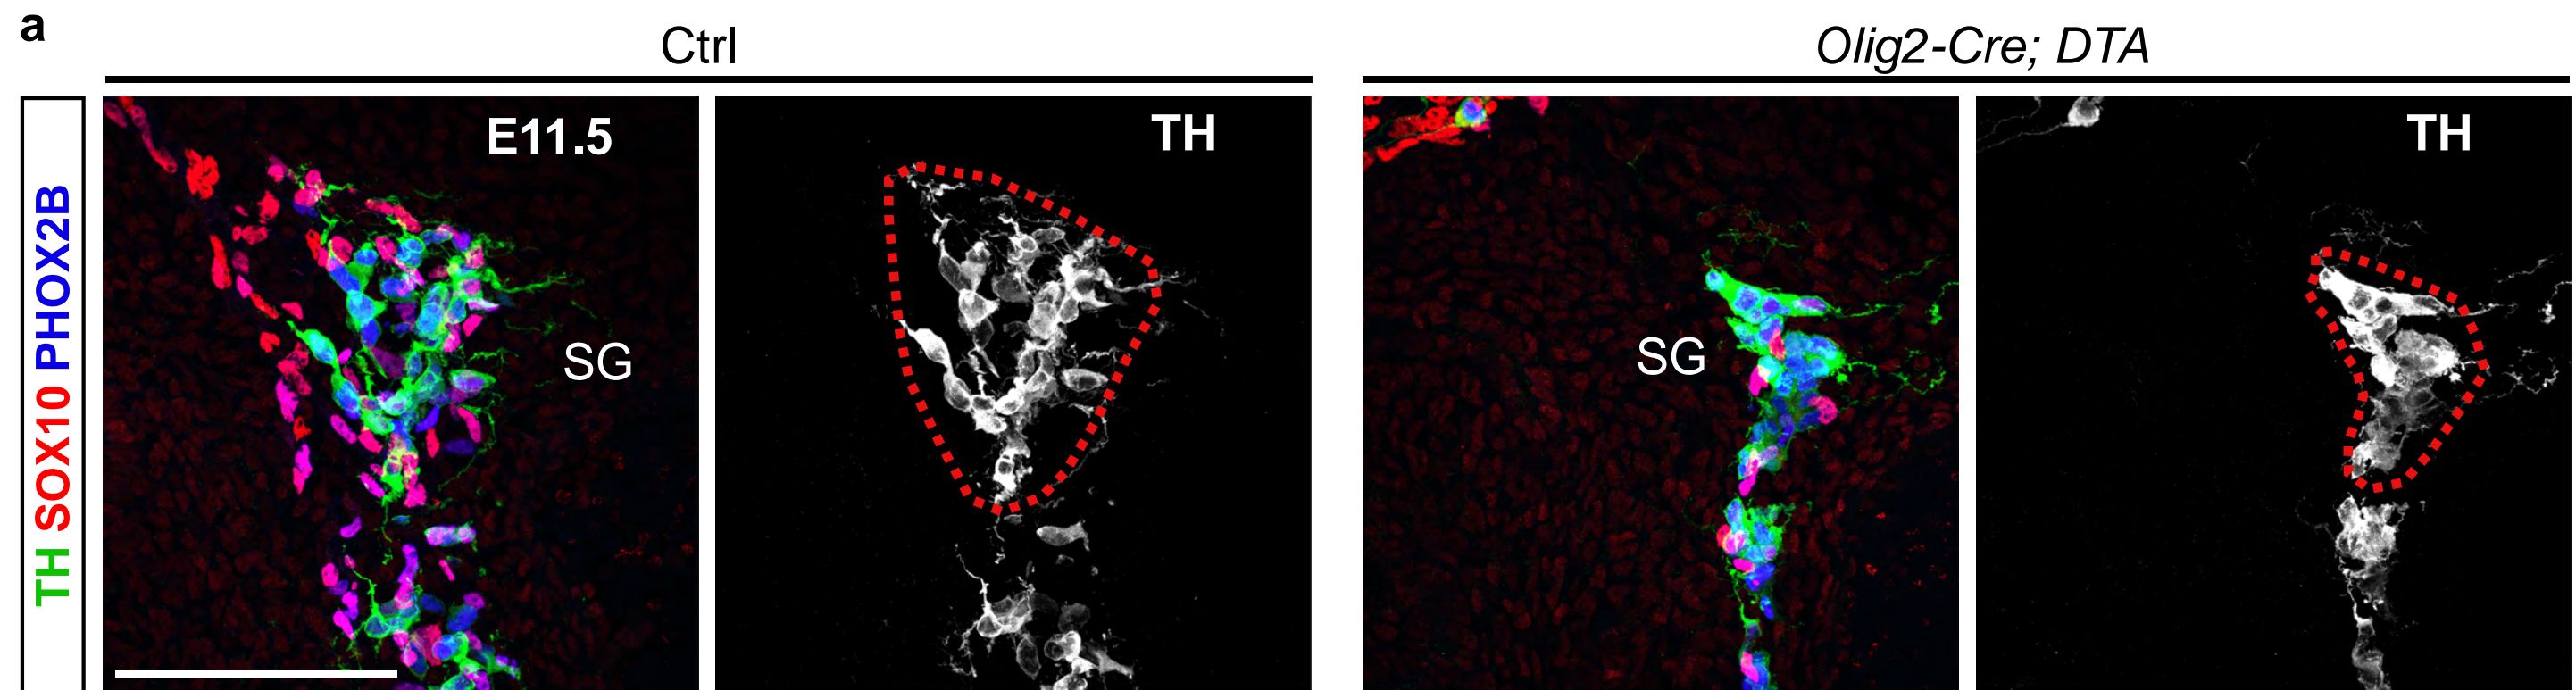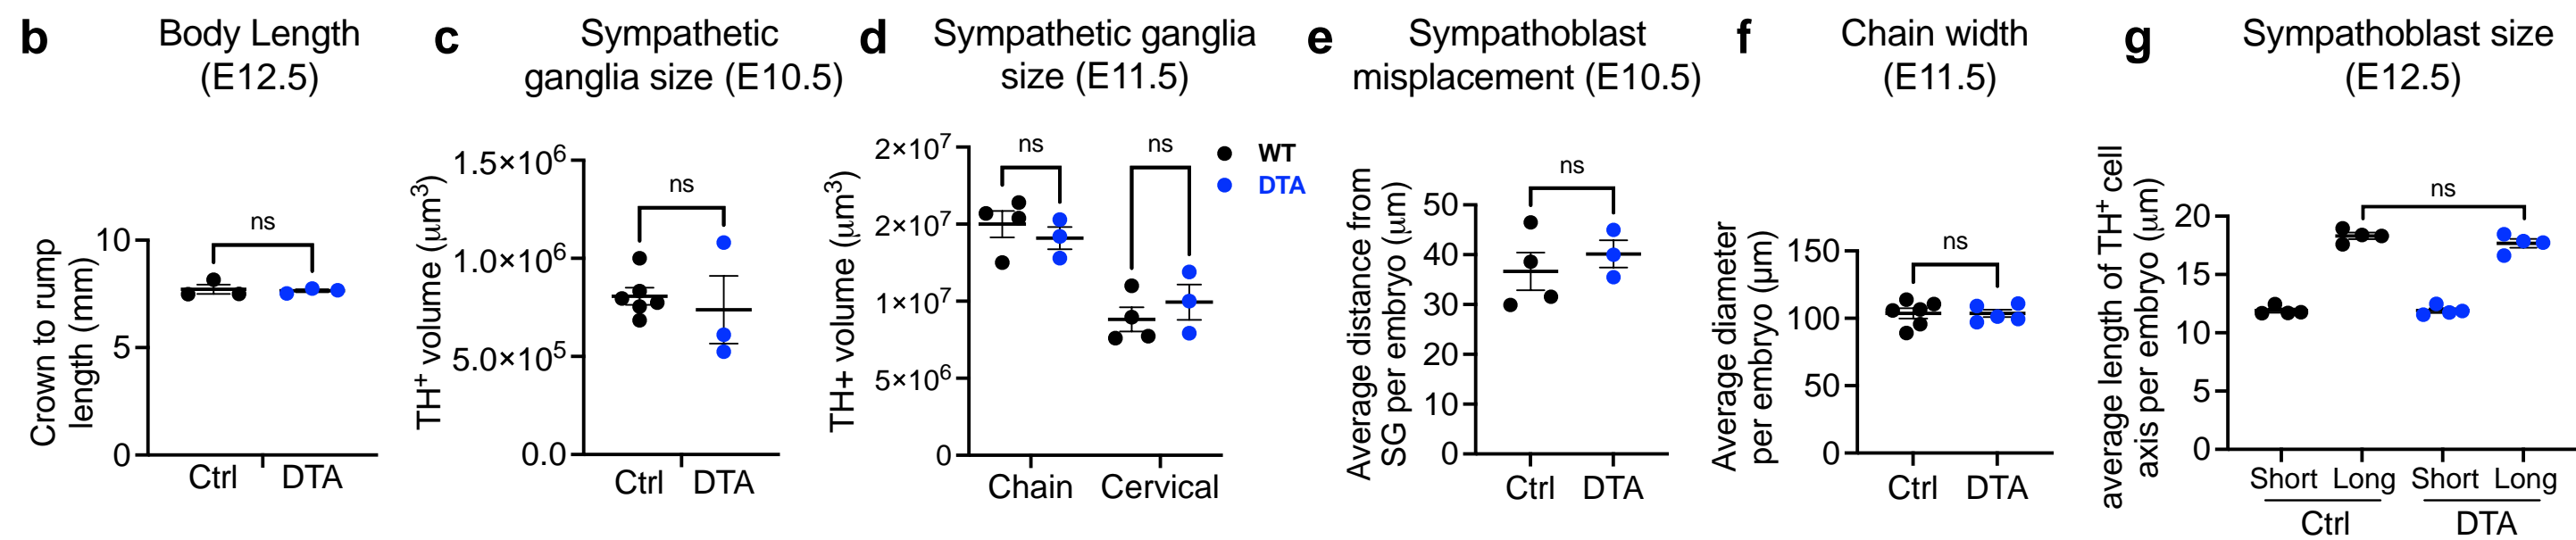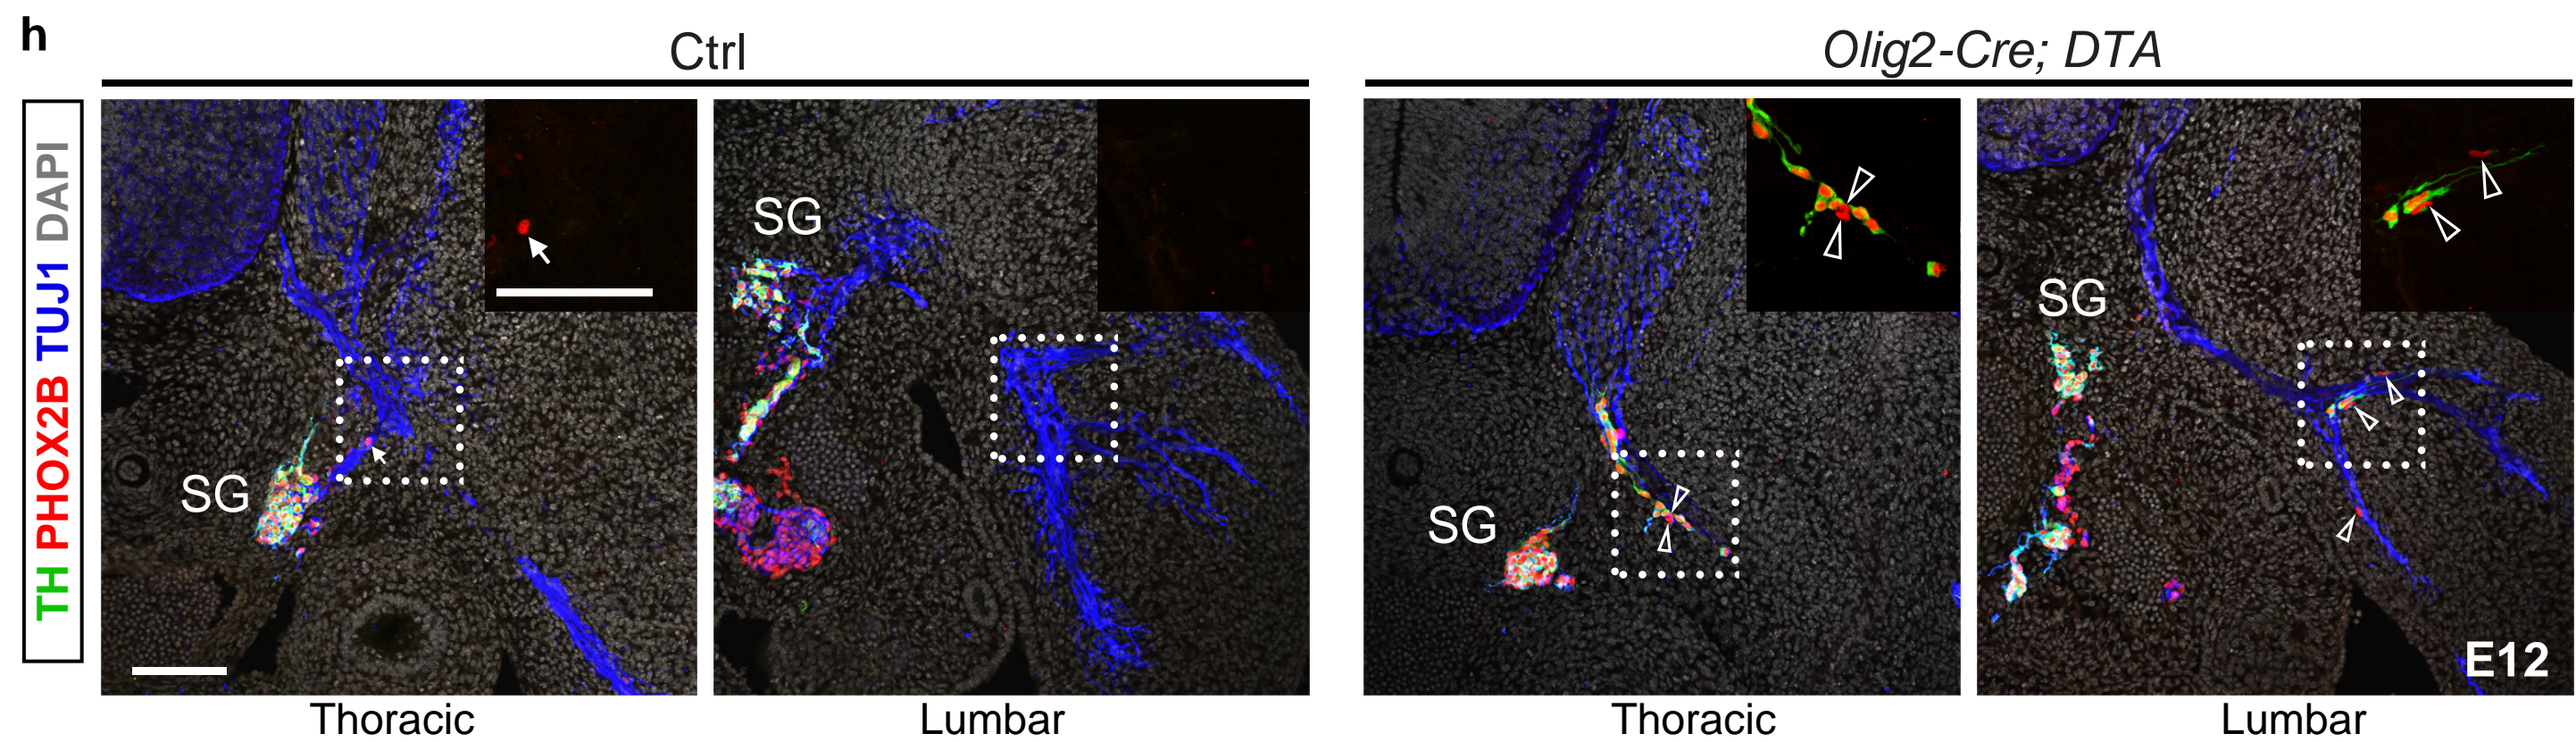

**Figure S4: Motor nerves prevent ectopic sympathetic differentiation on sensory nerves and control ganglia morphology.** (a) Transverse view of E11.5 sympathetic chain ganglia in controls (left) and *Olig2-Cre; DTA* (right) stained for SOX10 (red), PHOX2B (blue) and TH (green). TH staining is also shown separately. The dotted red line identifies sympathetic ganglia. Representative of n=5 embryos per genotype. (b) Body length of E12.5 *Olig2-Cre; DTA* and littermate controls from Figure 5. Mean  $\pm$  SEM, Unpaired two-sided t test, ns: p=0.7817; controls n=3, mutants n=3. (c) Volume of TH<sup>+</sup> domains in E10.5 *Olig2-Cre; DTA* and littermate controls. Mean  $\pm$  SEM, Unpaired t test ns: p=0.6134; controls n=6, mutants n=3. (d) Volume of sympathetic chain and cervical ganglia in E11.5 *Olig2-Cre; DTA* and littermate controls. Mean  $\pm$  SEM, two-way ANOVA using post-hoc Tukey's multiple comparisons test, ns: p>0.05; controls n=4, mutants n=3. (e) Average distance between TH<sup>+</sup> sympathoblasts and the border of the sympathetic chain at E10.5. Mean  $\pm$  SEM, Unpaired t test ns: p=0.5153; controls n=4, mutants n=3. (f) Average diameter of sympathetic chain ganglia on transversal sections through E11.5 embryonic trunks at brachial and lumbar levels. Mean  $\pm$  SEM, Unpaired t test, ns: p=0.999; controls n=6, mutants n=5. (g) Average TH<sup>+</sup> sympathoblast cell size. Mean  $\pm$  SEM, one-way ANOVA using post-hoc Tukey's multiple comparisons test, ns: p>0.05; controls n=4, mutants n=4. (h) Transverse sections from thoracic (left) and lumbar (right) segments showing ectopic sympathetic differentiation along sensory nerves (TUJ1, blue) in E12 *Olig2-Cre; DTA* embryos (right) and control littermates (left). PHOX2B (red) and TH (green) are shown in magnified insets from the dotted area. Control insets display normal autonomic priming on the white ramus (left panel, arrow), but not on other peripheral nerves (right panel). Mutant insets show misplaced sympathetic clusters composed of a mixture of immature primed sympathoblasts (PHOX2B-only, arrowheads) and differentiated neurons (PHOX2B<sup>+</sup>/TH<sup>+</sup>). Representative of n=4 control and n=6 mutant embryos. Scale bars: 100  $\mu$ m. SG: sympathetic ganglia.

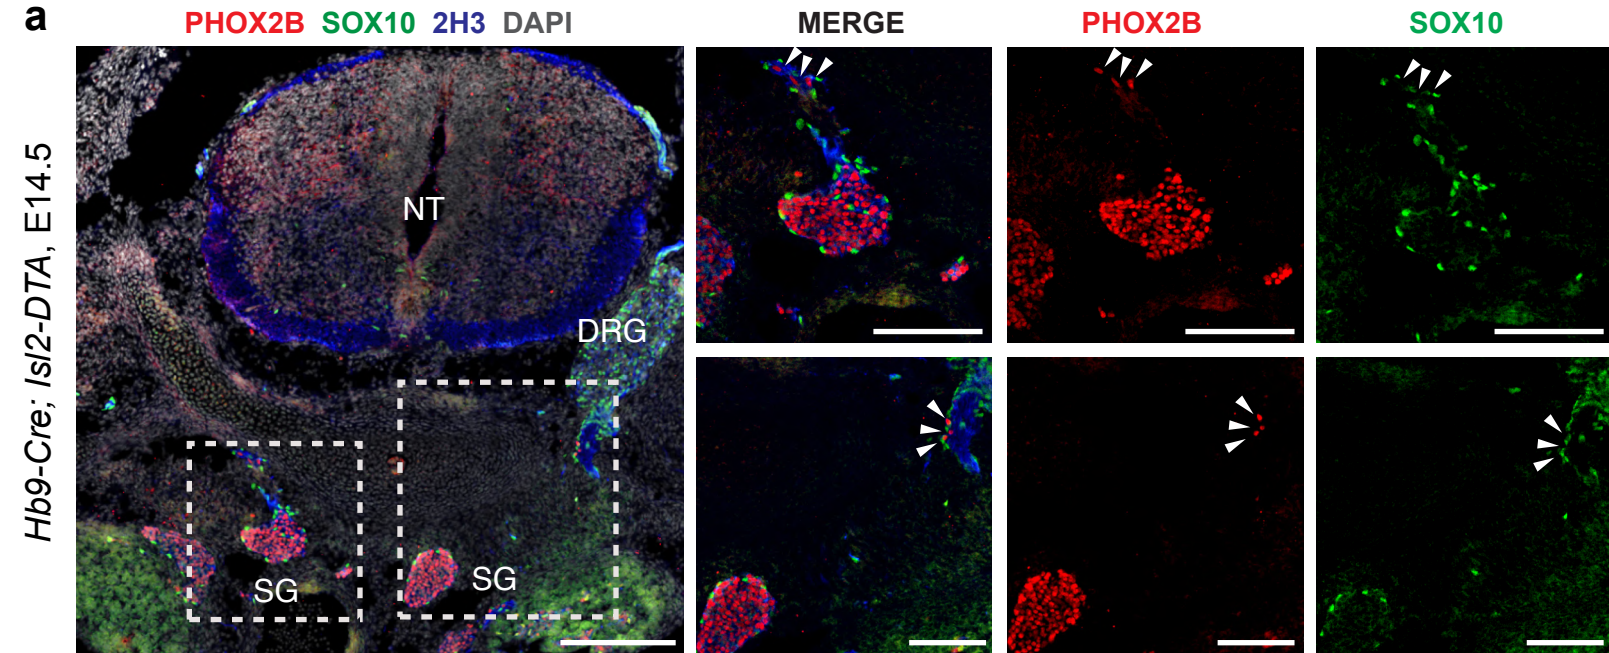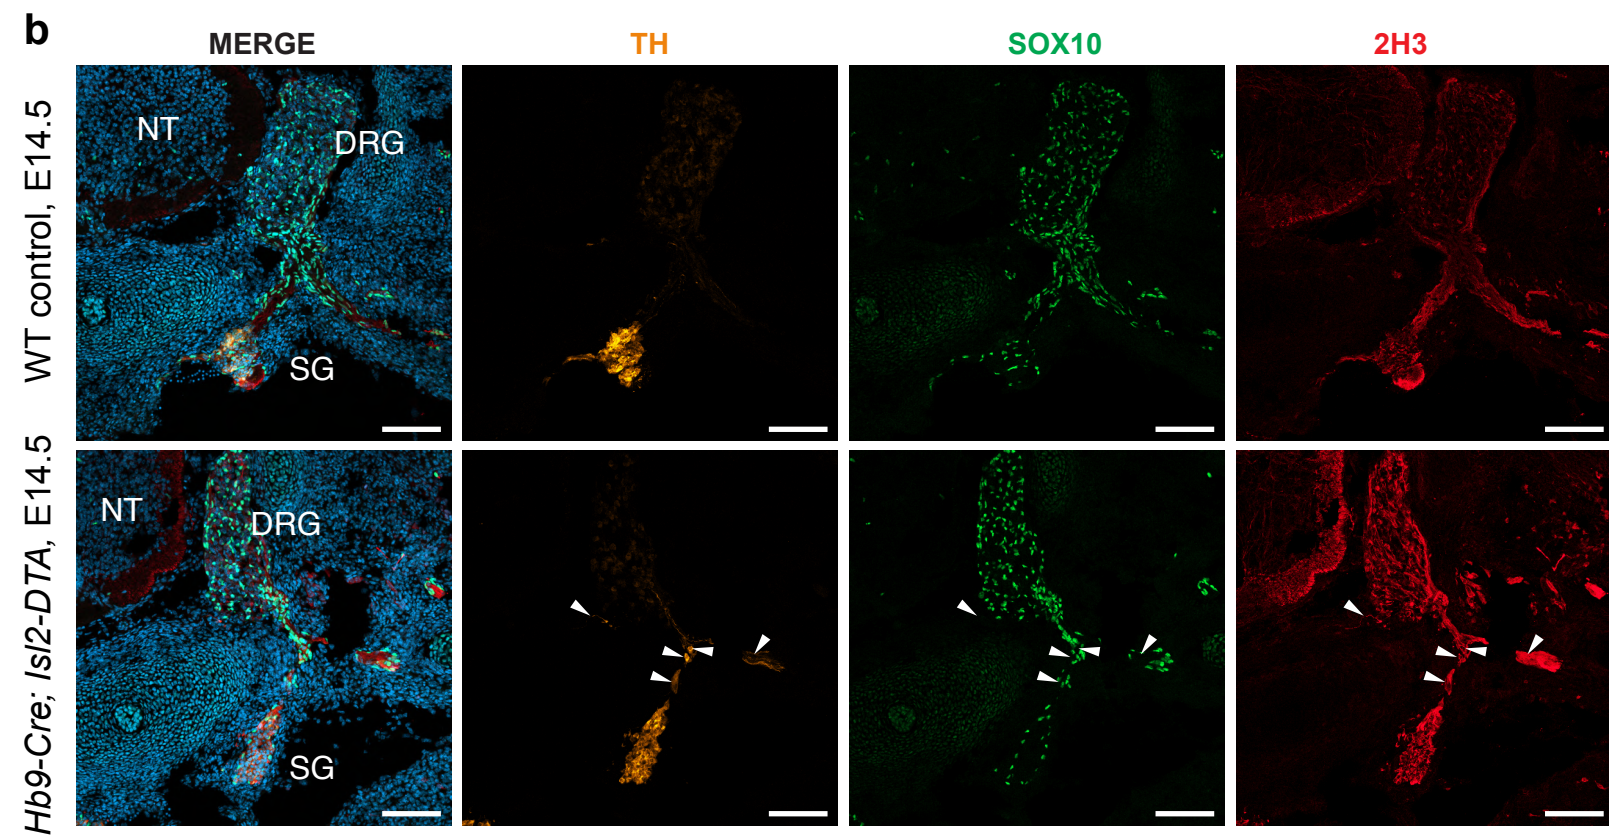

**Figure S5: Fragmentation of sympathetic ganglia confirmed in an alternative genetic model of motor nerve ablation.** Transverse sections through the trunk of E14.5 *Hb9-Cre; Isl2-DTA* embryos and controls. **(a)** Mutant embryo stained for PHOX2B (red), SOX10 (green), 2H3 (blue). Right panels are magnified from boxed areas in low magnification image (left). Arrowheads point to SOX10<sup>+</sup>/PHOX2B<sup>+</sup> cells associated with sensory nerve fibers at a distance from the main sympathetic ganglia. **(b)** Sections from *Hb9-Cre; Isl2-DTA* (bottom) and control embryos (top) stained for TH (orange), SOX10 (green), 2H3 (red). Arrowheads point to ectopic SOX10<sup>+</sup>/TH<sup>+</sup> cells associated with the sensory fibers. All images are representative of n=4 embryos. Scale bars: a: 200  $\mu$ m (left), 100  $\mu$ m (right); b: 100  $\mu$ m. NT: neural tube, DRG: dorsal root ganglion, SG: sympathetic chain ganglia.

TH 2H3 CD31

*Olig2-Cre; DTA* E12.5

Control E12.5

DTA embryo 4

DTA embryo 3

DTA embryo 2

DTA embryo 1

Ctrl embryo 3

Ctrl embryo 2

Ctrl embryo 1

## Sagittal view

### Dorsal view

TH

## Segmentation

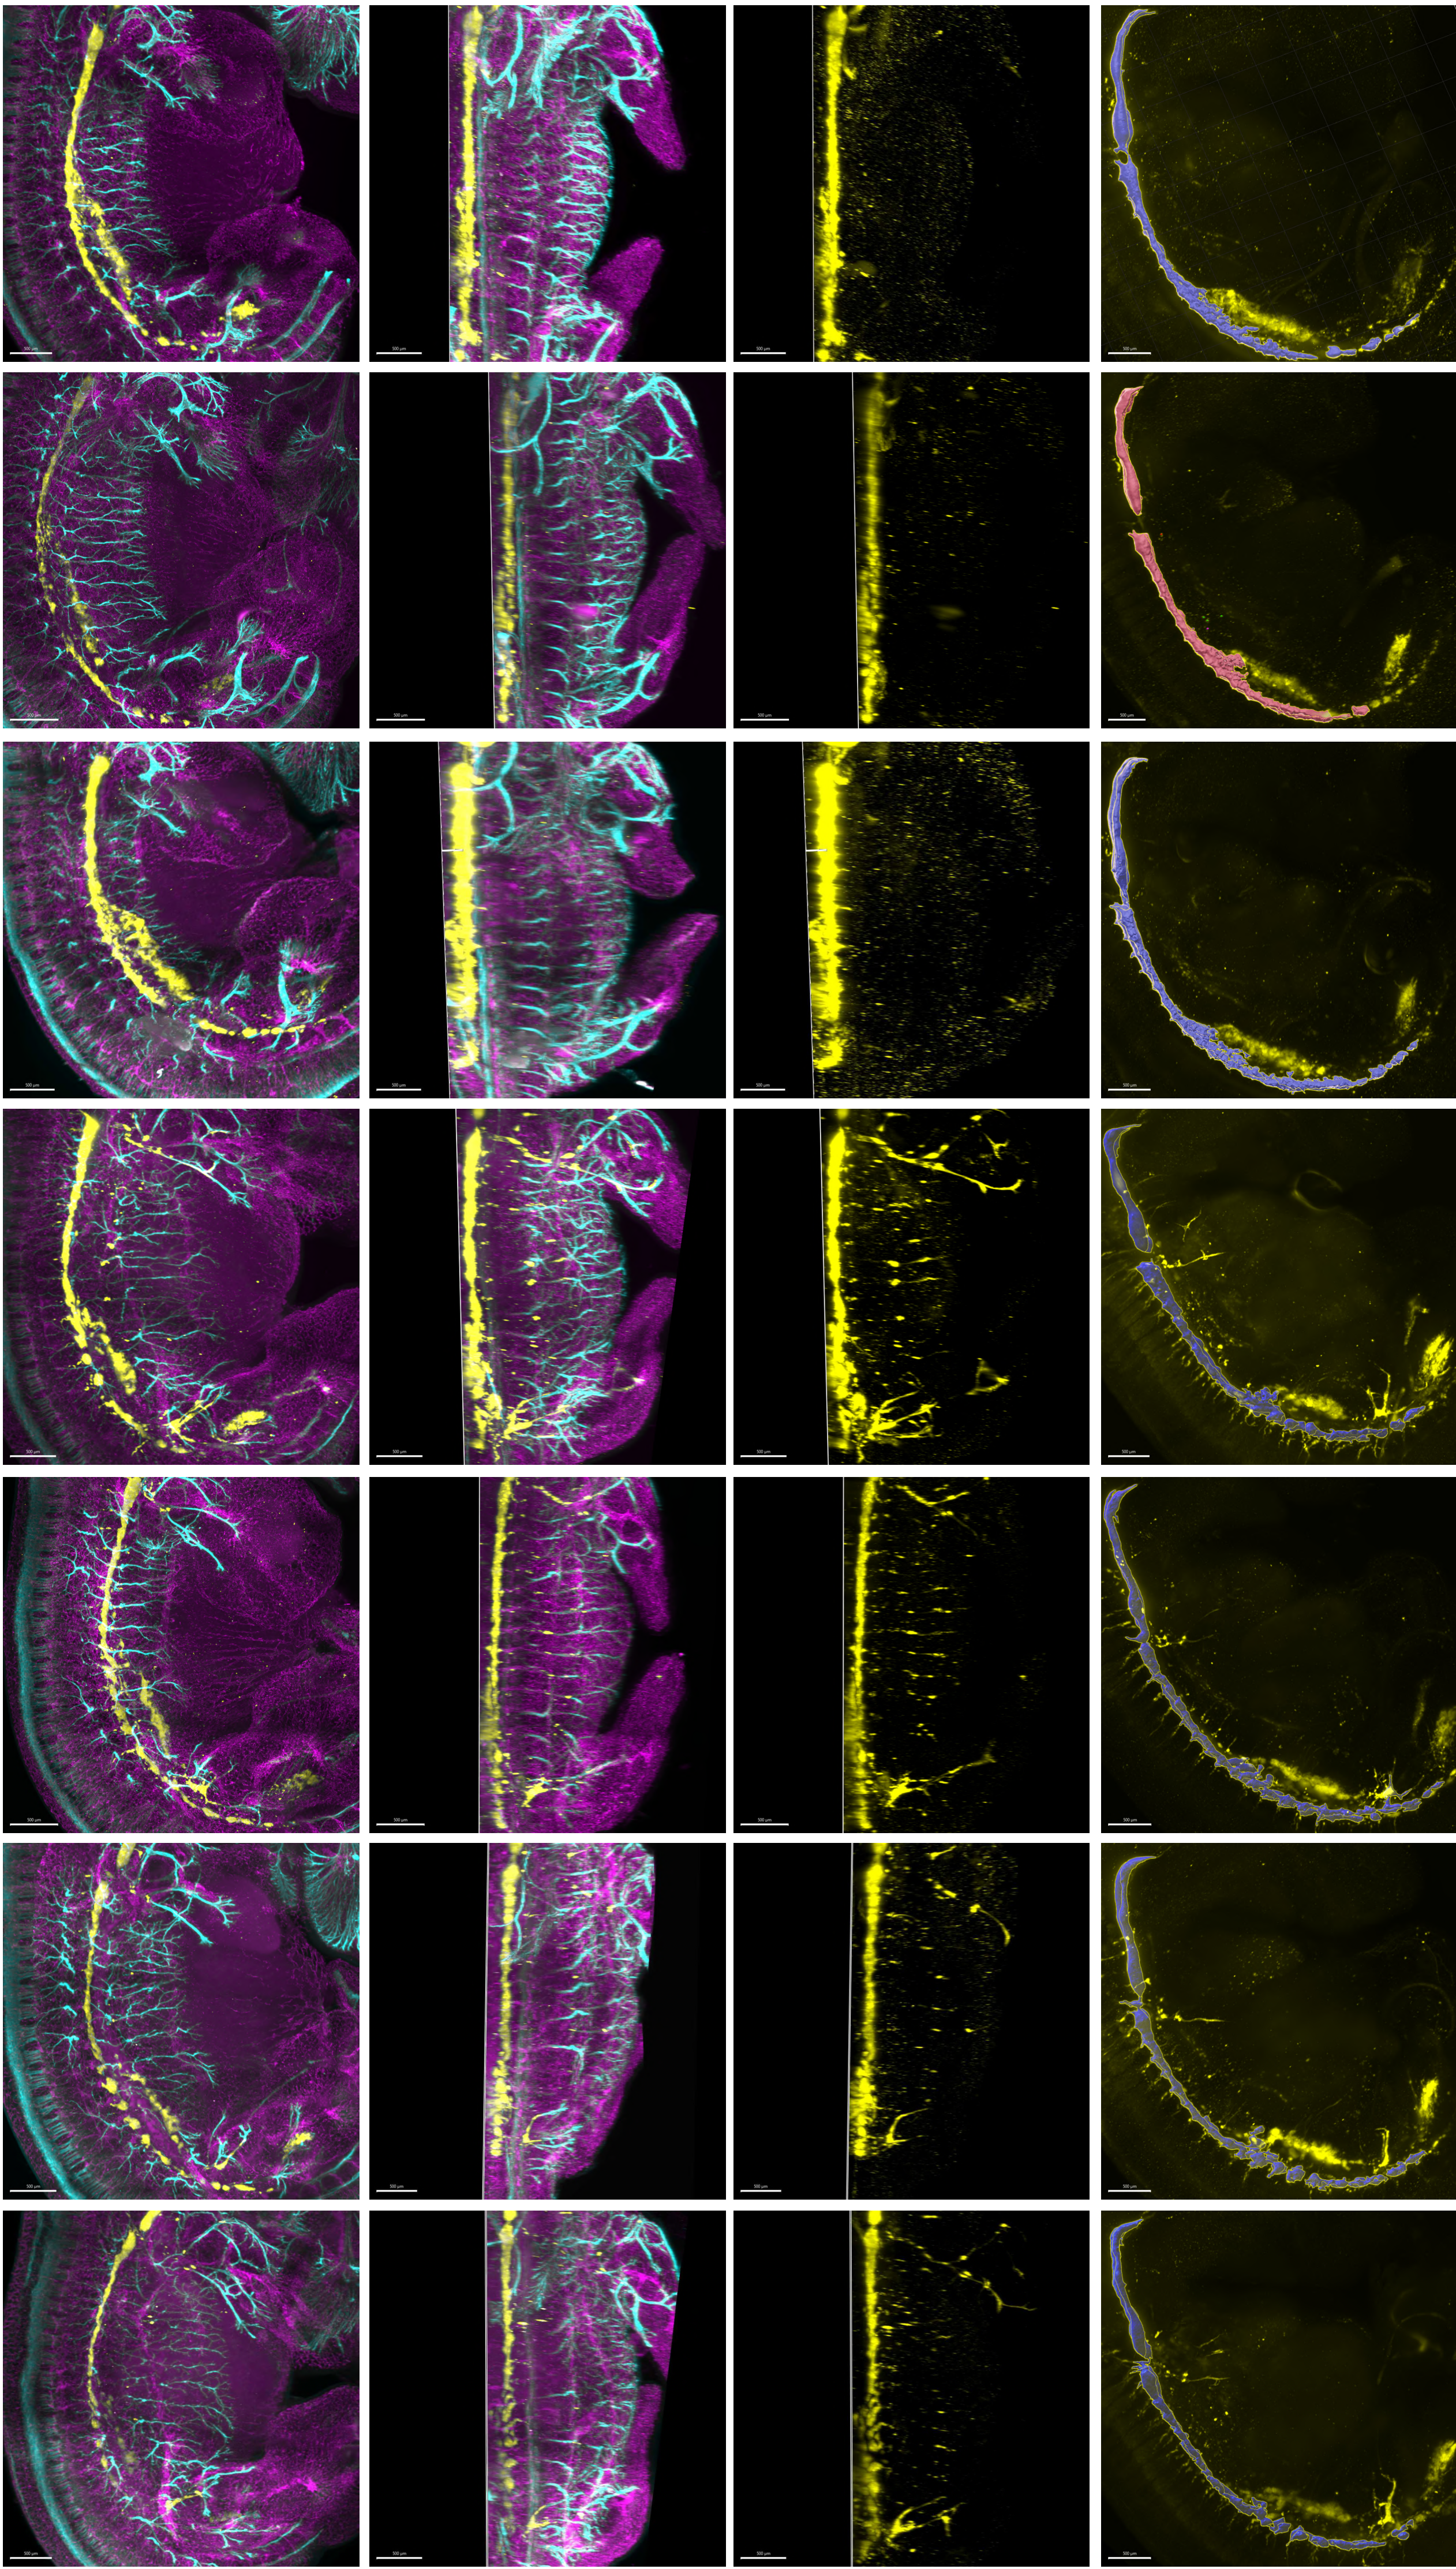

**Figure S6: Examples of whole mount immunostaining and surface segmentation with Imaris software to measure sympathetic chain volumes.** Whole mount immunostaining for TH, 2H3, and CD31 identify the sympathetic chain, peripheral nerves, and blood vessels in E12.5 *Olig2-Cre; DTA* and control littermates (Cre-negative). The leftmost column shows sagittal views of embryos at the midline, and the second column shows the same z-stack after a 90-degree rotation about the anteroposterior axis. While TH staining shows some variability from embryo-to-embryo (third column), automatic thresholding within Imaris software identifies the sympathetic chain boundaries (right column). An initial mask was applied to include only the sympathetic chain and exclude other TH<sup>+</sup> cells (misplaced sympathoblasts, pelvic ganglion, adrenals and paraganglia). Replicates are shown. Scale bars: 500  $\mu$ m.

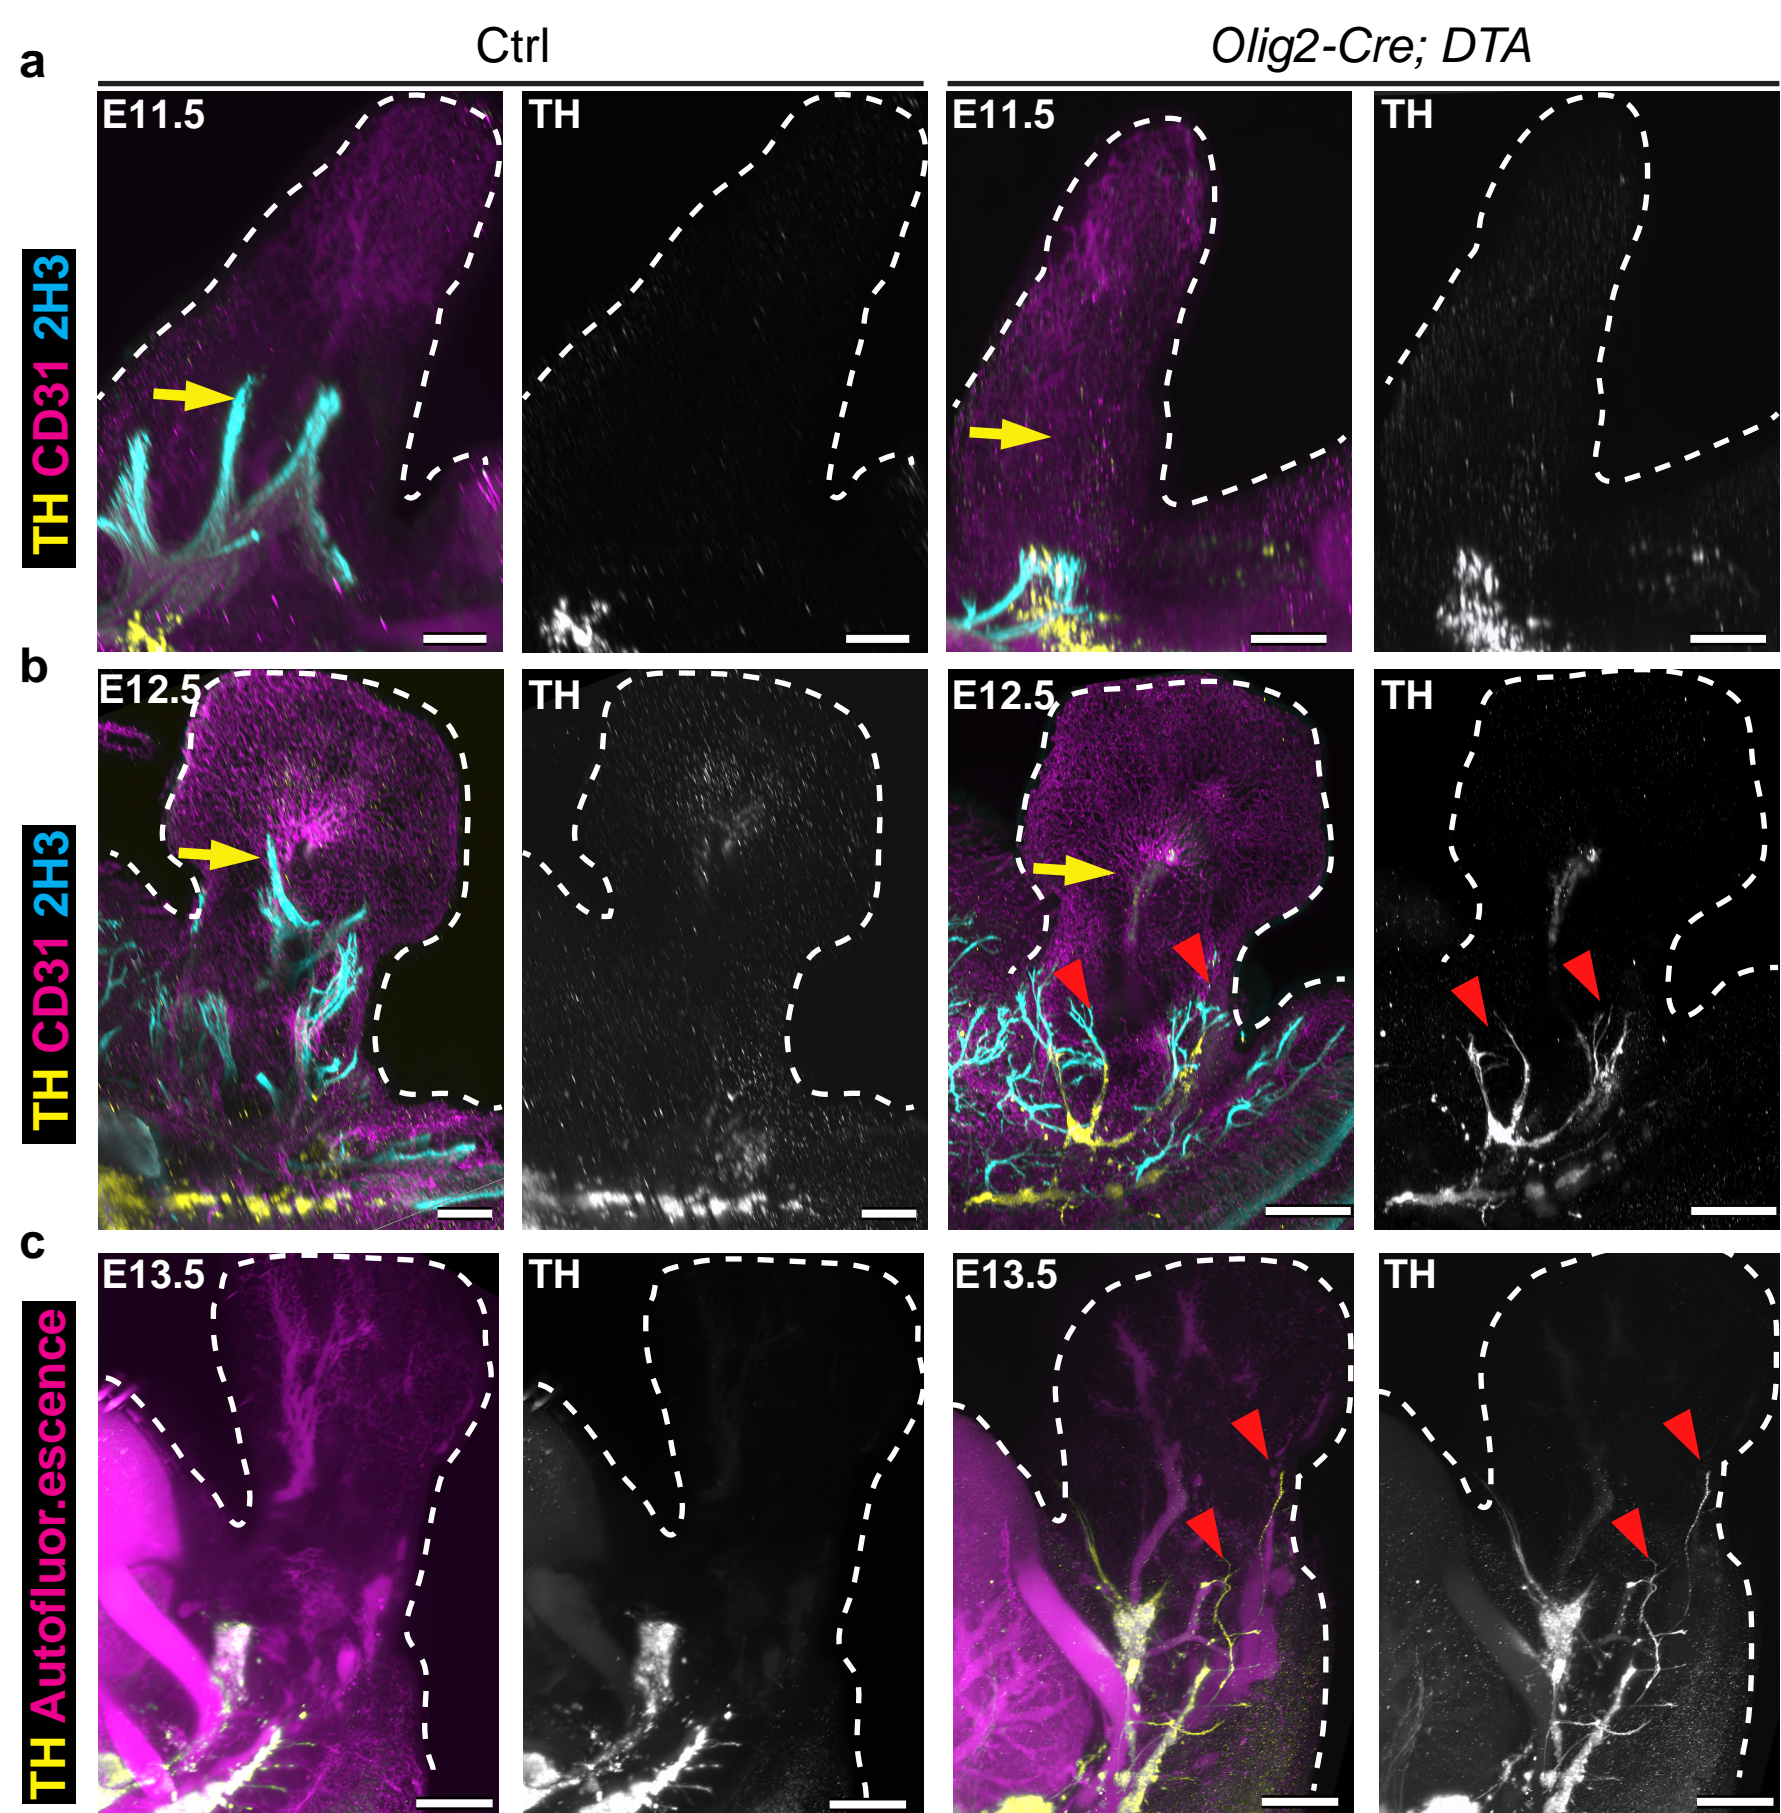

**Figure S7: Motor ablation results in aberrant sympathetic innervation of the hindlimbs.**

Whole mount immunostaining for TH, 2H3, CD31 to visualize peripheral nerves innervating the hindlimb region of E11.5 **(a)**, E12.5 **(b)**, or E13.5 **(c)** control (left) and *Olig2-Cre; DTA* (right) embryos from Figure 5. Dotted lines outline the hindlimb identified by autofluorescence. Red arrowheads point to inappropriate sympathetic innervation extending into the hindlimb. Note the loss of 2H3<sup>+</sup>/TH<sup>+</sup> motor nerves in the limbs of mutant embryos (yellow arrows). Representative images of at least 3 embryos per condition. Scale bars: a: 300  $\mu$ m; b-c: 500  $\mu$ m.

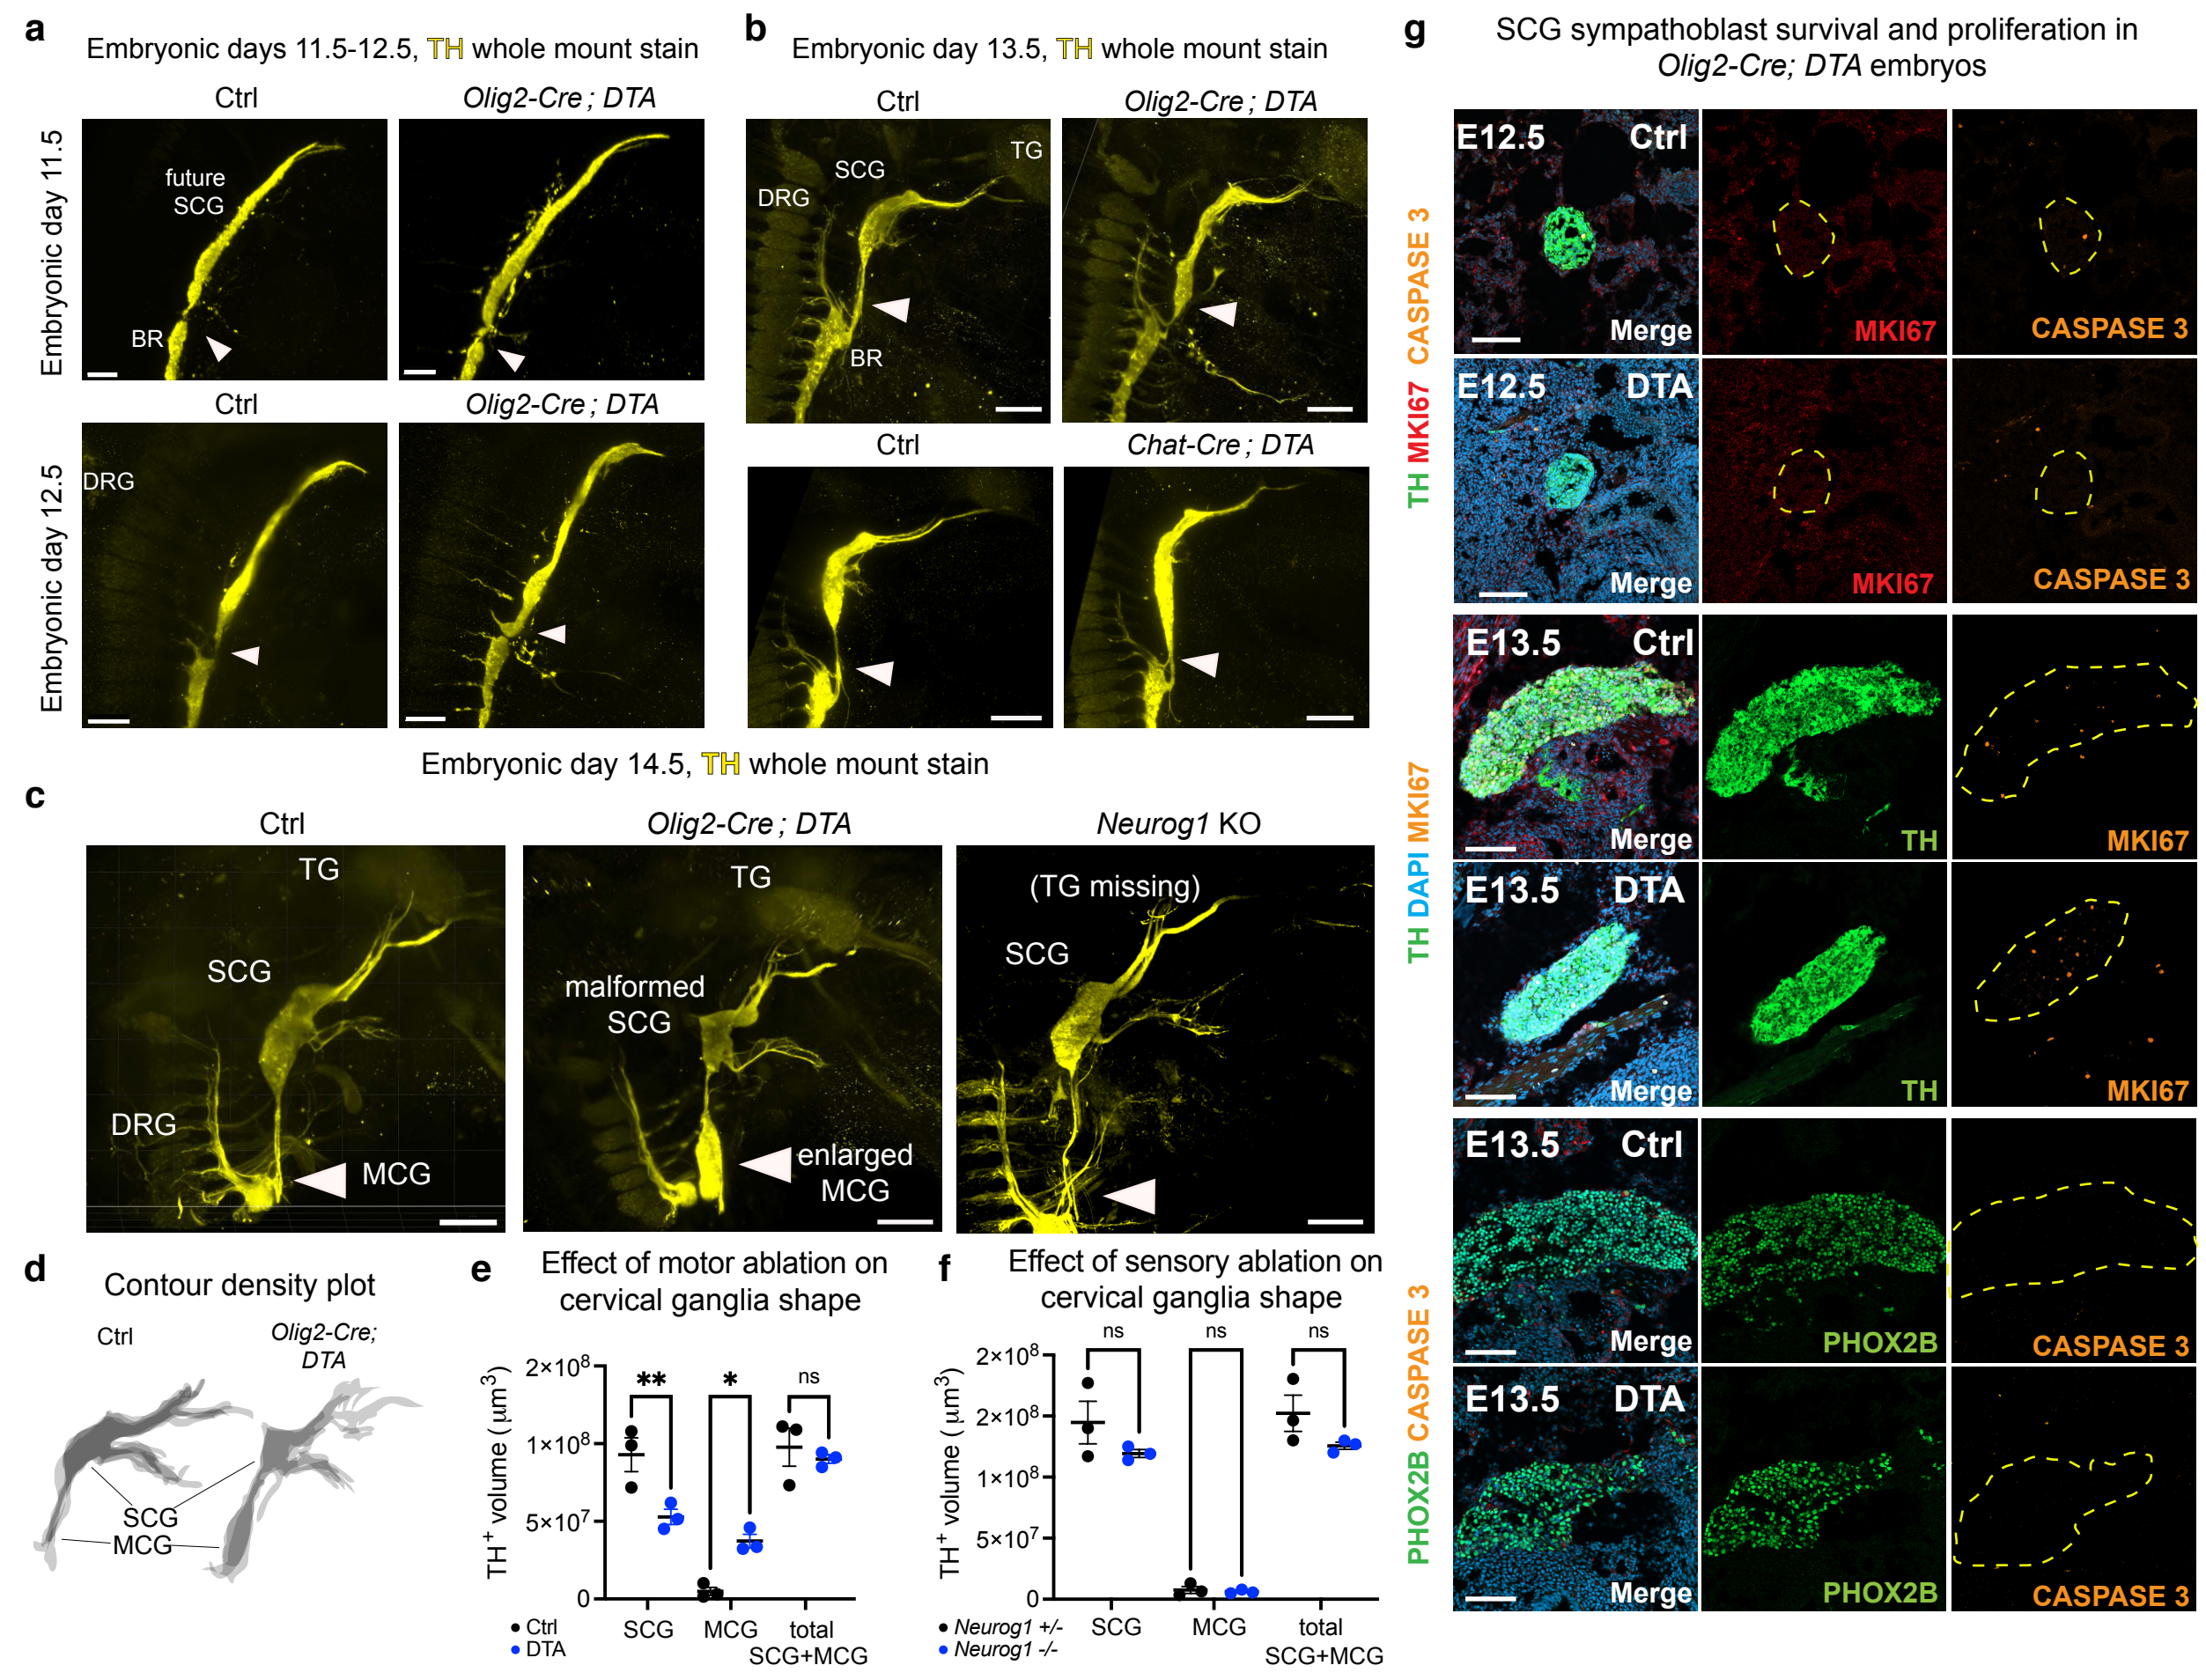

**Figure S8: Cervical sympathetic ganglia development depends on visceromotor innervation.**

**(a)** Sagittal view of TH whole mount immunostaining shows cervical ganglia anlagen in E11.5 and E12.5 *Olig2-Cre; DTA* (right) and control (left) embryos from Figure 5. Arrowheads point to the thinned region between cervical and brachial sympathetic ganglia in controls, which becomes progressively larger in *Olig2-Cre; DTA* embryos. Representative of 3-4 embryos per condition. **(b)** TH whole mount immunostaining in E13.5 embryos with motor ablation genotypes in right panels (*Olig2-Cre; DTA*, top and *Chat-Cre; DTA*, bottom) and corresponding littermate controls (left). Cervical ganglia morphology is severely affected (arrowheads) in *Olig2-Cre; DTA* embryos (ablation of motor neuron progenitors), while *Chat-Cre; DTA* embryos (ablation of mature motor neurons) present milder defects (arrowheads). Representative of 4-6 embryos per condition. **(c)** TH whole mount immunostaining in E14.5 controls (left), motor nerve-ablated embryos (*Olig2-Cre; DTA*, middle) and cervical sensory nerve-ablated embryos (*Neurog1 KO*, right). Medial cervical ganglion (MGC) appears enlarged in *Olig2-Cre; DTA* but not in *Neurog1 KO* and controls (arrowheads). **(d)** Contour density of cervical ganglia shaded at low opacity to show shape variation across 3 *Olig2-Cre; DTA* and 3 control littermate embryos. **(e-f)** Quantification of the superior cervical ganglia (SCG) and medial cervical ganglia (MCG) volumes in E14.5 *Olig2-Cre; DTA* embryos and controls (e), as well as *Neurog1* heterozygote and full KO (f). Each dot represents the volume of a single SCG, MCG or the combined total volume of SCG+MCG. Mean  $\pm$  SEM Ordinary one-way ANOVA with Šídák's multiple comparisons test (\*)  $p=0.0268$ ; (\*\*)  $p=0.0070$ ; ns:  $p>0.05$ ;  $n=3$  embryos per genotype. **(g)** Transverse sections through SCG of *Olig2-Cre; DTA* and controls stained for TH, MKI67, and cleaved CASPASE3 at E12.5 (top panels). Middle and bottom panels show sagittal sections of E13.5 SCG stained for TH and MKI67 (middle) or cleaved CASPASE3 and PHOX2B (bottom). Dotted lines outline the cervical ganglia. In both mutants and controls, proliferating and apoptotic cells are rarely observed in the ganglia. Images represent  $n=3$  embryos per genotype (top and middle panels) and  $n=1$  embryo per genotype (bottom panels). WT: wildtype, TG: trigeminal ganglia, DRG: dorsal root ganglia, SCG: superior cervical ganglion, MCG: medial cervical ganglion, BR: brachial level. Scale bars: a: 200  $\mu\text{m}$  (top) and 300  $\mu\text{m}$  (bottom); b, c: 500  $\mu\text{m}$ ; g: 100  $\mu\text{m}$ .

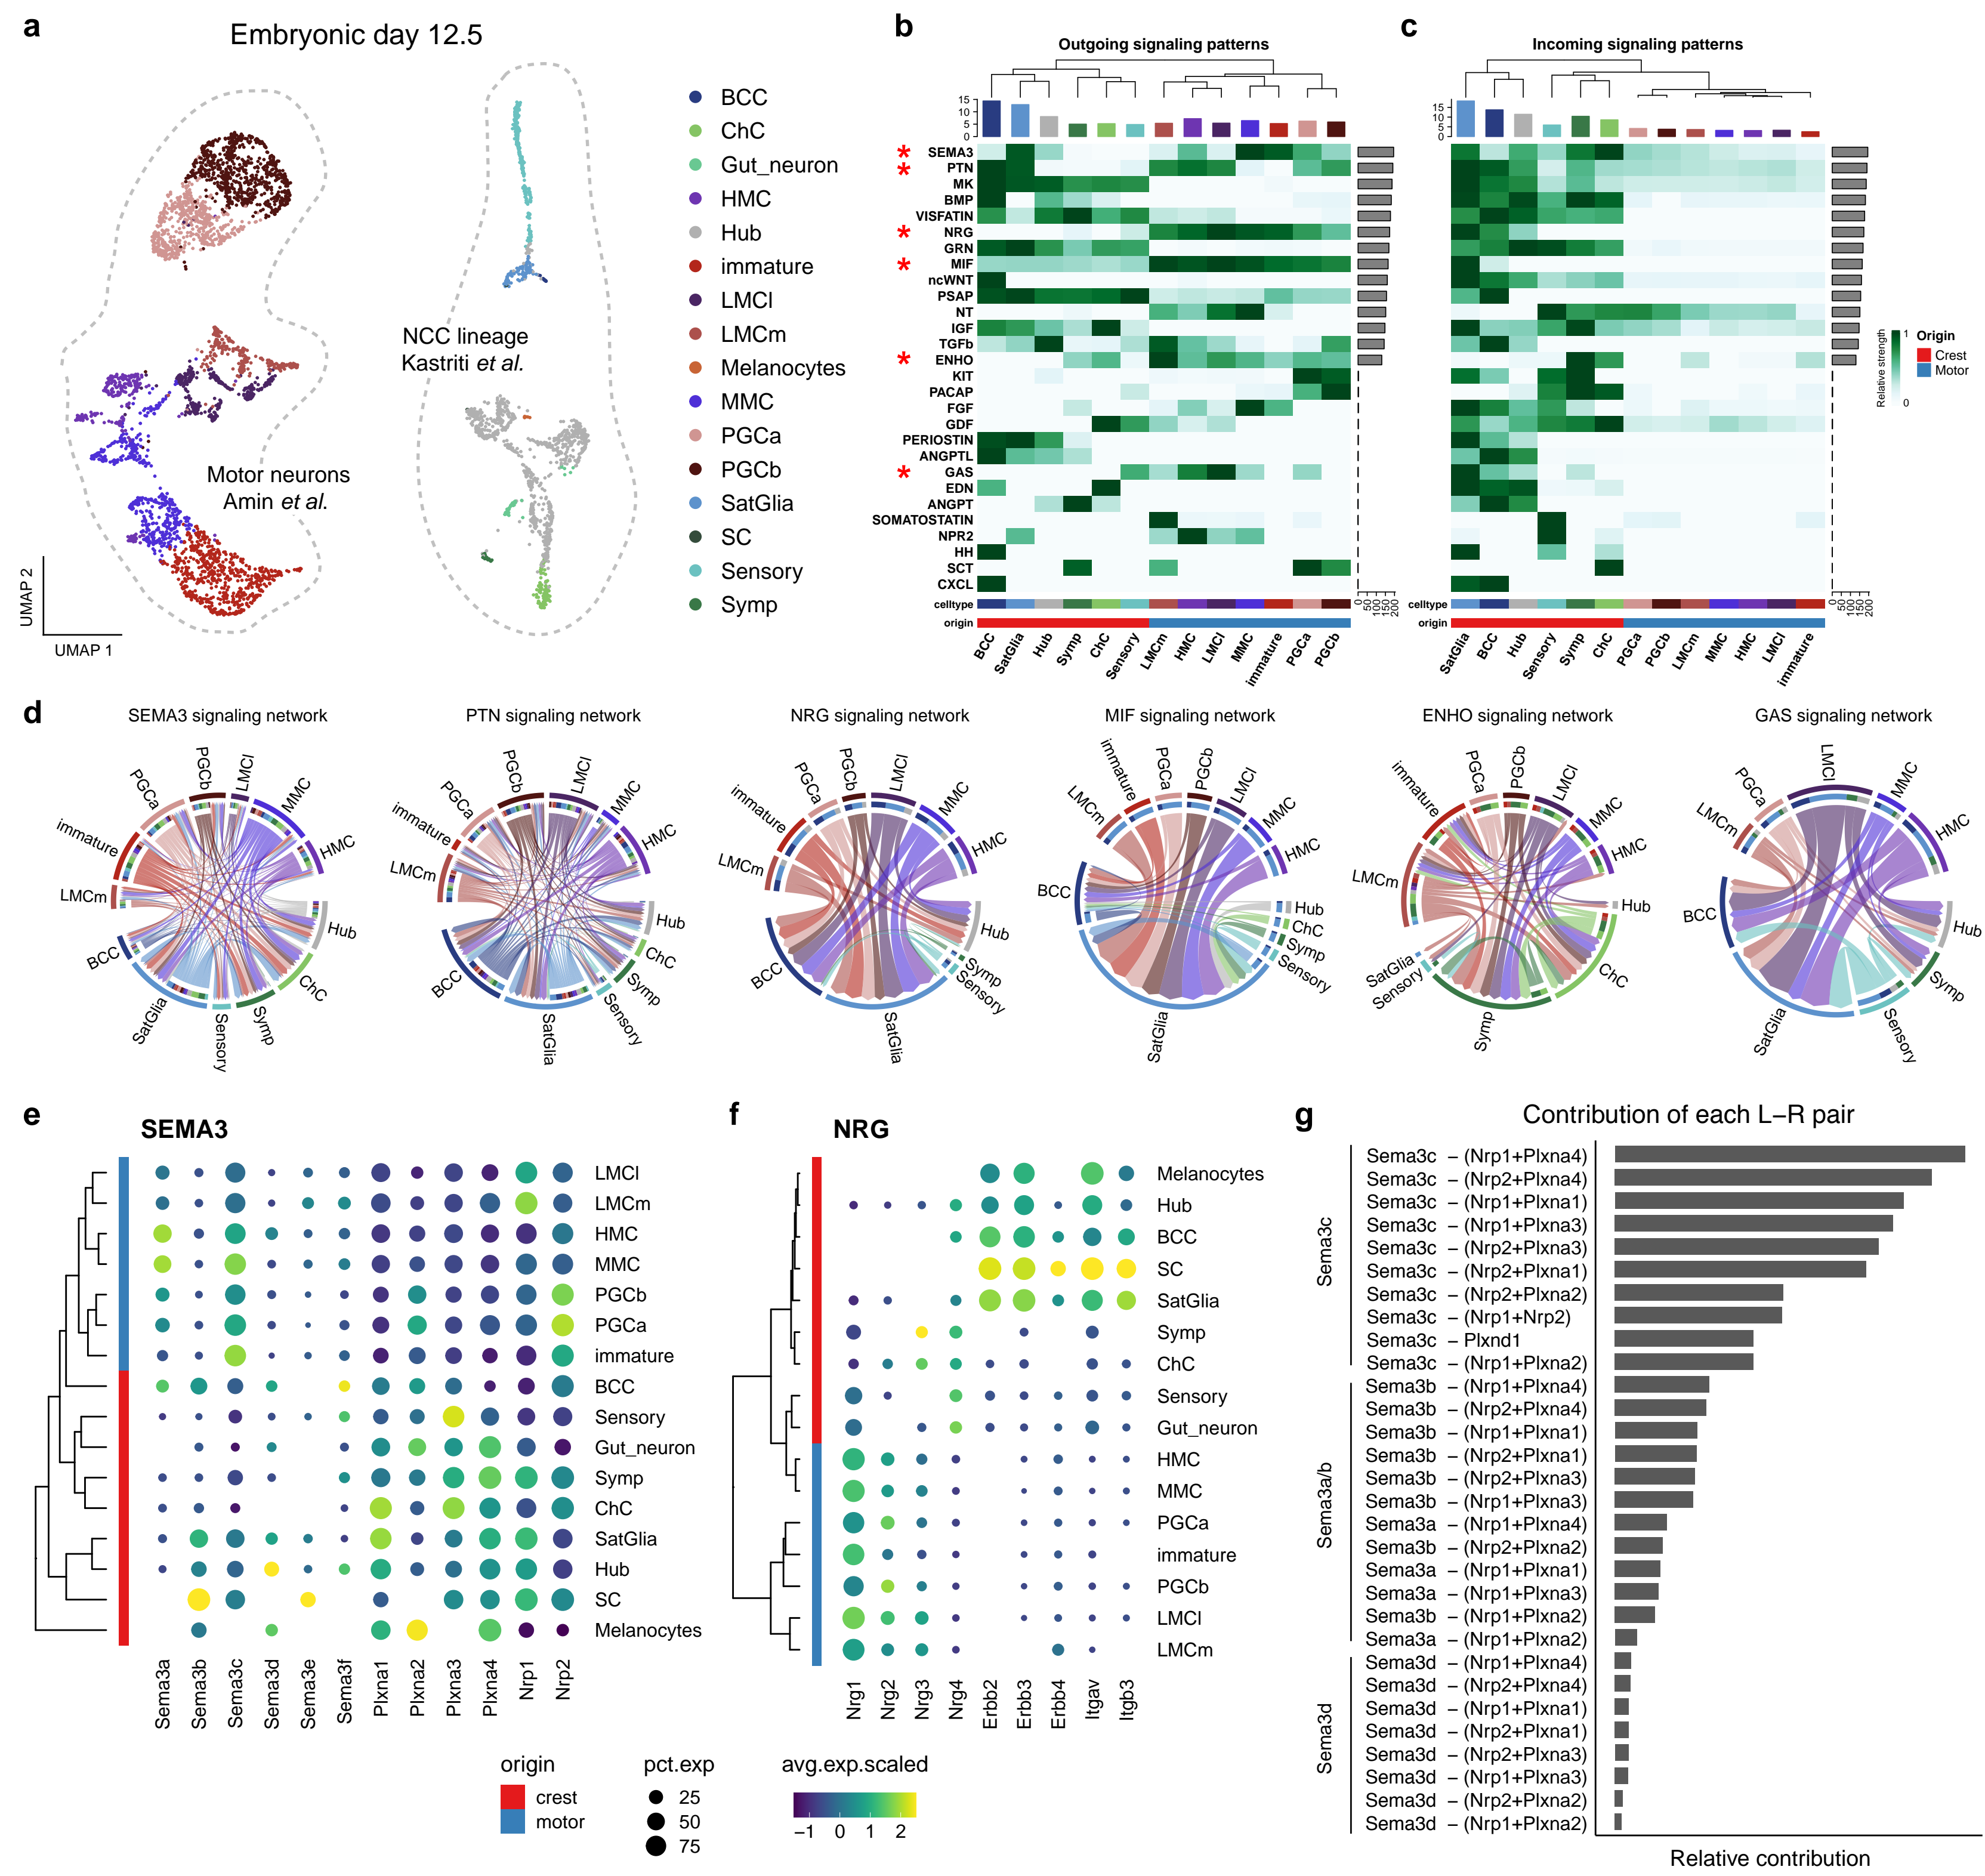

**Figure S9: Predicted molecular interactions between motor neurons and neural crest lineages.**

**(a)** Merged UMAP embedding of single-cell transcriptomics datasets from E12.5 trunk neural crest derivatives (traced via *Sox10-Cre<sup>ERT2</sup>*) and E12.5 spinal motor neurons (labeled via *Hb9-GFP*) with color-coded cell clusters annotated according to the original studies. “Hub” refers to the hub state of SCPs. **(b-c)** Heatmaps of predicted outgoing (b, ligands) and incoming (c, receptors) pathways for each cell type sorted by relative signaling strength (shown as a bar graph at the right side of each heatmap) computed by *CellChat*. The strongest inferred signals from motor neurons (blue) to neural crest cell derivatives (red) are marked by asterisks. **(d)** Inferred signaling networks showing aggregated expression of all ligand-receptor pairs pertaining to the selected candidate signaling pathways predicted by *CellChat*. Chord plots show the directionality of signaling between each cluster. **(e-f)** Dot plot showing gene expression of ligands and receptors of Semaphorin (e) and Neuregulin (f) pathways. The color scale corresponds to the average gene expression per cluster. Dot size corresponds to the proportion of cells expressing the gene in the cluster. The red/blue bars indicate dataset of origin. **(g)** Top SEMA3 receptor-ligand pairs ordered by their relative contribution to the *CellChat* prediction. MN: motor neuron; NT: neural tube; NCC: neural crest cell; BCC: boundary cap; ChC: chromaffin cells; HMC: hypaxial motor column; Hub: Schwann cell precursors; LMCl: lateral motor column lateral division; LMCm: LMC medial division; MMC: medial motor column; PGCa/b: preganglionic motor column (a/b) divisions; SatGlia: satellite glia; SC: Schwann Cells; Symp: sympathetic neurons.

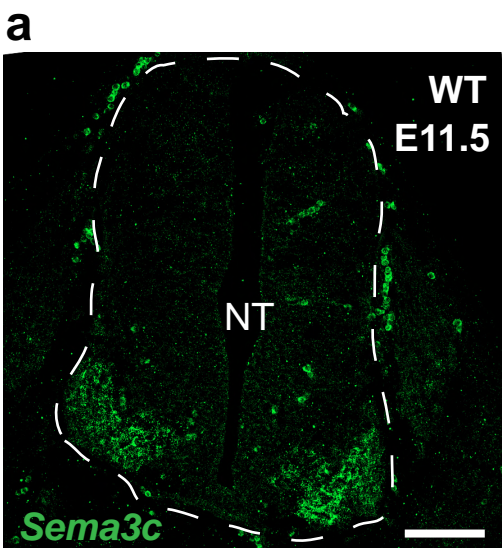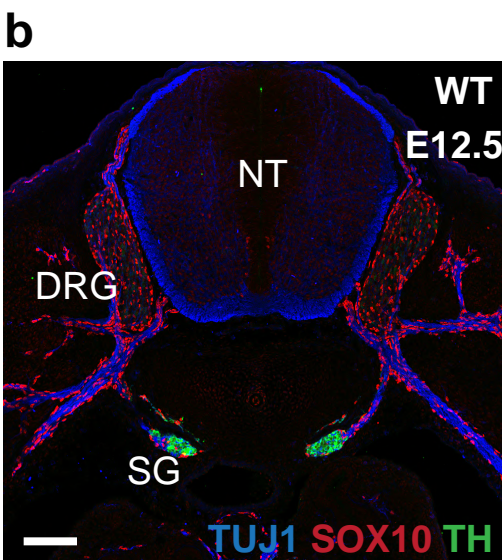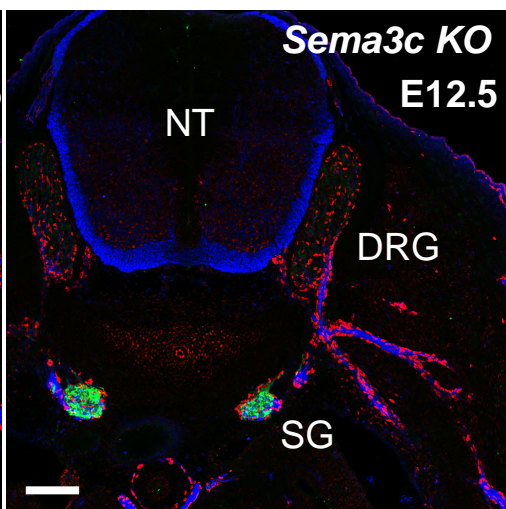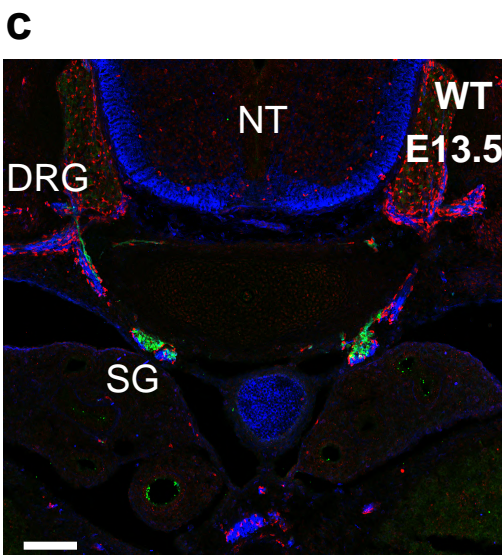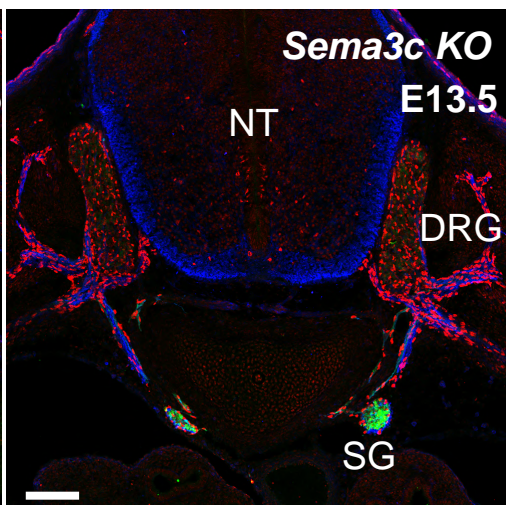

**Figure S10: Semaphorin 3C does not influence sympathoblast positioning.** (a) *In situ* hybridization chain reaction (HCR) of Semaphorin 3C (Sema3C) in transverse sections of E11.5 embryo neural tube (outlined, n=2 embryos). (b-c) Trunk transverse sections of E12.5 (b) and E13.5 (c) *Sema3C KO* embryos (right) and controls (left) stained for TH (green), SOX10 (red), and TUJ1 (blue) to mark sympathetic neurons, SCPs/glia, and peripheral nerves, respectively. *Sema3C KO* embryos do not display apparent defects in sympathetic nervous system assembly. Representative images of n=3 E12.5 embryos per genotype and n=4 E13.5 embryos per genotype. DRG: dorsal root ganglia; SG: sympathetic chain ganglia; NT: neural tube. Scale bars: 100  $\mu$ m.

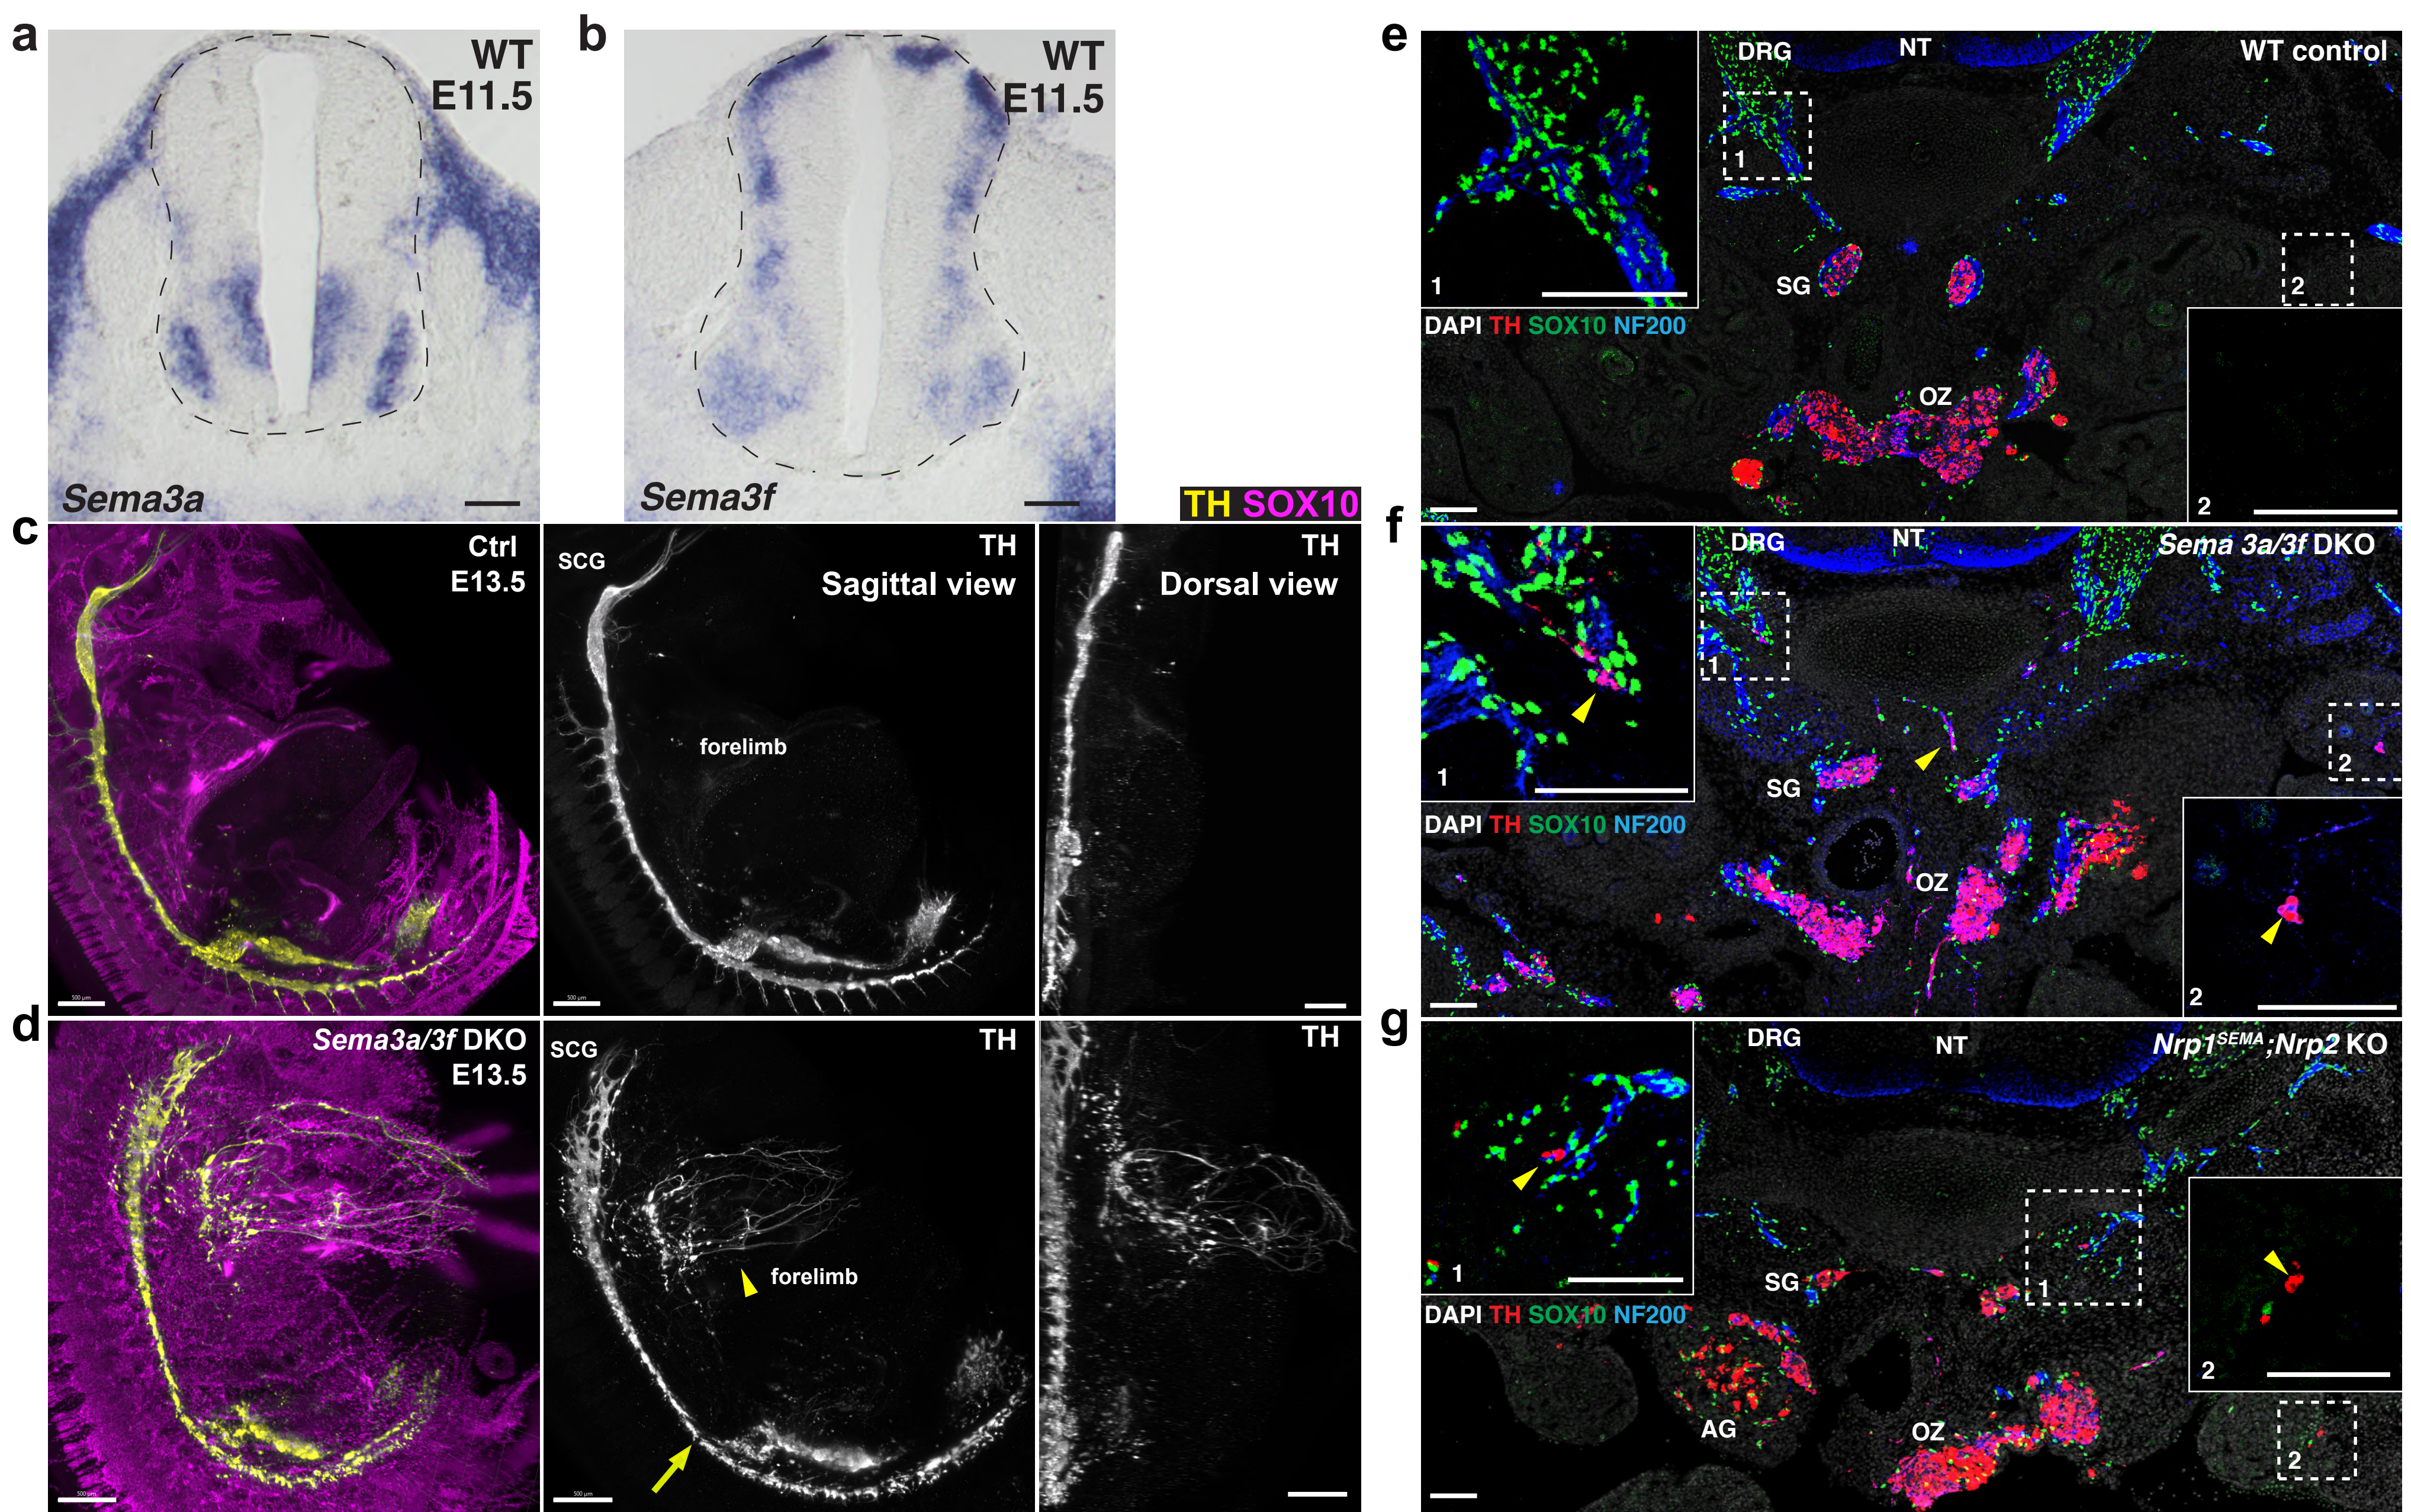

**Figure S11: Sema3 signaling regulates sympathoblast positioning. (a-b)** *In situ* hybridization for *Sema3a* (a) and *Sema3f* (b) in transverse sections of the embryonic neural tube at E11.5. Representative of 6 embryos. **(c-d)** Whole mount immunostaining of sympathetic ganglia (TH, yellow, and SOX10, magenta) in control (c) and *Sema3a/Sema3f* double KO embryos (d) at E13.5. TH is shown separately in sagittal (middle) and dorsal (right) views to highlight aberrant innervation of forelimbs (arrowheads) and morphological defects (arrow) in mutants. Images representative of n=3 control embryos and n=1 *Sema3a/Sema3f* double KO embryo. **(e-g)** Transverse lumbar sections of E13.5 control (e), *Sema3a/Sema3f* double KO (f) and *Nrp1<sup>SEMA/SEMA</sup>; Nrp2<sup>-/-</sup>* (g) embryos. Immunofluorescence for TH (red), SOX10 (green), NF200 (blue) and DAPI (grey) identifies sympathetic neurons, SCPs/glia, peripheral nerves and nuclei, respectively. Insets are magnifications of the boxed areas (without DAPI staining). Yellow arrowheads mark misplaced sympathoblasts. The confocal immunohistochemistry images are representative of n=6 control embryos, n=4 *Nrp1<sup>SEMA/SEMA</sup>; Nrp2<sup>-/-</sup>* embryos, and n=2 *Sema3a/Sema3f* double KO embryos between stages E12.5-13.5. DRG: dorsal root ganglia; SG: sympathetic chain ganglia; NT: neural tube; OZ: organ of Zuckerkandl; AG; adrenal gland; SCG: superior cervical ganglion. Scale bars: a, b: 100  $\mu$ m; c, d: 0.5mm; e, f, g: 20  $\mu$ m.

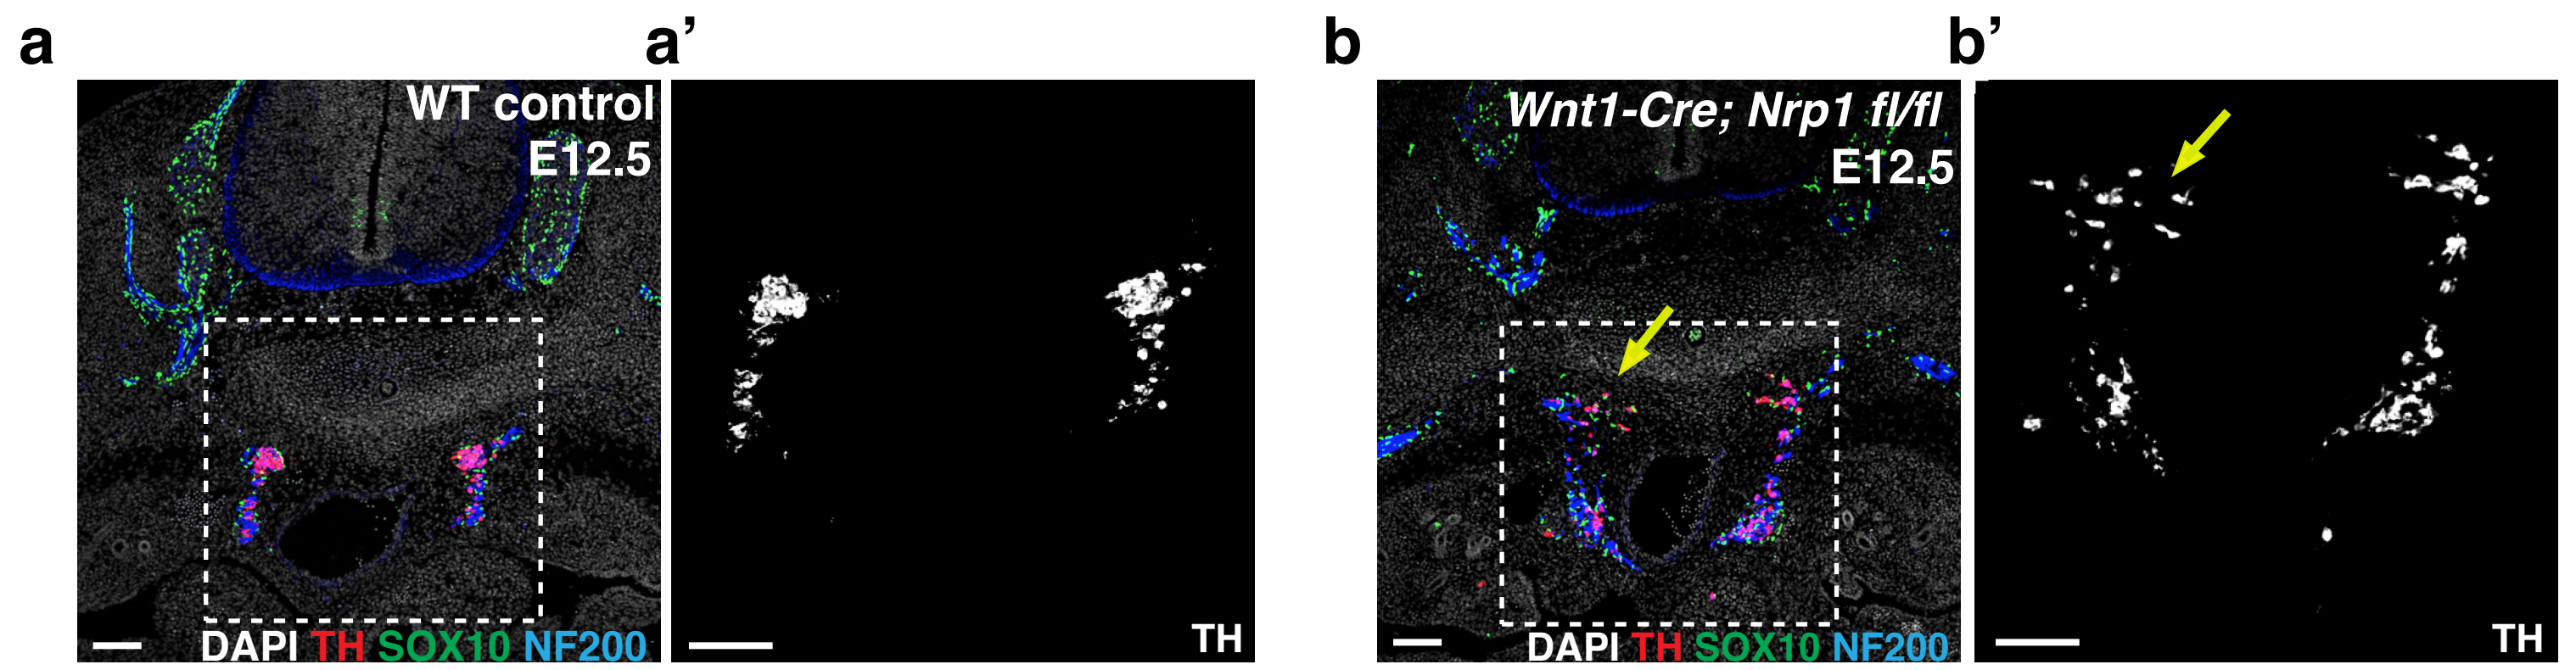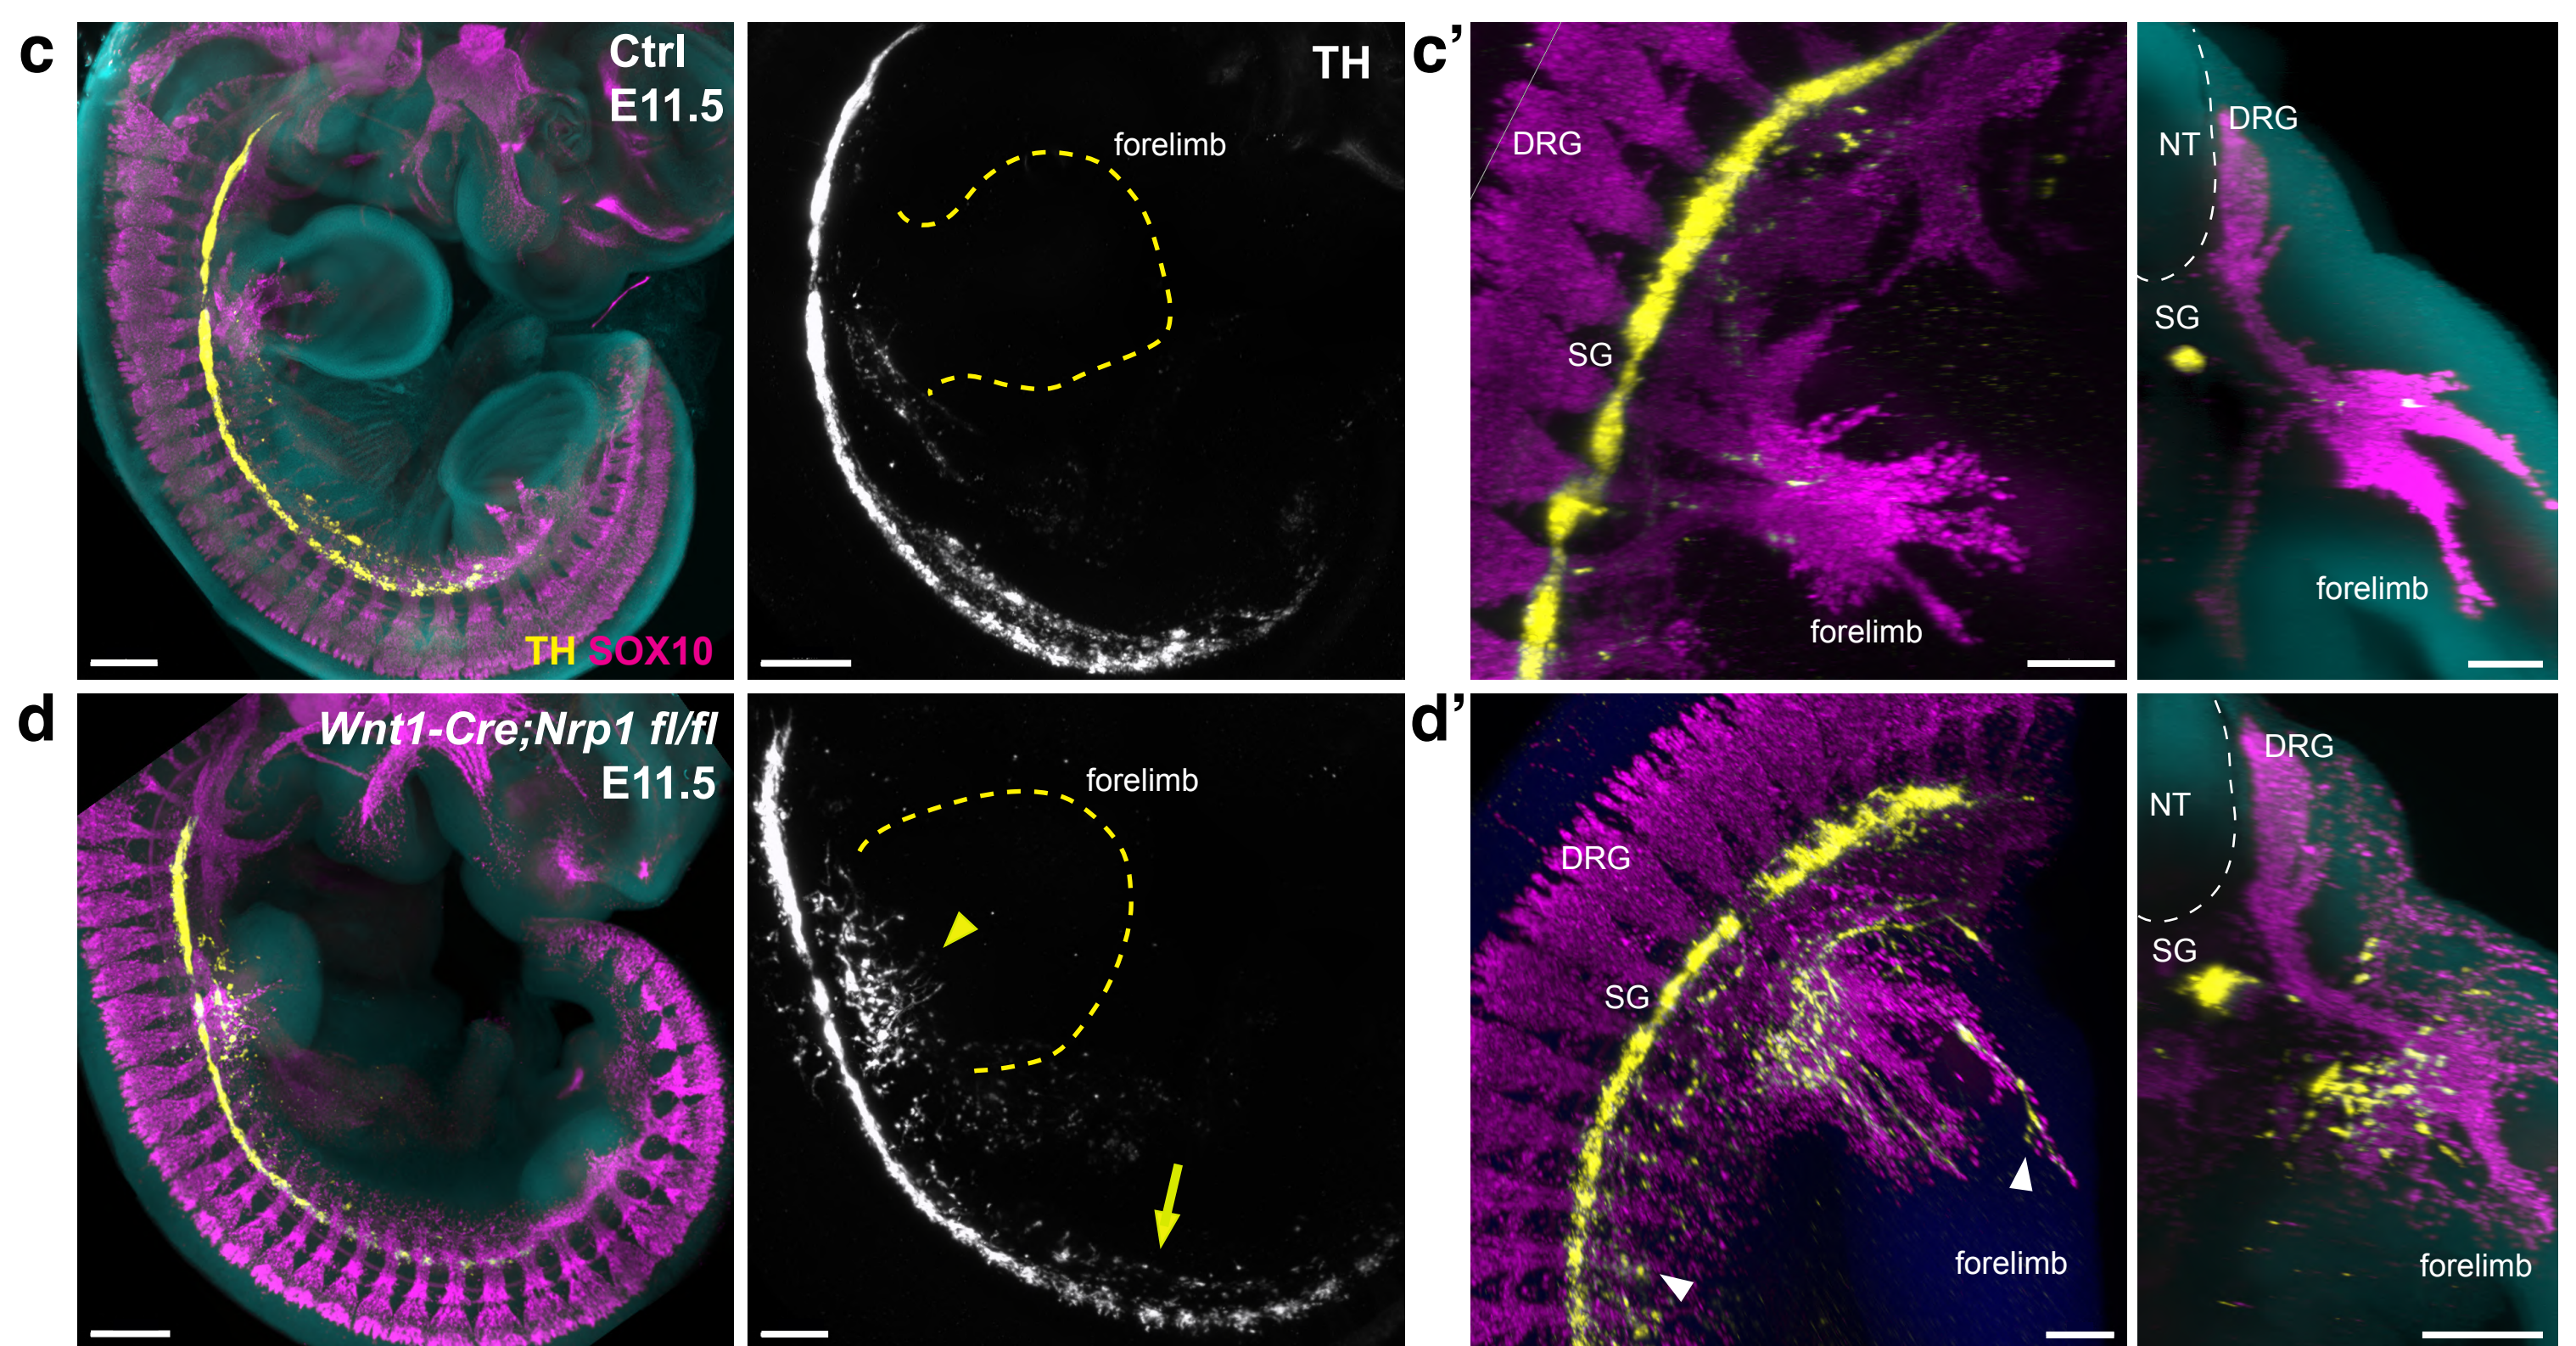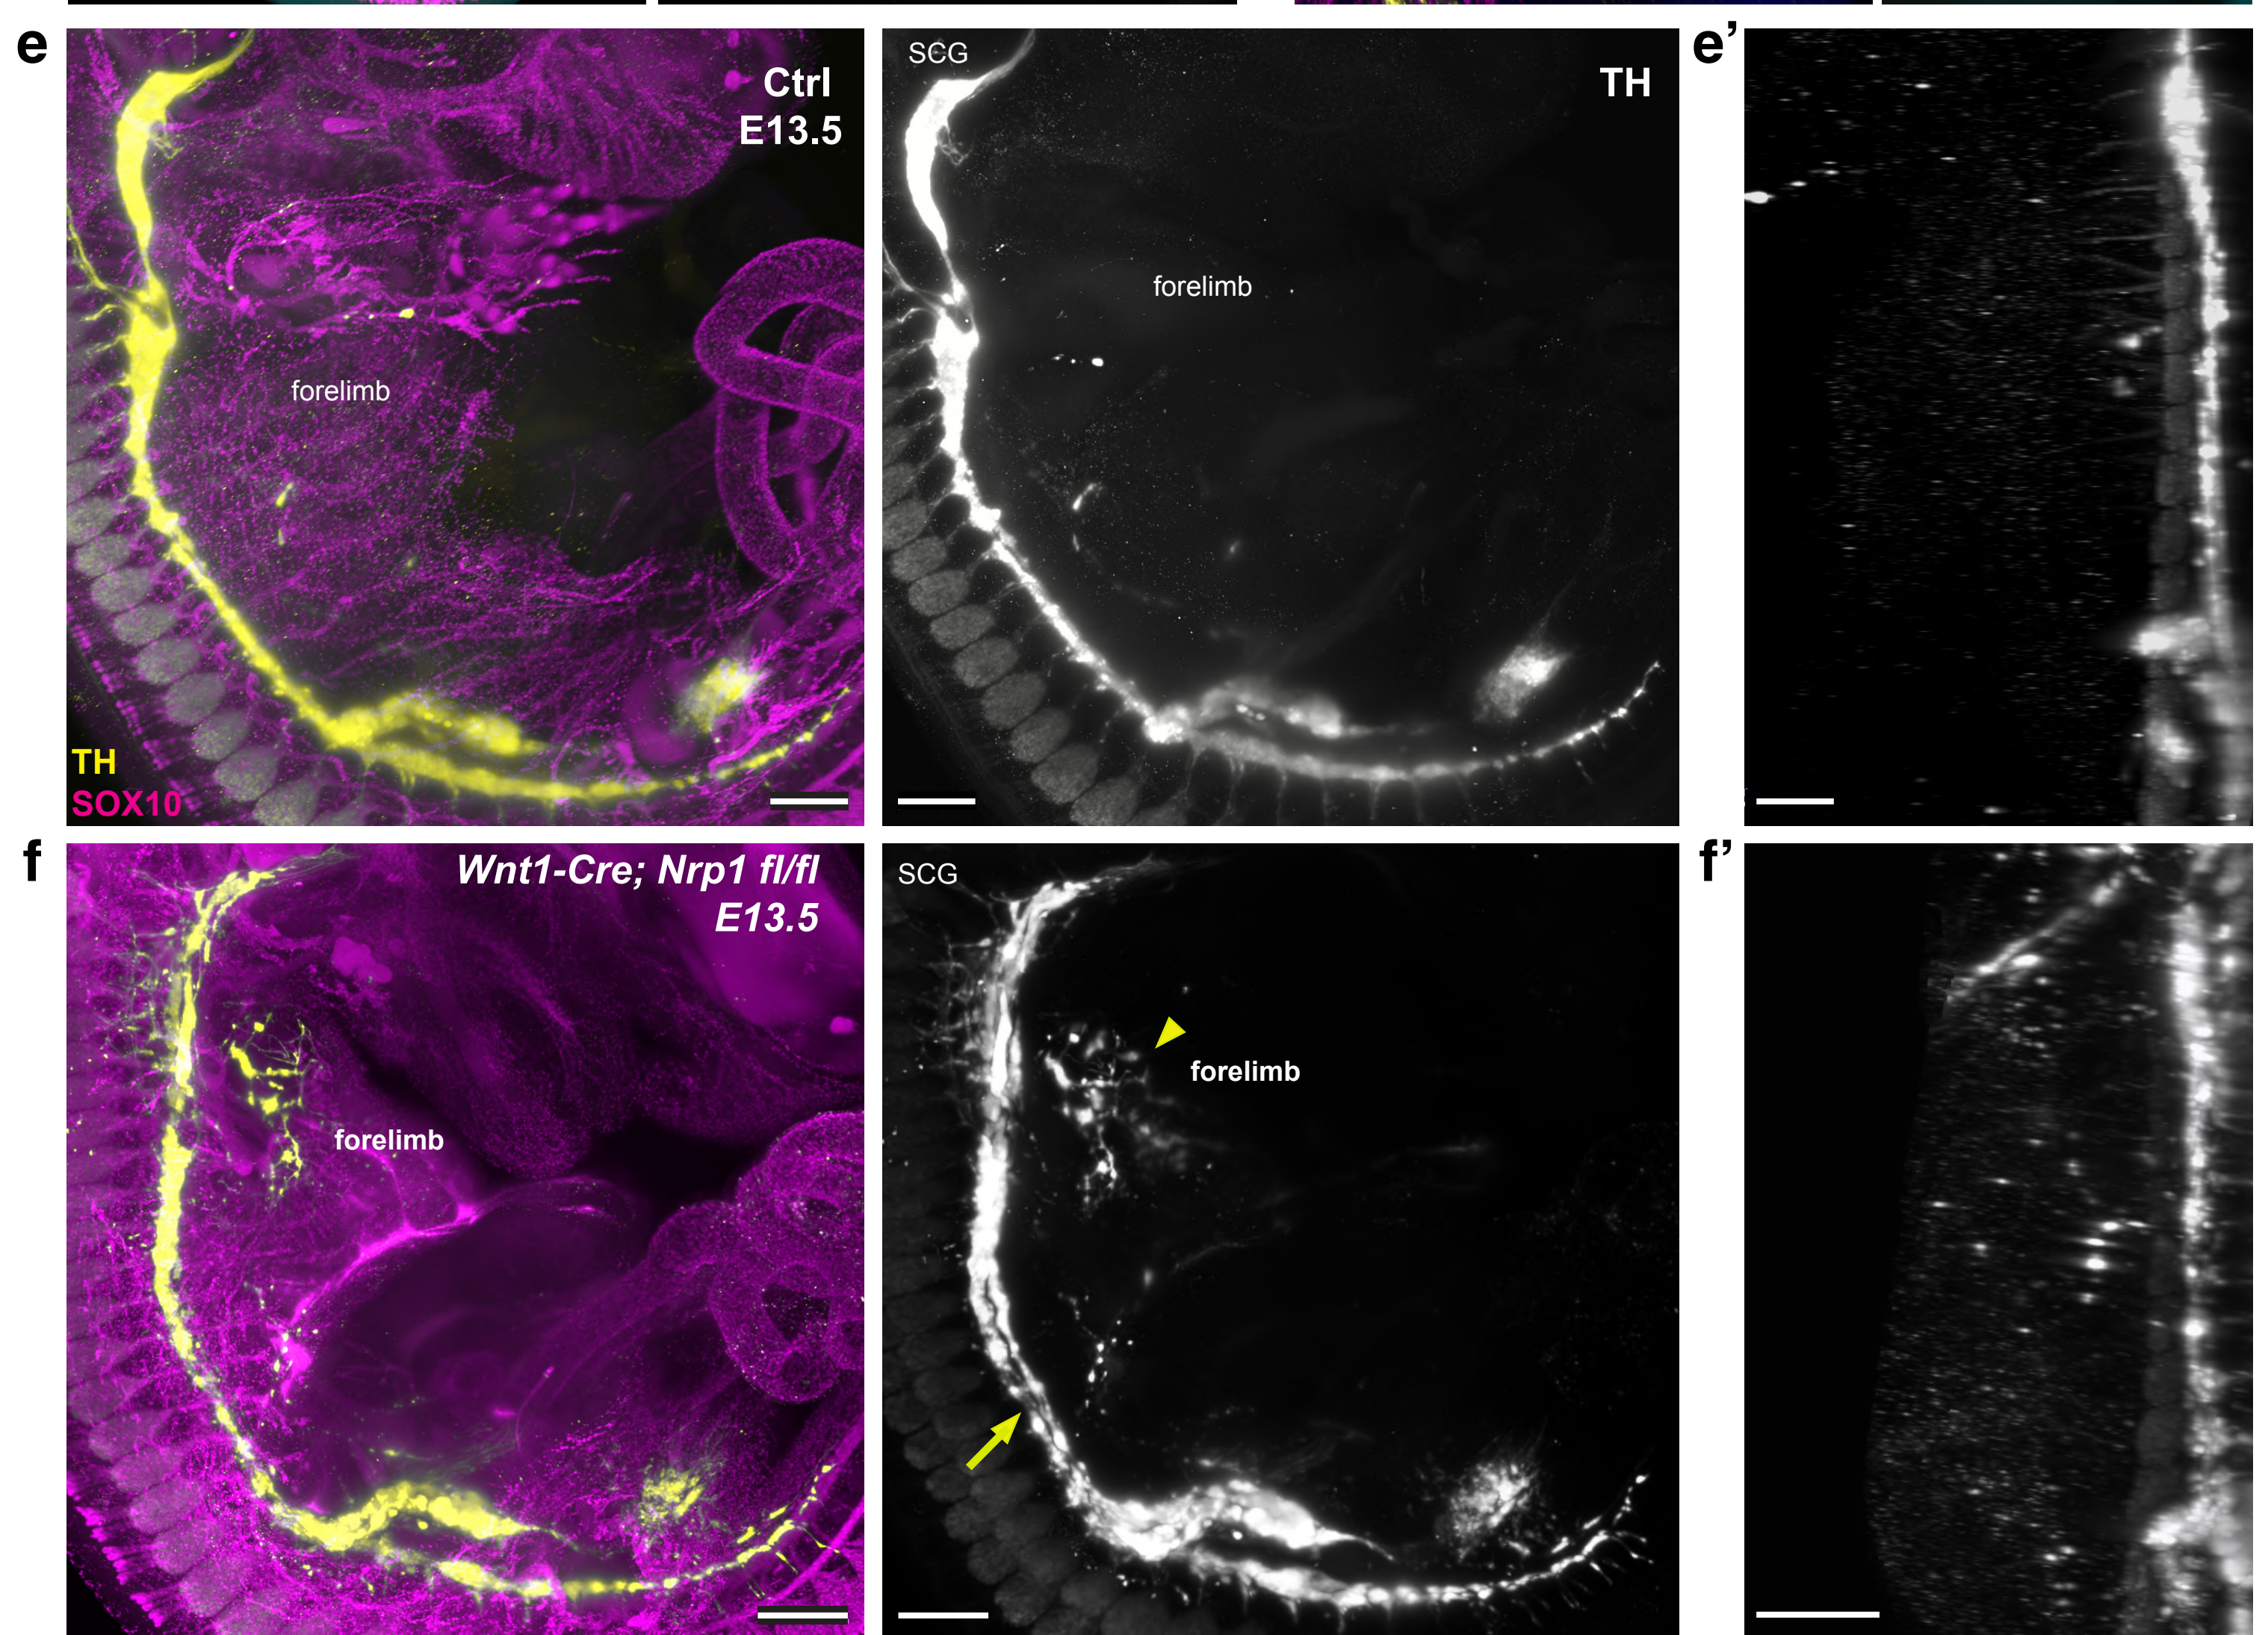

**Figure S12: Neuropilin 1 in the neural crest lineage regulates sympathoblast positioning.** (a-b) Immunofluorescence staining of TH (red), SOX10 (green), NF200 (blue) and DAPI (grey) to mark sympathetic neurons, glial cells, peripheral nerves and nuclei, respectively, in controls (a) and *Wnt1-Cre; Nrp1<sup>fllox/fllox</sup>* (b) embryos. TH is shown separately in a' and b' (magnifications of the boxed areas in a and b). Arrow points to fragmented sympathetic ganglia in mutants. Images are representative of at least 3 embryos per genotype. (c-f) Whole mount immunofluorescence of E11.5 (c, d) and E13.5 (e, f) control (c, e) and *Wnt1-Cre; Nrp1<sup>fllox/fllox</sup>* (d, f) embryos stained for TH (yellow) and SOX10 (magenta). Nuclei are visualized by Hoechst staining (cyan). The forelimbs are outlined. (c') and (d') show magnification of whole mount (left) and transverse view (right) of forelimbs from c and d, respectively. (e') and (f') show the dorsal view. Yellow arrowheads mark misplaced sympathoblasts in the forelimbs, while arrows point to morphological defects of the sympathetic chain in mutants. Images are representative of n=4 E11.5 control embryos, n=5 E13.5 control embryos, n=3 E11.5 mutant embryos, and n=2 E13.5 mutant embryos. DRG: dorsal root ganglia; SG: sympathetic chain ganglia; NT: neural tube; SCG: superior cervical ganglion. Scale bars a, b: 20  $\mu$ m; c-d: 500  $\mu$ m; c': 200  $\mu$ m; d': 300  $\mu$ m; e, f: 500  $\mu$ m; e', f': 500  $\mu$ m.

# Supplementary material for: Motor innervation directs the correct development of the mouse sympathetic nervous system
**Source:** Nat Commun. 2024 Aug 16;15:7065. doi: 10.1038/s41467-024-51290-0
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ZEISS Zen Blue software was used to acquire the confocal microscopy images. Light sheet images were acquired in the .czi format in Zen (Black edition, version 3)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | <p>10x Genomics Cell Ranger v7.0.0 [65] was used to process raw sequencing data. This pipeline converted Illumina base call files into Fastq format, aligned sequencing reads to a mm39 transcriptome using the STAR aligner [66], and quantified the expression of transcripts in each cell using Chromium barcodes. The Cell Ranger outputs were given to the velocity.py pipeline (version 0.17.17) [67] to generate spliced/unspliced expression matrices further used for RNA velocity estimation. Scanpy package pipeline (version 1.9.3) [68] was used for the downstream analysis. To retain only high-quality cells, we filtered out the cells with high mitochondrial content (more than 10%); the cells with less than 2000 UMIs (1000 UMIs for Egr2_E12 dataset); and cells defined as putative doublets (with a doublet score equal to or greater than 0.2, calculated by Scrublet version 0.2.3) [69]. The filtered datasets first were analyzed separately to extract the cells belonging to BCC lineage and then integrated with Harmony (3000 highly variable genes, 30 principal components (PC), max number of iterations = 20) [70]. The new PCs adjusted by Harmony were used to compute a nearest neighbor graph with further clustering and embedding by the Leiden algorithm [71] and UMAP (Uniform Manifold Approximation and Projection), respectively. Cell types were identified based on the Leiden clusters and marker gene expression. For RNA velocity estimation, we used the scvelo package (version 0.3.1) [72] with a dynamical model to learn the transcriptional dynamics of splicing kinetics.</p> <p>Single cell transcriptomics datasets used for the study were downloaded from (<a href="https://github.com/LouisFaure/gliafates_paper">https://github.com/LouisFaure/gliafates_paper</a>) and ArrayExpress accession: E-MTAB-10571. Standard pre-processing workflow such as QC, cell selection, data normalization, identification of highly variable features, scaling, dimensional reduction, clustering, and integration of the datasets was performed in R (version 4.3.2) using Seurat (version 5.0.3) according to the instructions provided (<a href="https://satijalab.org">https://satijalab.org</a>). Cell interaction analysis was performed using the R package CellChat (v 1.6.1).</p> |

Volumetric quantification of pelvic ganglia was performed using Imaris (version 9.5, Bitplane) with the surface generation tool and a fixed intensity threshold for all samples. Volumetric quantification of sympathetic chain volumes was performed using Imaris (version 9.5, Bitplane) using the surface generating tool.

Quantification of lineage tracing experiments was performed using Fiji (ImageJ, version 2.14.0).

Light sheet images acquired in the .czi format in Zen (Black edition, version 3) were processed by stitching with Arivis Vision 4D (Zeiss, version 4.0), down-sampling (1:2 in the XY plane) in Fiji (ImageJ, version 2.14.0), conversion to .ims files using Imaris File Converter (Bitplane, version 9.5), and downstream analysis with Imaris (Bitplane, version 9.5).

Statistical analysis was performed with GraphPad Prism (version 9.5.1) software

The code used for single cell analysis, both tracing boundary cap cells and for predicting cell interactions between motor neurons and SCPs, can be found at the GitHub link: [https://github.com/ipoverennaya/motor\\_nerve\\_paper](https://github.com/ipoverennaya/motor_nerve_paper).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper as a Source Data File. Information provided in the text, figures and supplementary information contained in the present manuscript is sufficient to assess whether the claims of this study are supported by the evidence. Neural crest single cell transcriptomics datasets used for the cell interaction study are available from GEO via accession GSE201257 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201257>) and are viewable from [https://adameykolab.hifo.meduniwien.ac.at/cellxgene\\_public/](https://adameykolab.hifo.meduniwien.ac.at/cellxgene_public/). Motor neuron datasets can be found using the ArrayExpress accession: E-MTAB-10571 (<https://www.ebi.ac.uk/biostudies/arrayexpress/studies/E-MTAB-10571>). Dataset for the lineage tracing study has been submitted to GEO under accession code GSE261748 (NCBI tracking system #24559159). Raw microscopy files generated for this research project are available to interested parties upon request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#)

|                             |                                                                                             |
|-----------------------------|---------------------------------------------------------------------------------------------|
| Reporting on sex and gender | <input type="text" value="no human subjects were studied"/>                                 |
| Population characteristics  | <input type="text" value="see above"/>                                                      |
| Recruitment                 | <input type="text" value="no human subjects were studied"/>                                 |
| Ethics oversight            | <input type="text" value="Identify the organization(s) that approved the study protocol."/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="No statistical method was used to predetermine sample size."/>                                                                                                                                                                                                                                                                                              |
| Data exclusions | <input type="text" value="Data was not excluded from the study."/>                                                                                                                                                                                                                                                                                                                    |
| Replication     | <input type="text" value="The efficacy of our motor nerve ablation model, and the impact it has on the sympathetic ganglia development, is reproducible because multiple collaborators on this study, situated in different countries (Italy, Sweden, Vienna, Australia), have found the same phenotype using the same or comparable mouse strains (Hb9;Isl2DTA, or Olig2;R26DTA)."/> |

Randomization

The experiments were not randomized.

Blinding

The investigators were not blinded to allocation during experiments and outcome assessment.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Rabbit polyclonal anti-TH (1:800, Pel-Freez Biologicals, #P40101-150, RRID:AB\_2617184), sheep polyclonal anti-TH (1:2000, Novus Biologicals, #NB300-110), chicken polyclonal anti-TH (1:500, Abcam, #ab76442, RRID:AB\_1524535), rabbit polyclonal anti-Hb9 (1:8000, gift from Samuel Pfaff's laboratory [63]), mouse monoclonal anti-bIII tubulin/TUJ1 (1:500, Promega, #G712A), mouse monoclonal anti-bIII tubulin/TUJ1 (1:1000, Abcam #ab7751, clone TU-20, RRID:AB\_306045), rabbit polyclonal anti-bIII tubulin/TUJ1 (1:1000, Synaptic Systems, cat#302302, RRID:AB\_10637424), chicken polyclonal anti-GFP (1:500, Aves Labs Inc., #GFP-1020, RRID:AB\_10000240), chicken polyclonal anti-GFP (1:1000, Abcam, ab13970, polyclonal, RRID:AB\_300798), rabbit polyclonal anti-GFP (1:5000, Thermo/LifeTech, #A6455, lot#2126798, RRID:AB\_221570), goat polyclonal anti-PHOX2B (R&D, 1:1000, #AF4940), mouse monoclonal anti-Neurofilament/NF200 (1:200, Developmental Hybridoma Studies Bank, clone 2H3), goat polyclonal anti-SOX10 (1:500, Santa-Cruz, #sc-17342), rabbit monoclonal anti-SOX10 (1:2000, Abcam, # ab155279, clone EPR4007, RRID:AB\_2650603), goat anti-human SOX10 (1:800, R&D Systems, #AF2864, RRID:AB\_442208), rabbit polyclonal anti-PRPH (1:500, Chemicon, #AB1530, RRID:AB\_90725), rabbit monoclonal anti-KI67 (1:500, Thermo Scientific, #RM-9106, clone SP6, RRID:AB\_2341197), rat monoclonal anti-PECAM (1:300, BD Pharmingen, #553370, RRID:AB\_394816), goat polyclonal anti-PECAM (1:300, R&D systems #AF3628, RRID:AB\_2161028), rabbit monoclonal anti-ITGA4/CD49d (1:500, Invitrogen, #MA5-27947, clone RM268, RRID:AB\_2744984), rabbit monoclonal anti-Cleaved Caspase 3/Asp175 (1:500, Cell signaling #96645, clone 5A1E), rabbit polyclonal anti-TrkA (1:500, # 06-574 Sigma-Aldrich, RRID:AB\_310180). DAPI (Thermo Fisher Scientific, 1:10,000, #D1306) was used concomitantly with secondary antibodies diluted in PBST buffer. For detection of the primary antibodies, secondary antibodies raised in donkey and conjugated with Alexa-405, -488, -555 and -647 fluorophores were used (1:1000, Molecular Probes, Thermo Fisher Scientific).

Validation

All antibodies used are validated by the fact that they stain the expected cell populations during development. Most antibodies we used are standard in the field and have been cited numerous times, and validated by the respective manufacturers (see RRID for each antibody).

rabbit anti-TH (1:1000, Pel-Freez Biologicals, #P40101-150) - Species Reactivity: All mammalian and at least some non-mammalian forms of the enzyme in Western blots and in IHC/IF.

sheep anti-TH (1:2000, Novus Biologicals, #NB300-110) - The antibody recognizes all mammalian and at least some non-mammalian forms of the enzyme in Western blot and in IHC/IF. Amphibian reactivity reported in scientific literature (PMID: 28867550).

chicken anti- GFP (1:500, Aves Labs Inc., #GFP-1020) - Antibodies were analyzed by western blot analysis (1:5000 dilution) and immunohistochemistry (1:500 dilution) using transgenic mice expressing the GFP gene product. Western blots were performed using BloKHen® (Aves Labs) as the blocking reagent, and HRP-labeled goat anti-chicken antibodies (Aves Labs, Cat. #H-1004) as the detection reagent. Immunohistochemistry used tetramethyl rhodamine-labeled anti-chicken IgY.

goat anti-human SOX10 (1:800, R&D Systems, #AF2864) - Detects human SOX10 in direct ELISAs and Western blots and mouse SOX10 in IHC on cryosections as shown in multiple publications (PMID: 28684471, PMCID: PMC6355685 and etc).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Mice were kept in standard conditions: 24 °C; 12h-12h light dark cycle; 40–60% humidity; food and water ad libitum. R26-Tomato

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | no wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Reporting on sex        | sex/gender is not relevant to the study, because we are dealing mostly with embryonic development of sympathetic ganglia which is not different across the sexes at the stages investigated.                                                                                                                                                                                                                                                        |
| Field-collected samples | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | All animal work was permitted by the Ethical Committee on Animal Experiments (Stockholm North committee) and Animal Research Committee of IRCCS San Raffaele Hospital, and conducted in compliance with The Swedish Animal Agency's Provisions and Guidelines for Animal Experimentation recommendations under I.A.'s ethical protocol #15907-19; 18314-21 and The Italian Ministry of Health under D.B.'s protocols #1131/2016-PR and 668/2022-PR. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

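The processed counts of 2 single-cell RNA sequencing libraries were used, from Tomato-positive cells of *Egr2-Cre*; *R26-Tomato* embryos at E11.5 and E12.5, with 1 library of 1 pooled litter per stage. The *Prss56-Cre* library and the study's other experiments were not analysed here. The authors made the counts with Cell Ranger, given as version 7.0.0 in the methods and 7.0.1 in the header of the matrices, on an mm39 reference. The values are whole numbers of UMIs for each of 33207 genes and each called cell barcode, not normalized, and the filters on cells had not been applied. The paper's text does not name whether intronic reads were counted. The Tomato reporter is not among the counted genes.
The filters of the methods text were applied to each library. Cells with more than 10% mitochondrial UMIs were removed, then cells with fewer than 2000 UMIs at E11.5 or 1000 at E12.5, then cells with a Scrublet doublet score of 0.2 or more. Scrublet was run as implemented in scanpy 1.11.5, while the methods name Scrublet 0.2.3 and scanpy 1.9.3. After the filters 9541971 UMIs were left at E11.5 and 22456846 at E12.5. Counts were scaled to 10000 per cell and log-transformed, 3000 highly variable genes were chosen, and 30 principal components, 15 neighbours and Leiden resolution 1 gave the clusters (python-igraph 0.11.9, scikit-learn 1.9.0). A preset list of 21 genes was kept out of this step. It holds the genes of the sensory and autonomic panels, *Isl1* and *Prph*, but cannot hold every gene whose detection is reported. The libraries were clustered separately and were not integrated with Harmony, which the authors used. RNA velocity, for which the methods name velocyto 0.17.17 and scVelo 0.3.1, was not run, since spliced and unspliced counts were not used here.
Clusters were named from marker lists for glia-like and neuron-like cells and for types outside the lineage, of which the mesenchymal-like, pericyte-like and myeloid-like lists named a cluster and the endothelial-like, erythroid-like, melanoblast-like, muscle-like, cartilage-like, epithelial-like, CNS progenitor-like and motor neuron-like lists named none. The lists were preset and the naming rule was not. The first rule counted a marker when it was found in 10% of a cluster's cells and was 2-fold above the other cells, and left 343 cells at E11.5 and 266 at E12.5 unnamed. The second rule counted a marker found in 20% of a cluster's cells, with a mean of at least that of the highest cluster divided by 3, and took the class with the largest share of its markers. The rule in use does the same among classes with 3 or more markers. A cluster stays unnamed if its 10 leading genes hold more markers of another class, or if its median depth is under that of the library divided by 3 and no marker of its own is among them. It was adopted after the second rule was seen to leave 455 cells of E12.5 unnamed under a minimum on genes, at a time when the cell numbers read from the paper's figure were known. The second rule and the rule in use give the same values under the filters of the methods text. Among glia-like clusters, sub-classes were named in the same way. The BCC-like and SCP-like names separate weakly, and at E12.5 a cluster named SCP-like held more *Egr2* and *Prss56* in CPM than the BCC-like cluster, though *Prss56* in a smaller share of its cells.
A cell counted as positive for a gene with 1 UMI or more. Shares were taken after thinning to 2000 UMIs per cell without replacement, from 1 random draw, and also without thinning. Shares have 95% exact binomial intervals and sums exact Poisson intervals (scipy 1.17.1), and a count of 0 is given with the share that 3 counts would make. Some genes of the preset lists are not reported here, and the panels, combined genes and tests leave them out, a change made after the values were seen. Panels of the remaining 5 sensory and 6 autonomic genes were scored by cells with 2 or more of their genes, and cycling cells by 2 or more of 6 genes (*Mki67*, *Top2a*, *Cdk1*, *Ccnb1*, *Birc5* and *Cenpf*). The genes named are those of Fig. 3g, of the paper's paragraph on this experiment and of the panels, the sex-linked genes, and for the stages the 5 genes with the largest ratio each way. Those ratios compare CPM, the UMIs of a gene summed over the glia-like cells and scaled by the sum over all genes, among genes with at least 100 UMIs. No test was made between the stages, which have 1 library each. The ratio and its interval were tested on simulated data with known changes in 189 of 9992 genes. The direction was right for 100% of the changed genes, and 95.7% of the intervals held the true ratio. The simulated sums were Poisson counts, the model behind the interval, so this checks the computation only. It does not cover UMIs that gather in a few cells, as those of *Hbb-bt* did. Gene positions are from GENCODE mouse release M39 on GRCm39. There were 16 preset alternatives to these choices and 4 added later, and their effect is given in the closing section.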

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

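The tests on doublets and on untraced cells were chosen only after the result was seen, and the test on *Xist* was not.
Cells of types outside the lineage were found in both libraries. The study extracted the BCC lineage from its datasets, and its methods text does not say which cell types were left out. They made up 7.32% (5.65–9.31) of kept cells at E11.5, where they were pericyte-like, and 7.41% (6.56–8.33) at E12.5, where they were mesenchymal-like, pericyte-like and myeloid-like. Doublets with traced glia would hold the transcripts of glia. For each stage, 20 genes were taken outside the naming lists and the genes left out of the clustering, found in most glia-like cells and with the highest ratio of glia-like to neuron-like CPM. The exact intervals were lower in the cells of other types for 16 of the genes at E11.5 and 19 at E12.5, with medians over the genes of 13.1% and 16.2% of cells, against 64.7% and 63.3% of glia-like cells. This argues against doublets with glia as the whole source. Whether untraced cells were carried through the sort cannot be told apart from cells that once expressed the Cre, since the reporter is not among the counted genes. *Egr2* itself was found in 6.56% (1.82–16.0) of the E11.5 pericyte-like cells, and in 0 of 61 after thinning. At E12.5, without thinning, it was found in 1 of 185 mesenchymal-like, 1 of 38 pericyte-like and 0 of 36 myeloid-like cells. *Egr2* need not persist in the progeny of a traced cell. A descent of these cells from *Egr2*-expressing cells stays open and was not tested.
*Xist* had 1666 UMIs in the glia-like cells of E11.5 and 0 in those of E12.5, in a gene that the paper does not discuss. It was found in 174 of 833 kept cells at E11.5 and in 0 of 3496 at E12.5, and all 3762 barcodes of E12.5 together held 1 UMI. If the counting had missed *Xist* in female cells, many deep E12.5 cells would lack Y-linked UMIs. Among cells of at least 10000 UMIs, 20.9% (16.7–25.5) of E12.5 cells lacked them, close to the 18.4% (14.6–22.6) of *Xist*-negative E11.5 cells and far from the 97.1% (91.6–99.4) of E11.5 cells with 2 or more *Xist* UMIs. The Y-linked genes summed to 133 CPM at E12.5 and 128 and 1.87 in these E11.5 groups. This argues against missed female cells and is consistent with an E12.5 library from male embryos and an E11.5 library from both sexes. Sex and stage are therefore mixed in any comparison of the libraries, a small share of female cells at E12.5 was not excluded, and how a pooled litter came to show none was not tested.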

How the results depend on the processing

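The marker lists and 16 alternatives were chosen before the data were examined, while the naming rule and 4 alternatives (the other naming rules, the gene minimum with the second rule, and leaving out the 2 weakest glia-like clusters) were chosen after seeing the data. Also chosen after the values were seen are the combined count of *Hand2* and *Dbh*, *Sox10* as a single companion and the other genes added to the companions. A share or ratio counts as moved when it left the counting interval of the reported value, and a count when it changed by more than 1.5 times. Alternatives that change the cells also draw the thinned UMIs anew, so that shares resting on few cells move with the draw as well. Apart from that, the cause was not tested for any of the moves below.
Of 641 values of the main comparisons under the preset alternatives, 558 stayed within the interval and 83 moved. Under the added alternatives, 167 of 188 stayed and 21 moved. Of the other values, 48 of 345 moved and 1 reversed under the preset alternatives, and 13 of 99 moved under the added ones. Under each setting run for them, 0 neuron-like cells held 2 or more autonomic genes, and 0 of the *Th*-, *Cartpt*- and *Gata2*-positive cells held *Hand2* or *Dbh*. *Hand2* had 0 UMIs in all barcodes, so no setting could change this for it, and *Dbh* was in 9 of 3237 lineage cells of E12.5. The share of E12.5 *Th*-positive cells with *Pou4f1* lay between 79.6% and 92.9%. The glia-like shares of *Sox8* and *Itga4* exceeded the neuron-like ones in each setting. Their intervals overlapped for *Sox8* at E11.5 in every setting but the one without thinning. For *Itga4* at E11.5 they overlapped under the gene minimum (with either naming rule), without doublet removal and with 2 UMIs required, and at E12.5 both genes overlapped with 2 UMIs required.
With a minimum of 2000 UMIs in both libraries, the shares that moved at E12.5 were 4.14% (glia-like cells with *Itga4*) and 37.4% (cycling glia-like cells). With a minimum of 2000 genes at E11.5 and 1000 at E12.5 in place of UMIs, the shares that moved at E11.5 were 4.54% (glia-like cells with *Itga4*), 65.4% (neuron-like cells with 2 or more sensory genes), 0% (lineage cells with *Cartpt*), 16.1% (cycling neuron-like cells) and 0% (*Gata2*-positive cells with *Pou4f1*), and at E12.5 51.8% (neuron-like among lineage cells), 51.7% (neuron-like cells with 2 or more sensory genes) and 11.3% (cycling neuron-like cells). With no minimum on UMIs, the shares that moved at E11.5 were 40.4% (neuron-like among lineage cells) and 0% (lineage cells with *Cartpt*). Without doublet removal, the shares that moved at E11.5 were 30.2% (neuron-like among lineage cells), 4.56% (glia-like cells with *Itga4*) and 15.2% (cycling neuron-like cells). Of the 10 genes farthest apart between the stages, 5 were then shared. The ratio of *Hbb-bt* reversed, to 0.0526. At the doublet caller's own threshold, the shares that moved at E11.5 were 28.7% (neuron-like among lineage cells), 0% (lineage cells with *Th*) and 16.7% (cycling neuron-like cells). With cells above 5% mitochondrial UMIs removed, the shares that moved at E11.5 were 30.1% (neuron-like among lineage cells), 1.51% (glia-like cells with *Sox8*), 0% (lineage cells with *Th*) and 17.1% (cycling neuron-like cells), and at E12.5 4.08% (glia-like cells with *Itga4*).
At Leiden resolution 0.5, the share that moved at E12.5 was 46.9% (neuron-like among lineage cells). At Leiden resolution 2, the shares that moved at E11.5 were 64.7% (neuron-like cells with 2 or more sensory genes) and 15.1% (cycling neuron-like cells), and at E12.5 46.4% (neuron-like among lineage cells) and 37.3% (cycling glia-like cells). With the tested genes kept in the clustering, the shares that moved at E11.5 were 29.9% (neuron-like among lineage cells) and 15.2% (cycling neuron-like cells), and at E12.5 46.7% (neuron-like among lineage cells). With both libraries clustered together, the shares that moved at E11.5 were 28.9% (neuron-like among lineage cells) and 15.7% (cycling neuron-like cells). With 15 principal components, the shares that moved at E11.5 were 28.0% (neuron-like among lineage cells) and 14.7% (cycling neuron-like cells). With classes from a gene gate on each cell, the share that moved at E11.5 was 18.5% (cycling neuron-like cells), and at E12.5 54.9% (neuron-like cells with 2 or more sensory genes). In each preset alternative in which the neuron-like share of E11.5 moved down, the cycling share of the neuron-like cells moved down too.
When 2 UMIs were required of a positive cell, the shares that moved at E11.5 were 0.198% (glia-like cells with *Sox8*), 0.988% (glia-like cells with *Itga4*), 21.1% (neuron-like cells with 2 or more sensory genes), 0.130% (lineage cells with *Gata2*), 0.389% (lineage cells with *Maoa*), 0.777% (lineage cells with *Mapt*), 0% (lineage cells with *Cartpt*), 0% (lineage cells with *Th*), 8.70% (cycling glia-like cells), 7.14% (cycling neuron-like cells) and 0% (*Gata2*-positive cells with *Pou4f1*), and at E12.5 0.408% (glia-like cells with *Sox8*), 0.117% (glia-like cells with *Itga4*), 13.7% (neuron-like cells with 2 or more sensory genes), 0.0972% (lineage cells with *Gata2*), 0.583% (lineage cells with *Maoa*), 1.10% (lineage cells with *Mapt*), 0.0324% (lineage cells with *Cartpt*), 0.0972% (lineage cells with *Th*), 9.61% (cycling glia-like cells), 2.78% (cycling neuron-like cells), 92.9% (*Th*-positive cells with *Pou4f1*), 4.76% (*Th*-positive cells with *Sox10*), 100% (*Cartpt*-positive cells with *Pou4f1*), 0% (*Cartpt*-positive cells with *Sox10*) and 16.7% (*Gata2*-positive cells with *Pou4f1*). Without thinning, the shares that moved at E11.5 were 10.9% (glia-like cells with *Sox8*), 23.7% (glia-like cells with *Itga4*), 95.1% (neuron-like cells with 2 or more sensory genes), 2.33% (lineage cells with *Gata2*), 34.6% (lineage cells with *Maoa*), 12.3% (lineage cells with *Mapt*), 81.8% (cycling glia-like cells) and 37.2% (cycling neuron-like cells), and at E12.5 9.31% (glia-like cells with *Sox8*), 12.4% (glia-like cells with *Itga4*), 92.6% (neuron-like cells with 2 or more sensory genes), 3.95% (lineage cells with *Gata2*), 22.5% (lineage cells with *Maoa*), 15.6% (lineage cells with *Mapt*), 0.433% (lineage cells with *Cartpt*), 3.00% (lineage cells with *Th*), 52.2% (cycling glia-like cells) and 13.5% (cycling neuron-like cells). With another random draw of the thinning, the share that moved at E11.5 was 0% (lineage cells with *Cartpt*). Shares of cells with a gene rise without thinning and fall with 2 UMIs by construction. For companions, the 2 UMIs were required of the first gene only.
Under the naming rule tried first, the shares that moved at E11.5 were 54.3% (neuron-like among lineage cells), 4.91% (glia-like cells with *Sox8*), 9.38% (glia-like cells with *Itga4*), 0% (*Cartpt*-positive cells with *Sox10*) and 0% (*Gata2*-positive cells with *Pou4f1*), and at E12.5 0.640% (cycling neuron-like cells) and 0% (*Cartpt*-positive cells with *Sox10*). The lineage cells of E11.5 then numbered 490. Of the 10 genes farthest apart between the stages, 4 were then shared. Under the gene minimum with the second naming rule, the shares that moved at E11.5 were 4.54% (glia-like cells with *Itga4*), 65.4% (neuron-like cells with 2 or more sensory genes), 0% (lineage cells with *Cartpt*), 16.1% (cycling neuron-like cells) and 0% (*Gata2*-positive cells with *Pou4f1*), and at E12.5 2.09% (lineage cells with *Gata2*), 7.35% (lineage cells with *Mapt*), 0.522% (cycling neuron-like cells), 100% (*Cartpt*-positive cells with *Pou4f1*) and 0% (*Cartpt*-positive cells with *Sox10*). Without the 2 weakest glia-like clusters, the share that moved at E11.5 was 38.7% (neuron-like among lineage cells), and at E12.5 46.4% (neuron-like among lineage cells). The second naming rule alone moved 0 values. Under the gene minimum, the lineage cells of E12.5 numbered 3137 with the rule in use and 2682 with the second rule.
Where no cell was positive, no share of companions could be given, as for *Th* and *Cartpt* at E11.5 with 2 UMIs. The ratio of *Hbb-bt* is missing from settings in which the gene fell under 100 UMIs or was not scaled. Under the gene gate, cells with fewer than 2000 UMIs are left out by construction, cells of other types count as lineage cells unless tied, and the lowest UMIs and genes were not taken. The number of cells limits the E11.5 companions most, since 4 *Th*-positive cells allow a share with *Hand2* or *Dbh* of up to 75.0%.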

Differences from the paper's values

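No tests were run for this part. All values of the paper given here were read by eye from its figures.
The lowest number of genes per cell at E11.5 was 1053 among the kept cells, against the paper's value of about 2000 in Figure S2a, read by eye. The lowest number of UMIs per cell at E11.5 was 2001, against the paper's value of about 3700 in Figure S2a, read by eye. With a minimum of 2000 genes in place of the UMI minimum of the methods text, an alternative set before the data were examined, these were 2005 genes and 3596 UMIs, and no other alternative set before the data were examined closed either gap. The lowest number of genes per cell at E12.5 was 654, against the paper's value of about 1000 in Figure S2b, read by eye. It was 1000 with a minimum of 1000 genes and 1020 with a minimum of 2000 UMIs in both libraries, and the other alternatives set before the data were examined did not close this gap. The gene minimum was taken from where the violins of Figure S2 begin, so the gene values under it follow by construction. The gene gate on each cell leaves out cells under 2000 UMIs by construction, and these values were not taken under it. The gene minimum together with the second naming rule, chosen after seeing the values, gives the same lowest values as the gene minimum.
The numbers of lineage cells, 772 at E11.5 and 3237 at E12.5, differ by less than the factor of 1.5 from the paper's values of about 650 and about 3100 in Fig. 3f, read by eye. These cell numbers of the paper were known when the naming rule was last changed. With the gene minimum, the lineage cells of E11.5 number 636 under the rule in use. Those of E12.5 then number 3137 under the rule in use and 2682 under the rule before it.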

Other observations

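The tests on the *Th*-positive cells and on the depth behind *Sox8* and *Itga4* were chosen only after the result was seen, and the tests on copied gene ends and on *Hbb-bt* were not.
Most *Th*-positive lineage cells of E12.5 held the sensory gene *Pou4f1*. The share was 80.4% (71.1–87.8). In neuron-like cells, the class of 87 of the 97 cells, it was 95.1% (93.9–96.2). *Th*-positive cells as a whole thus held it less often than neuron-like cells did. Of the 97, 47 lay in a neuron-like cluster of 99 cells in which *Pou4f1* was found in 81.8% of all cells. Another 32 lay in a cluster with 95.1%, and 10 were glia-like. The gap to all neuron-like cells may therefore be one between clusters. Whether the *Th*-positive cells are doublets of an autonomic cell with a sensory neuron cannot be told apart. In the *Th*-rich clusters their median doublet score was 0.0256 and their median depth 10268 UMIs, against 0.0190 and 8294 in the *Th*-negative cells there, which is the direction of doublets. Beside the *Th*-negative cell of its cluster nearest in depth, the score was higher in 35 of 79 cells (44.3%, 33.1–55.9). Equal scores exclude nothing, since the score is low for pairs with a cell type that the sort holds few of as single cells. Free RNA would give all clusters a like share of *Th*-positive cells, but the share reached 47.5% (37.3–57.8) in 1 cluster, against 0.554% (0.266–1.02) in glia-like cells. None of the *Th*-positive cells held *Hand2* or *Dbh*, but whether these were absent or missed cannot be told apart. *Hand2* had 0 UMIs in all barcodes, and *Dbh* was found in 0.307% of lineage cells weighted to the same depths, under the 3.09% that 0 of 97 cells allows. The absence is therefore not distinguishable from the background of all lineage cells. Doublets with an autonomic cell would instead carry that cell's own level of such genes, and *Phox2a* and *Gata3* were found in 0 of the 97 cells as well. These libraries hold no reference for that level. The absence thus goes against doublets only if autonomic cells would show these genes at such depths. That these *Th*-positive cells are sensory neurons of the DRGs, which were part of the dissected tissue, stays open as well, and no biological explanation was tested.
*Itga4* and *Sox8* were higher in SCP-like than in BCC-like cells. The first form of the test, on thinned shares, left depth open, since the intervals stayed apart in 0 of 4 comparisons (2 genes at 2 stages). Overlap does not show that shares are equal. The thinned shares were higher in SCP-like cells for both genes at both stages. In CPM, looked at after that, the intervals stayed apart in 4 of 4, with *Itga4* at 73.8 (61.8–87.5) and 15.7 (10.8–22.2) at E11.5. This argues against depth as the cause. The CPM intervals leave out the variation between cells, so the clusters are less surely apart than these intervals show. The names rest on mixed evidence. At E12.5 the difference in *Sox8* rests on the SCP-like cluster with the most *Egr2* and *Prss56* in CPM (though *Prss56* was found in a smaller share of its cells than in the BCC-like cluster), and at E11.5 the SCP-like cluster held *Egr2* at 45.5 (36.2–56.5) CPM against 38.3 (27.7–51.6) and 26.3 (16.9–39.2) in the BCC-like clusters. *Prss56* went with the names at E11.5, at 50.5 (40.7–62.0) CPM against 132 (112–155) and 74.6 (57.9–94.6), although the interval of the last overlaps that of the SCP-like cluster. The values may therefore show differences between glia-like clusters rather than between BCCs and SCPs, and no biological explanation was tested.
Between the glia-like cells of the 2 libraries, the genes with the highest ratio of E12.5 to E11.5 CPM were *Hbb-bt* at 138 (24.5–5456), *Gm6525* at 96.7 (26.6–801), ENSMUSG00000120201 at 85.4 (15.1–3395), *Gm16863*, at least 49.3-fold higher by the exact interval (60.9-fold with the 0 UMIs of E11.5 counted as 3), and *Acer1* at 58.3 (10.3–2324). The lowest ratios were those of *Xist*, at most 0.00113 by the exact interval (0.000921 with the 0 UMIs of E12.5 counted as 3), *H2ac24* at 0.0333 (0.0303–0.0366), *Rps27* at 0.0413 (0.0396–0.0430), *Arhgap40* at 0.0443 (0.0197–0.0873) and ENSMUSG00000120727 at 0.0503 (0.0244–0.0934). A copied 3′ end in another gene was found for 19.7% (13.4–27.4) of genes more than 4-fold apart and 2.35% (2.06–2.67) of the other ranked genes, so reads shared between copies may lie behind part of the list. Of the 10 genes, the share of the last bases with a copy was 100% for *H2ac24*, 62.8% for *Hbb-bt* and 26.1% for *Rps27*, and below 10% for the others. For *Hbb-bt*, 257 of 269 UMIs (95.5%) lay in 1 of the glia-like cells, which is in line with RNA of red blood cells in a few droplets, and without doublet removal its ratio reversed. Stage, litter, library and sex of the embryos stay open for the rest and cannot be separated in these data.
Cycling cells made up 47.2% (42.8–51.7) of thinned glia-like cells at E11.5 and 35.0% (32.7–37.3) at E12.5, and 24.1% (19.1–29.7) and 8.25% (6.85–9.84) of neuron-like cells. The neuron-like shares depend on how progenitor-like clusters are named.
Receptors of semaphorins, which the paper discusses for other data, were detected in both classes. *Nrp1* was found in 13.2% (10.4–16.5) and 18.4% (16.5–20.3) of thinned glia-like cells and in 20.7% (16.0–26.1) and 9.50% (8.00–11.2) of neuron-like cells. *Nrp2* was found in 19.8% (16.4–23.5) and 17.4% (15.6–19.2) of glia-like cells and in 15.8% (11.6–20.7) and 12.6% (10.9–14.4) of neuron-like cells. The ligand *Sema3c* was found in 7.31% (5.20–9.94) and 12.3% (10.8–13.9) of glia-like cells, against 1.13% (0.233–3.26) and 0.584% (0.253–1.15) of neuron-like cells. The ligands *Sema3a* and *Sema3f* were rare. *Sema3a* was found in 0.593% (0.122–1.72) and 0.291% (0.0946–0.678) of glia-like cells, and *Sema3f* in 0 of 506 (which allows up to 0.593%) and 0.117% (0.0141–0.420). In neuron-like cells each of them was found in 0.752% at E11.5 and 0.0731% at E12.5.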
